# B3galt5 functions as a PXR target gene and regulates obesity and insulin resistance by maintaining intestinal integrity

**DOI:** 10.1038/s41467-024-50198-z

**Published:** 2024-07-14

**Authors:** Jinhang Zhang, Ya Huang, Hong Li, Pengfei Xu, Qinhui Liu, Yang Sun, Zijing Zhang, Tong Wu, Qin Tang, Qingyi Jia, Yan Xia, Ying Xu, Xiandan Jing, Jiahui Li, Li Mo, Wen Xie, Aijuan Qu, Jinhan He, Yanping Li

**Keywords:** Obesity, Obesity, Metabolic syndrome

## Abstract

Pregnane X receptor (PXR) has been reported to regulate glycolipid metabolism. The dysfunction of intestinal barrier contributes to metabolic disorders. However, the role of intestinal PXR in metabolic diseases remains largely unknown. Here, we show that activation of PXR by tributyl citrate (TBC), an intestinal-selective PXR agonist, improves high fat diet (HFD)-induced obesity. The metabolic benefit of intestinal PXR activation is associated with upregulation of β-1,3 galactosyltransferase 5 (B3galt5). Our results reveal that B3galt5 mainly expresses in the intestine and is a direct PXR transcriptional target. B3galt5 knockout exacerbates HFD-induced obesity, insulin resistance and inflammation. Mechanistically, B3galt5 is essential to maintain the integrity of intestinal mucus barrier. B3galt5 ablation impairs the *O*-glycosylation of mucin2, destabilizes the mucus layer, and increases intestinal permeability. Furthermore, B3galt5 deficiency abolishes the beneficial effect of intestinal PXR activation on metabolic disorders. Our results suggest the intestinal-selective PXR activation regulates B3galt5 expression and maintains metabolic homeostasis, making it a potential therapeutic strategy in obesity.

## Abstract (web summary)

PXR regulates glycolipid metabolism, but the role of intestinal PXR in metabolic diseases remains unknown. Here, the authors show the intestinal-selective PXR activation regulates B3galt5 expression and maintains metabolic homeostasis via regulating the intestinal mucus barrier.

## Introduction

The prevalence of obesity is increasing worldwide, contributing substantially to the global burden of other related chronic metabolic diseases, such as type 2 diabetes, non-alcoholic fatty liver diseases and cardiovascular diseases^1^. Obesity is often accompanied by several alterations of hormonal, inflammatory, and disordered lipid and glucose levels^2^. Accumulating evidence has revealed the occurrence of obesity and related metabolic syndrome focusing on complex interactions between numerous heritable genes and environmental factors^3^. However, one of the poorly understood features of the metabolic syndromes is their association with intestinal barrier dysfunction, which leads to increased intestinal permeability and the transference of microbial molecules into the portal vein blood and liver^4,5^. This influx of immune-stimulatory microbial components or metabolites into the circulation contributes to an enhanced risk of obesity and related metabolic disorders^4^.

The intestinal barrier is a selective physical barrier that facilitates the absorption of fluids and nutrients while preventing the translocation of potentially harmful luminal antigens into the circulation^6^. Among the intestinal barrier, the integrity of the mucus barrier forms the first line of defense against bacteria invasion and is essential for health maintenance^7,8^. Mucus is a complex gel composed of mucin glycoproteins, water, bioactive peptides, and microbial metabolites. The major glycoprotein of mucus is mucin 2 (Muc2), which forms homodimers in the endoplasmic reticulum and is glycosylated in the Golgi apparatus. Glycosylation is a key step in the production of functional mature mucins, and *O*-linked glycans account for up to 80% of the molecular weight of mucins^9^. A high number of glycosyltransferases, such as β1,3-N-acetylglucosaminyltransferase 5, 2-alphaL-fucosyltransferase 2, and β−1,3 galactosyltransferase 5 (B3galt5), is responsible for the generation of various mucins *O*-glycosylation, which is vital for the protective and bacterial binding capacity of mucus^10,11^. Dysfunction of mucus barrier may contribute to the development of infection, autoimmune, and metabolic disorders^12^. Previous study has shown that HFD-induced obese mice developed dysbiosis and affected Muc2 expression and secretion^13–15^. High fructose intake induced a loss of mucus thickness in the colon and impaired gut permeability^16^. High saturated fatty acids diets present risk factors for obesity and associated metabolic disorders by affecting Muc2 production^17^. These studies suggest the importance of Muc2 in obesity and metabolic diseases. However, whether and how glycosylation of Muc2 directly protects against obesity and metabolic syndrome remain to be investigated.

Pregnane X receptor (PXR) is originally identified as a xenobiotic receptor to regulate drug metabolism as it is highly expressed in the liver and intestine^18,19^. Interestingly, it has been demonstrated that PXR plays crucial roles in glucose, lipid, and bile acid metabolism, making it a potential therapeutic target in obesity and type 2 diabetes^20,21^. However, PXR appeared to have conflicting functions in lipid metabolism. Whole-body PXR deficiency improved HFD-induced obesity, and activation of PXR exacerbated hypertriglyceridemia and insulin resistance^22,23^. In contrast, treating HFD-induced mice with whole-body PXR agonist pregnenolone-16a carbonitrile (PCN) mitigated obesity and insulin resistance^24^. Besides, selective activation of PXR in the liver leads to lipid accumulation, and contributes to hepatic steatosis and insulin resistance^25^. These conflicting results suggest that PXR may have multiple regulatory mechanisms or different functions in different tissues. Although PXR is highly expressed in intestine, the function of intestinal PXR on metabolic diseases remains largely unknown.

Here, we provide the first evidence that intestinal-selective activation of PXR by TBC could alleviate obesity and insulin resistance of HFD-fed mice. We identified TBC could significantly upregulate intestinal B3galt5 expression using RNA sequencing, and further confirmed that B3galt5 as a direct transcriptional target gene of PXR. Mechanistically, we found that B3galt5 mediated mucus *O*-glycosylation and rendered it resistant to proteolytic degradation, thus supporting the integrity and function of the intestinal barrier. Whole-body and intestinal-specific knockout of B3galt5 both aggravated HFD-induced obesity, insulin resistance, and inflammation. B3galt5 knockout also abolished the protective effects of TBC on obesity and insulin resistance. Our results demonstrate the importance of the PXR-B3galt5 axis in metabolic homeostasis maintenance, making it a potential therapeutic strategy in obesity.

## Results

### Activation of intestinal PXR ameliorates HFD-induced obesity and insulin resistance

To explore the potential function of intestinal PXR on metabolic diseases, we first tested whether tributyl citrate (TBC) was an intestinal selective PXR agonist as previously reported^26^. As shown in Fig. 1a, b, TBC only increased the expression of Cyp3a11, a well-known PXR target gene, in the intestine. In contrast, pregnenolone 16α-carbonitrile (PCN), a whole-body PXR agonist, increased Cyp3a11 expression in both the liver and intestine (Fig. 1a, b). The increase of Cyp3a11 by TBC appeared to be PXR dependent because the ablation of PXR completely abolished its effect (Fig. 1c, d). These results confirmed that TBC is indeed a selective agonist for intestinal PXR.

**Fig. 1:**
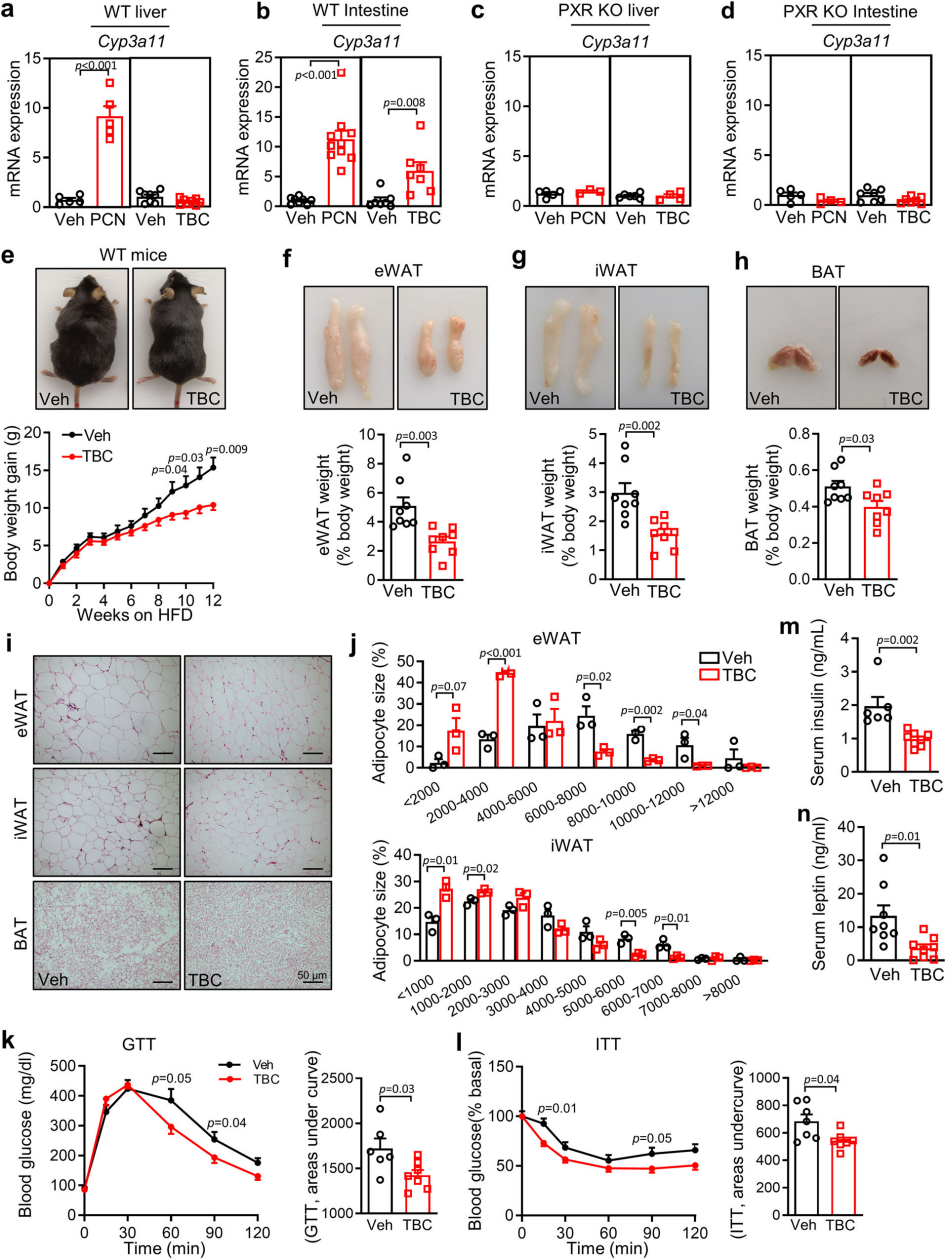
TBC, an intestinal selective PXR agonist, ameliorates HFD-induced obesity and insulin resistance. **a**, **b** The mRNA expression of Cyp3a11, a typical target gene of PXR in the liver (**a**; *n* = 5 for Veh and PCN, *n* = 8 for Veh and TBC) and intestine (**b**; *n* = 8 for Veh, *n* = 10 for PCN, *n* = 7 for Veh and TBC) of WT mice treated with PCN (40 mg/kg) once every 8 hours for three times. **c**, **d** The mRNA expression of Cyp3a11 in the liver (**c**; *n* = 5 for Veh, *n* = 3 for PCN, *n* = 6 for Veh, *n* = 4 for TBC) and intestine (**d**; *n* = 5 for Veh, *n* = 4 for PCN, *n* = 7 for Veh and TBC) of PXR knockout mice treated with PCN or TBC. **e** Appearance (top) and growth curve (bottom) of vehicle (Veh) and TBC-treated mice. WT mice fed with high-fat diet (HFD) supplemented with vehicle or 0.05% TBC for 12 weeks (*n* = 8 per group). **f–h** Representative photographs and the ratio of fat depots to body weight of eWAT **(f)**, iWAT (**g**), and BAT (**h**) (*n* = 8 per group). **i** H&E staining of adipose tissues. Scale bar: 50 μm. **j** Distribution of adipocyte size of eWAT and iWAT (*n* = 3 per group). **k**, **l** Blood glucose concentrations during GTT (2 g/kg; **k**) and ITT (0.75 U/kg; **l**) in vehicle and TBC-treated WT mice (*n* = 6 for Veh, *n* = 7 for TBC). **m** Serum insulin levels of vehicle and TBC treated mice (*n* = 6 for Veh, *n* = 8 for TBC). **n** Serum leptin levels vehicle and TBC treated mice (*n* = 8 per group). PXR KO PXR whole-body knockout mice, WT wild type, eWAT epididymal white adipose tissue, iWAT inguinal white adipose tissue, BAT brown adipose tissue, GTT glucose tolerance test, ITT insulin tolerance test. Data are mean ± SEM. All the data were assessed form normal distribution before statistical analysis. Significance was analyzed using two-way analysis of variance (ANOVA) with Sidak’s multiple comparisons test (Fig. 1e, k, and l). The remaining statistical differences were determined using unpaired two-tailed Student’s t test. Source data are provided as a Source Data file.

To evaluate the role of intestinal PXR on metabolic disorders, we fed WT mice with TBC supplemented in HFD at 0.05% (w/w) for 12 weeks. Upon HFD feeding, TBC treatment led to significantly lower weight gain (Fig. 1e) and decreased ratio of fat pad weight to body weight (Fig. 1f-h), as well as smaller numbers of large adipocytes in epididymal white adipose tissue (eWAT), inguinal white adipose tissue (iWAT) and brown adipose tissue (BAT) (Fig. 1i, j). TBC treatment also improved glucose tolerance and insulin tolerance (Fig. 1k, l). The improved insulin sensitivity seen in TBC-treated mice was associated with significantly lower serum levels of insulin and leptin (Fig. 1m, n). The effect of TBC is PXR dependent, because ablation of PXR totally abolished the TBC-decreased body weight and improved insulin sensitivity (Figure S1a-i). These results suggest the selective activation of intestinal PXR can alleviate obesity and insulin resistance in HFD-fed mice.

### PXR upregulates the expression of B3galt5 as a target gene

To understand the mechanism of intestinal PXR activation improved metabolic disorder, we used RNA sequencing to screen PXR-regulated genes (Fig. 2a). Activation of PXR upregulated several genes, including known PXR target genes such as *Cyp2c55* and *Cyp3a11*. We found that B3galt5 was the second highest upregulated gene by PXR activation (Fig. 2a). The volcano plot also showed B3galt5 was significantly elevated in mice colon (Figure S2a). 

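The colon RNA-seq data analysed compare 3 libraries from mice given vehicle (replicates 3, 5 and 6) with 3 from mice given PCN (replicates 4, 5 and 6), while the legends give n = 2 per group for Fig. 2a and n = 7 per group for Figure S2a. The paper's text does not name the libraries behind either panel. PCN is a synthetic steroid that activates rodent PXR. According to the Supplementary Methods, 8-week-old mice received 3 intraperitoneal injections of 40 mg/kg PCN, 1 every 8 h, and colon RNA was taken 8 h after the last. The Supplementary Methods give 400 ng of RNA, TruSeq libraries with poly-A selection, 100 bp paired-end reads, mapping with STAR to a pig assembly and gene counts from HTSeq, whereas the sample labels give 2 µg of RNA, a SMARTER kit and the mouse build mm10. The gene identifiers in the deposited table are those of mouse. Total counts were 21924026, 24205377 and 24511430 in vehicle replicates 3, 5 and 6 and 25422856, 24506641 and 24014533 in PCN replicates 4, 5 and 6. The paper states a mean of 30557234 uniquely mapped reads per sample, and the values below rest on the total counts. The authors' deposited table gives counts and FPKM for 23282 genes, with a log2 fold change and p-values for PCN against vehicle whose test the paper's text does not name. From the counts, 16586 genes passed the filter of edgeR's filterByExpr and were tested with its quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. DESeq2 was run on the same genes as a second test and is named wherever its result is given. Counts adjusted over a list alone are from edgeR unless DESeq2 is named. Log2 CPM of replicates in the same group correlated at 0.971 to 0.983 across genes. Libraries of different groups correlated about as well, at 0.967 to 0.981, and no pair differed by as little as sampling noise. Whether each library came from its own mouse is not stated in the labels, so p-values measure the spread between these libraries.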

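B3galt5, the β1,3-galactosyltransferase gene that the study follows, was 2.92-fold higher in the colon of PCN-treated mice. It reached 1360.0 ± 71.9 CPM (counts scaled by TMM and library size; SD, n = 3) after PCN and 466 ± 93.0 CPM (SD, n = 3) after vehicle. Beside it, 4 genes rose and 1 fell at an adjusted p under 0.05 from edgeR. Those that rose were 4931406C07Rik, Akr1b7, which encodes an aldo-keto reductase, Trim40 and Elovl6, which encodes an elongase of long-chain fatty acids. Enpep, which encodes the brush border peptidase glutamyl aminopeptidase, fell. B3galt5 (ENSMUSG00000074892) lies on chromosome 16 of GRCm38 from 96235801 to 96319859, on the plus strand, with no other annotated gene overlapping it. Its log2 fold change was 1.55 (standard error 0.15, 95% confidence interval 1.21 to 1.88, adjusted p = 0.0262 from edgeR's quasi-likelihood test). DESeq2 gave 1.53 (adjusted p = 1.13e-17). Vehicle replicates 3, 5 and 6 had 450.3, 565 and 381 CPM, and PCN replicates 4, 5 and 6 had 1283, 1371 and 1426 CPM. The groups did not overlap (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Akr1b7 (ENSMUSG00000052131, chromosome 6 of GRCm38 from 34412334 to 34423142) had a log2 fold change of 2.18 (standard error 0.24, adjusted p = 0.0460 from edgeR). For 4931406C07Rik (ENSMUSG00000031938, chromosome 9 of GRCm38 from 15283337 to 15306448), the log2 fold change was 2.00 (adjusted p = 0.0262 from edgeR), and it overlaps Taf1d on the opposite strand, with which it may share reads. Trim40 (chromosome 17 of GRCm38 from 36881598 to 36890123) and Elovl6 (chromosome 3 of GRCm38 from 129532355 to 129638495) rose by 0.96 and 0.77 on the log2 scale (both with an adjusted p of 0.0456 from edgeR). Enpep (chromosome 3 of GRCm38 from 129269175 to 129332720) went from 60.5 ± 7.25 CPM (SD, n = 3) after vehicle to 21.0 ± 2.31 CPM (SD, n = 3) after PCN, a log2 fold change of -1.53 (standard error 0.13, adjusted p = 0.0262 from edgeR). All 6 genes were also called by DESeq2, and none had overlapping groups. At an unadjusted p under 0.05 from edgeR, 1037 genes were higher and 619 lower, and DESeq2 called 171 higher and 43 lower at an adjusted p under 0.05. The edgeR call of B3galt5 ended without vehicle replicate 6 (adjusted p = 0.0773) and without PCN replicate 4, 5 or 6 (adjusted p = 0.0851, 0.177 and 0.0698). The B3galt5 log2 fold change stayed between 1.42 and 1.71 whichever library was left out. Over all settings tried, DESeq2 included, its adjusted p lay between 1.13e-17 and 0.177. With each of those 4 libraries left out in turn, edgeR called no gene (1091, 1183, 1279 and 1790 genes at an unadjusted p under 0.05). Without vehicle replicate 3 it called 22 higher and 2 lower, all 6 genes among them. Without vehicle replicate 5 it called 2 higher and 2 lower, of the 6 genes B3galt5 and Enpep alone, and Akr1b7, 4931406C07Rik, Trim40 and Elovl6 had adjusted p of 0.136, 0.100, 0.100 and 0.100. Trim40 and Elovl6 did not pass limma on log2(FPKM + 1) (adjusted p = 0.0770 and 0.0711) or on log2(FPKM + 0.1) (adjusted p = 0.0671 and 0.0671), nor Elovl6 edgeR with a replicate block (adjusted p = 0.0791). From the volcano plot of Figure S2a, the paper states that B3galt5 was significantly elevated in the mouse colon, after it had named B3galt5 among the genes that PXR activation raised most in Fig. 2a.

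**Figure D1:**
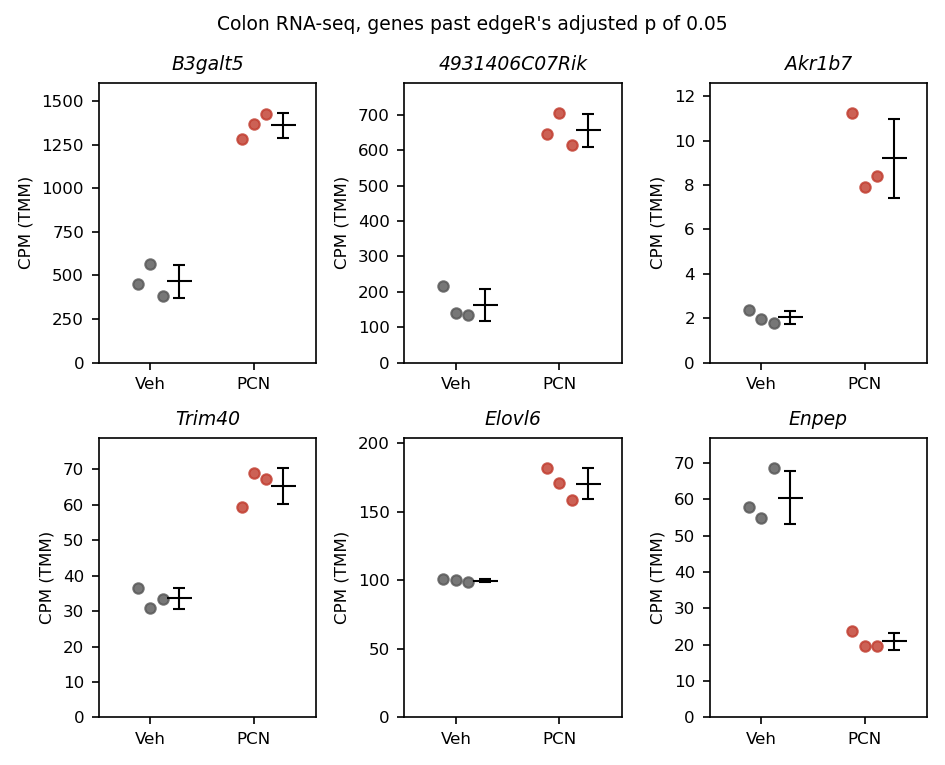
CPM (TMM-scaled, linear axes from 0) of the 6 genes called by edgeR, 1 point per library, for vehicle (Veh, grey) and PCN (red); black bars show the mean and SD of each group (n = 3). B3galt5 lies between 381 and 565 CPM after vehicle and between 1283 and 1426 CPM after PCN.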

To further confirm the result of RNA sequencing, we measure the expression of B3galt5 by qPCR. As shown in Fig. 2b, c, PXR activation by either PCN or TBC strongly upregulated mRNA expression of B3galt5 in WT mice. However, the effect of PCN or TBC on B3galt5 mRNA expression was completely abolished in PXR knockout mice (Fig. 2c). Consistently, the protein expression of B3galt5 was upregulated by either PCN or TBC in WT mice, but not in PXR knockout mice (Fig. 2d and Figure S2b-d). Constitutive androstane receptor (CAR) is a sister receptor of PXR, and shares reciprocal regulated genes^27^. However, activation of CAR did not affect the expression of B3galt5 (Figure S2e). Activation of PXR had little effect on the expression of other galactosyltransferases (Figure S2f-i).

**Fig. 2:**
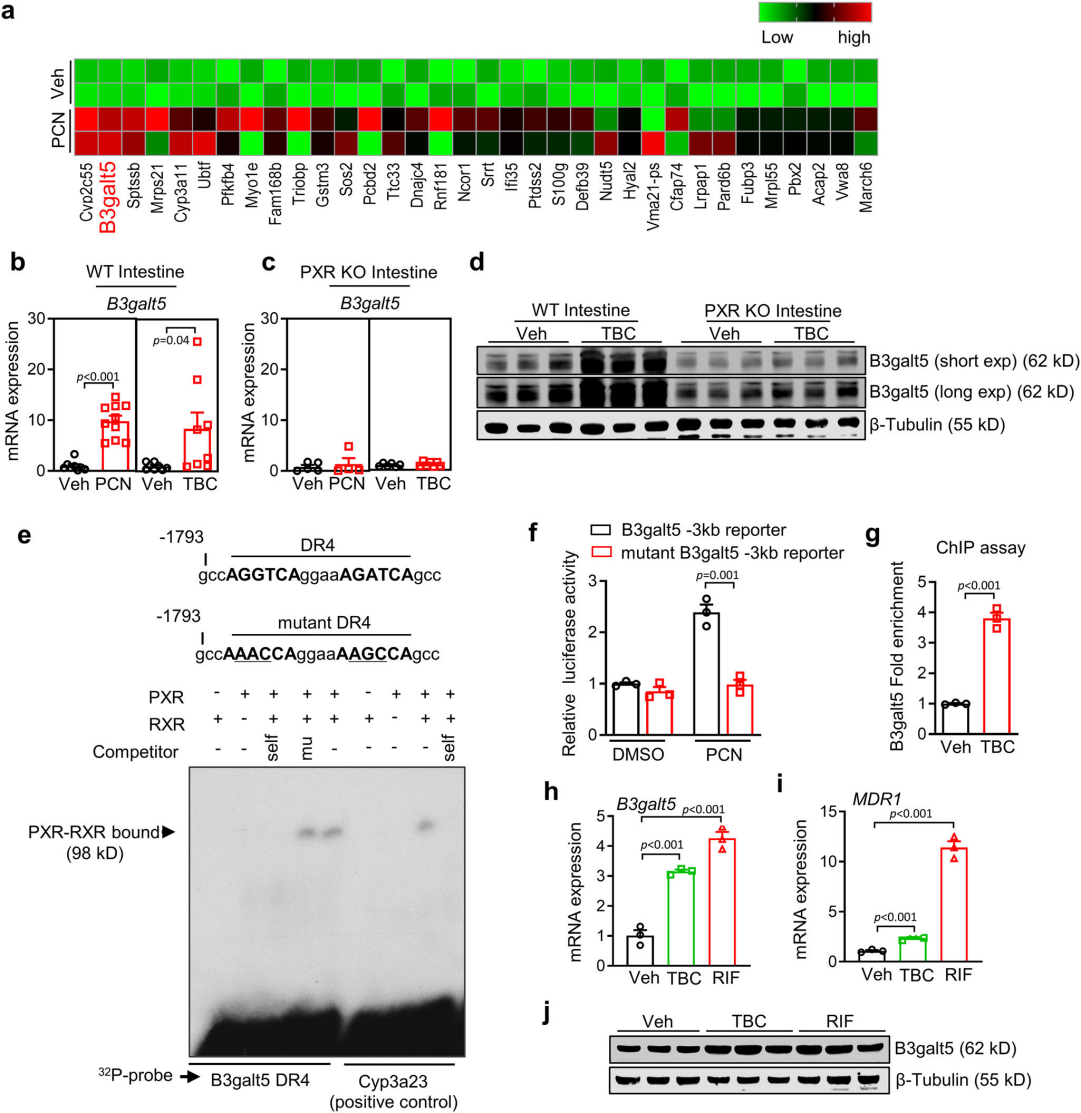
B3galt5 is a direct transcriptional target gene of PXR. **a** Heat map representation of genes deferentially expressed in the intestine of 8-week-old mice treated with vehicle (Veh) and PCN. Mice were treated with PCN (40 mg/kg) once every 8 hours for three times (*n* = 2 per group). **b** Intestinal mRNA expression of B3galt5 in WT mice treated with PXR agonists PCN and TBC (*n* = 8 for Veh, *n* = 10 for PCN, *n* = 8 for Veh, *n* = 8 for TBC). Significance was determined using unpaired two-tailed Student’s t test. **c** Intestinal mRNA expression of B3galt5 in PXR knockout mice treated with PCN and TBC (*n* = 5 for Veh, *n* = 4 for PCN, *n* = 6 for Veh, *n* = 7 for TBC). **d** Intestinal protein level of B3galt5 in WT and PXR knockout mice treated with TBC, β-Tubulin was used as the loading control. **e** Electrophoretic mobility shift assay (EMSA) showing that PXR binds to the −1793 to −1814 region of B3galt5 promoter. **f** Luciferase assay of HEK293 cells co-transfected with B3galt5 or mutant B3galt5 and treated with PCN for 24 h. The luciferase activity was normalized to β-gal (*n* = 3 per group). **g** ChIP assay of recruitment of PXR to the B3galt5 promoter (*n* = 3 per group). **h**, **i** The mRNA expression of B3galt5 (**h**) and MDR1 (**i**) in LS174T cells treated with TBC (5 μM) or rifampicin (RIF, 20 μM) for 48 h (*n* = 3 per group). **j** The protein levels of B3galt5 in LS174T cells treated with TBC or RIF, β-Tubulin was used as the loading control. Data are mean ± SEM. PXR KO PXR whole-body knockout mice, WT wild type, TBC tributyl citrate, ChIP chromatin immunoprecipitation, RIF rifampicin. The data sets (Fig. 1f-i) were analyzed using non-parametric approaches and the statistical differences between groups were determined using one-way ANOVA with post-hoc Tukey test. Source data are provided as a Source Data file.

To determine whether B3galt5 is a direct transcriptional target of PXR, we inspected the mouse B3galt5 promoter and uncovered a DR4-type (direct repeat spaced by four nucleotides) of nuclear receptor-response element (gccAGGTCAggaaAGATCAgcc) (Fig. 2e). Electrophoretic mobility shift assay (EMSA) showed that the PXR/retinoic X receptor (RXR) heterodimer could bind to this DR4 site, parallel to the positive control Cyp3a23, a known PXR target (Fig. 2e). The binding of B3galt5/DR4 to PXR was specific, as evidenced by competitively inhibition of binding by excess B3galt5/DR4, but not by the mutant B3galt5/DR4 (Fig. 2e). Further luciferase reporter assays revealed PXR was able to induce a 2.4-fold increase in B3galt5 promoter activity upon PCN activation, which was completely abolished by mutated B3galt5 DR4 promoter (Fig. 2f). These in vitro results were subsequently confirmed by chromatin immunoprecipitation (ChIP) assays in intestinal lysate of TBC-treated mice to evaluate the binding of PXR binding to the B3galt5 promoter in vivo. As shown in Fig. 2g, TBC treatment promoted the recruitment of PXR onto the B3galt5 promoter. In addition, B3galt5 mRNA and protein expression were significantly upregulated after PXR activation by either TBC or rifampicin in LS174T cells, a human colon adenocarcinoma cell-line (Fig. 2h-j). Together, these results indicate that PXR upregulated the expression of B3galt5 as a target gene in both mice and human beings.

### B3galt5 is specifically expressed in colon and downregulated during obesity

To establish the function of B3galt5, we characterized the tissue distribution of B3galt5 by qPCR and western blot analysis. The results showed that B3galt5 is highly expressed in colon and barely expressed in other tissues, such as liver and adipose tissues (Fig. 3a, b). We subsequently tested the specific cell types in colon expressing B3galt5 using immunofluorescence staining. As shown in Fig. 3c, B3galt5 was mostly expressed in colonic epithelial cells, especially goblet cells (Fig. 3c), as evidenced by the highly overlap of B3galt5 with the epithelial cell marker β-catenin and the goblet cell marker *Ulex europaeus* agglutinin 1 (UEA-1), respectively.

**Fig. 3:**
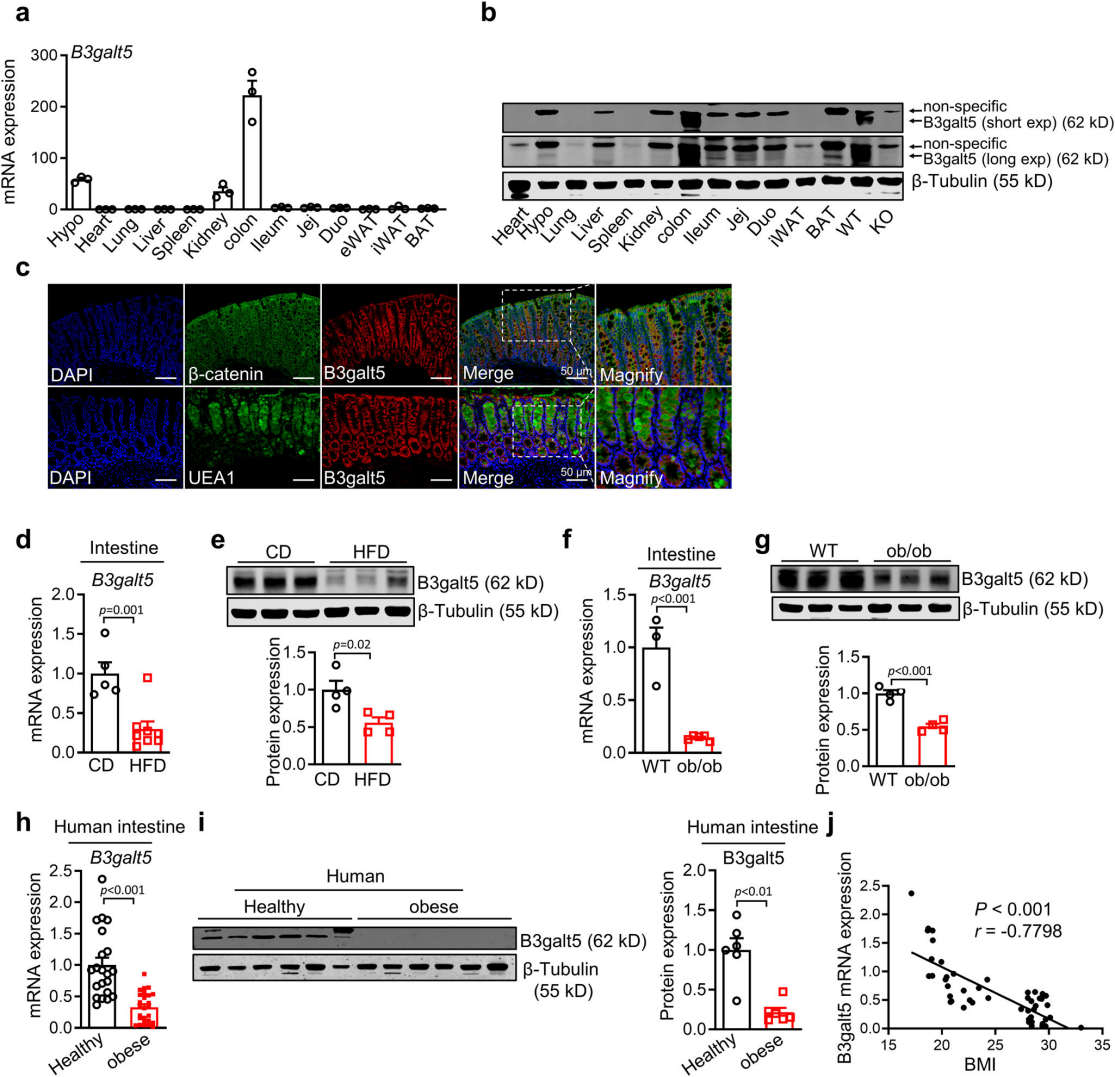
B3galt5 is specifically expressed in colon and downregulated during obesity. **a** The mRNA expression of B3galt5 in different tissues of 8-week-old male mice (*n* = 3 per group). **b** The protein levels of B3galt5 in different tissues of 8-week-old male mice. **c** Co-immunofluorescent staining of B3galt5 with intestinal epithelial cells marker β-catenin (top) or goblet cells marker UEA1 (bottom) in mice colon. Scale bar: 50 μm. **d**, **e** The mRNA (**d**; *n* = 5 for CD, *n* = 5 for HFD) and protein **(e**; *n* = 4 per group) expression of B3galt5 in colon of mice fed with chow diet and high-fat diet for 12 weeks, β-Tubulin was used as the loading control. **f**, **g** The mRNA (**f**; *n* = 3 for WT, *n* = 5 for ob/ob) and protein (**g**; *n* = 4 per group) expression levels of B3galt5 in colon of wild-type mice and ob/ob mice, β-Tubulin was used as the loading control. **h**, **i** The mRNA (**h**; *n* = 21 for Healthy, *n* = 28 for Obese) and protein (**i**; *n* = 6 per group) expression levels of B3galt5 in colon sections collected from healthy individuals and obese patients, β-Tubulin was used as the loading control. **j** The Spearman’s correlation coefficient by two-sided statistical tests, *p* value, and linear relationship of BMI and the relative mRNA expression of B3galt5 (*n* = 48). Hypo hypothalamus, Jej jejunum, Duo duodenum, eWAT epididymal white adipose tissue, iWAT inguinal white adipose tissue, BAT brown adipose tissue, WT wild type, KO B3galt5 whole-body knockout, CD chow diet, HFD high-fat diet, BMI body mass index. Data are mean ± SEM. Significance was determined using unpaired two-tailed Student’s t test (Fig. 3d-i). Source data are provided as a Source Data file.

To investigate whether B3galt5 is involved in the pathogenesis of metabolic diseases, we first measured its expression in the intestine of mice with metabolic disorders. Both the mRNA and protein levels of intestinal B3galt5 were observed remarkably decreased in HFD-induced obesity mice and *ob/ob* mice (Fig. 3d-g), as well as high fructose and high cholestrol-induced mouse model (Figure S3a, b). Consistently, B3galt5 expression was downregulated in intestine biopsies from obese patients comparing to normal controls (Fig. 3h, i). Moreover, the colonic B3galt5 levels were negatively correlated with BMI (Fig. 3j). Of note, other intestinal *O*-glycosyltransferase expression was little affected at obese status (Figure S3c-e). Thus, our data suggest that B3galt5 is compromised in both obese mouse models and patients, possibly playing an important role in metabolic diseases as a downstream regulator of PXR.

### B3galt5 whole-body deficiency exacerbates HFD-induced obesity, insulin resistance and inflammation in mice

Since B3galt5 shows a potential role in metabolic diseases, we generated B3galt5 whole-body knockout (*B3galt5* ^*−/−*^) mice by CRISPR-Cas9-mediated gene targeting (Figure S4a-b). The expression of B3galt5 was substantially reduced in the intestine of *B3galt5*^*−/−*^ mice as compared with WT mice. On 12 weeks of chow diet (CD), WT and *B3galt5*^*−/−*^ mice showed similar body weight and fat weight (Figure S4c-d). However, HFD for a duration of only 4 weeks had already displayed significantly more body weight in *B3galt5*^*−/−*^ mice than WT mice (Fig. 4a). After 12 weeks of HFD feeding, *B3galt5*^*−/−*^ mice were visibly bigger and exhibited an increase in eWAT, iWAT and BAT than WT mice (Fig. 4a-d). H&E staining and its quantitative evaluation showed increased adipocyte morphology features and greater amounts of large adipocytes in *B3galt5*^*−/−*^ mice comparing to the controls (Fig. 4e; Figure S4e).

**Fig. 4:**
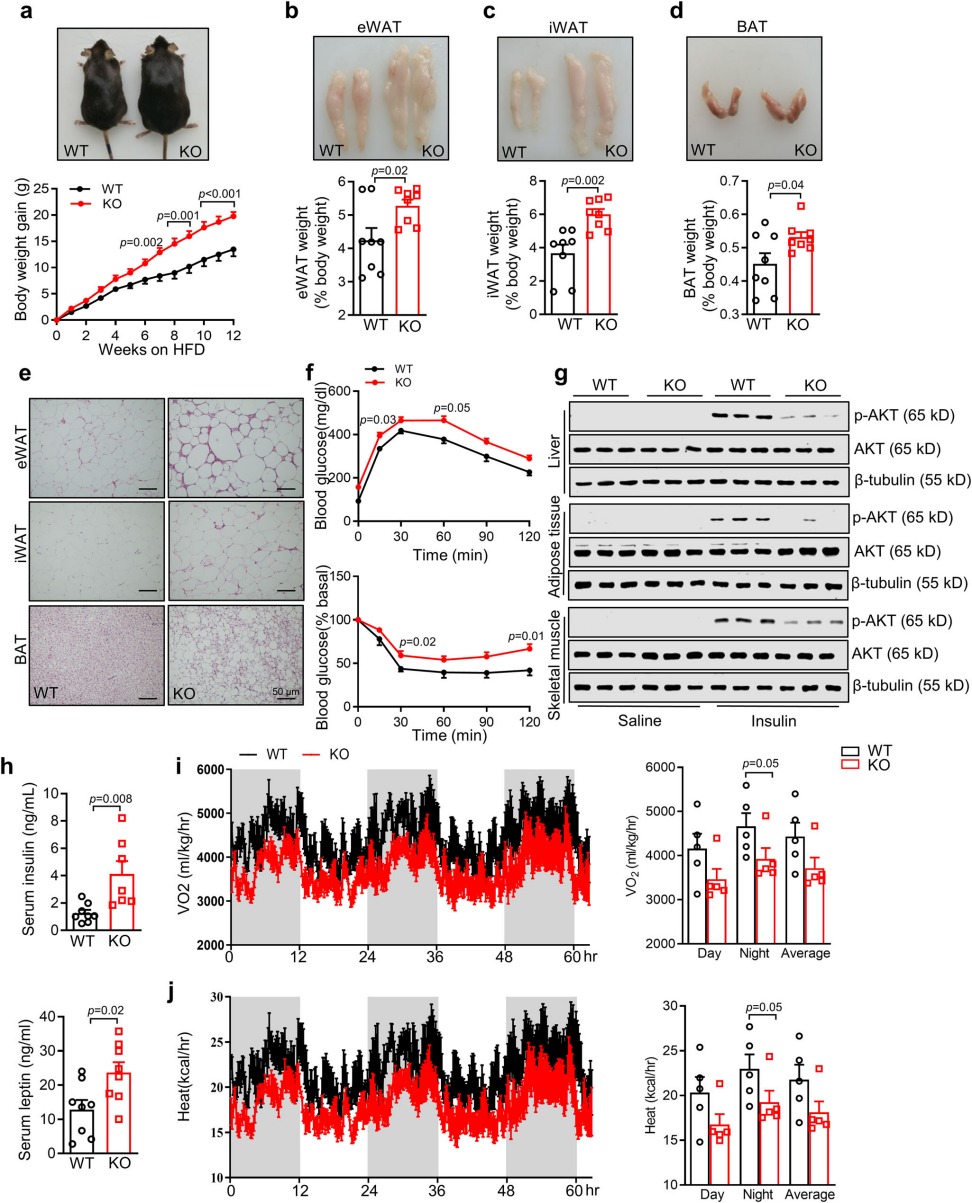
B3galt5 whole-body knockout exacerbates high-fat diet-induced obesity and insulin resistance in mice. Wild-type (WT) mice and B3galt5 whole-body knockout (KO) mice were fed with a high-fat diet (HFD) for 12 weeks. **a** Appearance (top) and growth curve (bottom) of WT and B3galt5 KO mice (*n* = 13 for WT, *n* = 14 for KO). (b-d) Representative photographs and the ratio of fat depots to body weight of eWAT (**b**, top), iWAT (**c**, top), and BAT (**d**, top) (*n* = 8 per group). (**e**) H&E staining of adipose tissues of eWAT, iWAT and BAT. Scale bar: 50 μm. **f** Blood glucose concentrations during GTT (2 g/kg; top) and ITT (0.75 U/kg; bottom) in WT and B3galt5 KO mice (*n* = 8 per group). **g** Protein levels of phosphorylated Akt and total Akt in the liver, adipose tissue, and skeletal muscle after insulin injection. HFD-fed mice received a bolus injection of insulin (1 U/kg) through the portal vein, β-Tubulin was used as the loading control. (**h**) Serum insulin (*n* = 8 for WT, *n* = 7 for KO) and leptin (*n* = 8 per group) levels in WT and B3galt5 KO mice. **i**, **j** Oxygen consumption (**i**) and whole-body energy expenditure (**j**) of WT and B3galt5 KO mice (*n* = 5 per group). eWAT epididymal white adipose tissue, iWAT inguinal white adipose tissue, BAT brown adipose tissue. Data are mean ± SEM. All the data were assessed form normal distribution before statistical analysis. Significance was analyzed using two-way analysis of variance (ANOVA) with Sidak’s multiple comparisons test (Fig. 2a and f). The remaining statistical differences were determined using unpaired two-tailed Student’s t test. Source data are provided as a Source Data file.

Because obesity is often accompanied with insulin resistance and glucose intolerance^28^, we performed a series of metabolic tests to examine the effect of the whole-body loss of *B3galt5* on glucose homeostasis. On a chow diet, WT and *B3galt5*^*−/−*^ mice showed comparable glucose and insulin tolerance (Figure S4f). When challenged with HFD, *B3galt5*^*−/−*^ mice showed impaired glucose tolerance and insulin resistance as compared to WT mice (Fig. 4f and Figure S5a). Aggravated insulin resistance was further confirmed by remarkable suppression of Akt phosphorylation in the liver, eWAT and skeletal muscle in *B3galt5*^*−/−*^ mice after insulin administration (Fig. 4g; Figure S5b-d). The circulating levels of insulin and leptin were significantly elevated in *B3galt5*^*−/−*^ mice, further verifying the impaired insulin sensitivity (Fig. 4h).

Obesity is often accompanied with impaired energy metabolism^29^. To determine whether *B3galt5*^*−/−*^ affects whole-body fuel metabolism and substrate preference, we used metabolic cages to measure food, O_2,_ and CO_2_ consumption. Compared to WT, *B3galt5*^*−/−*^ mice showed significantly decreased oxygen consumption, carbon dioxide production, and energy expenditure, despite no difference in food intake was observed (Fig. 4i, j; S5e, f). These results indicate that whole-body B3galt5 deficiency leads to impaired energy production. Respiration exchange rate (RER) was comparable between *B3galt5*^*−/−*^ and WT mice, suggesting similar substrate utilization in both groups (Figure S5g). We noticed significantly inhibited lipolysis in adipose depots after B3galt5 knockout, possibly due to the impaired intrinsic effect, such as thermogenesis, of adipose tissue (Figure S5h-l).

In obesity, excessive adipose expansion causes adipose dysfunction and inflammation, which subsequently results in increased inflammation levels in other tissues, such as liver^30^. Therefore, we analyzed the mRNA and protein levels of proinflammatory cytokines in liver and adipose tissues from HFD-fed *B3galt5*^*−/−*^ mice. *B3galt5*^*−/−*^ mice showed significant increases in the pro-inflammatory factors, including Il-1β, Il-6, Mcp-1 and Tnf-α, in the liver and adipose tissue compared to WT mice (Fig. 5a-d). Consistently, we found *B3galt5*^*−/−*^ mice displayed increased number of F4/80-positive macrophages in both liver and eWAT using immunohistochemistry (Fig. 5e, f). The above results have indicated increased infiltration of adipose tissue macrophages (ATMs) in *B3galt5*^*−/−*^ mice. ATMs are usually divided into classically activated macrophages (M1), which secret proinflammatory cytokines, and alternatively activated macrophages (M2), which secret anti-inflammatory cytokines^31^. Using flow cytometry, we found significantly increased percentage of Cd11b^+^/F4/80^+^ double-positive macrophages and greatly reduced percentage of Cd206^+^/Cd11b^+^/F4/80^+^ triple-positive M2 macrophages of HFD-fed *B3galt5*^−/−^ mice (Fig. 5g; Figure S6a-b). As a result, the ratio of M1 to M2 macrophages was notably increased in eWAT of *B3galt5*^−/−^ mice comparing to the WT (Fig. 5g). Furthermore, *B3galt5*^*−/−*^ mice displayed more severe liver steatosis as shown by the elevated serum ALT/AST level and hepatic lipid deposition (Figure S7a-b). Together, these findings demonstrate that whole-body B3galt5 deficiency sensitizes mice to HFD-induced obesity, insulin resistance and inflammation.

**Fig. 5:**
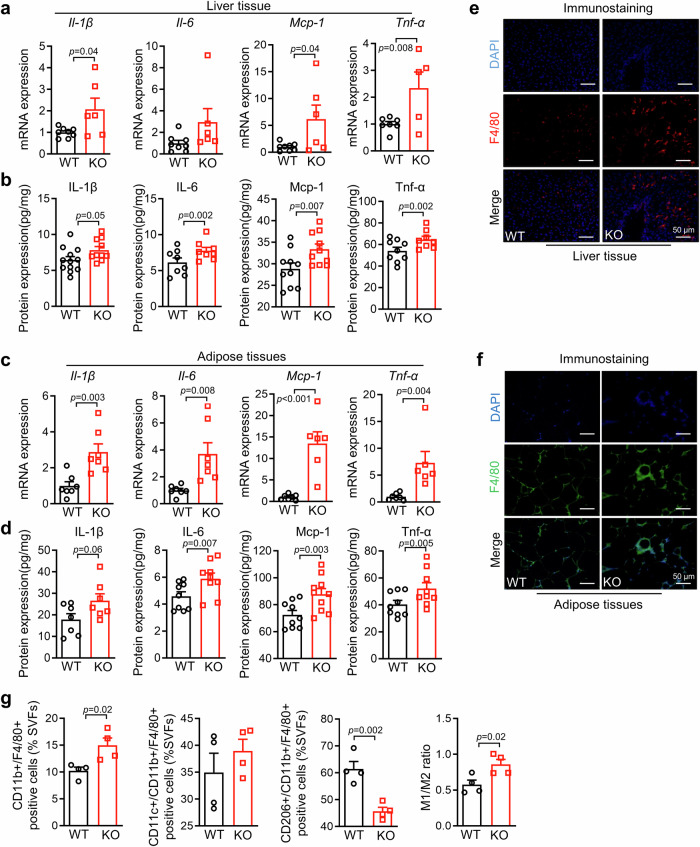
B3galt5 whole-body knockout exacerbated HFD-induced systemic inflammation in mice. **a** The mRNA expression of inflammation-related gene *Il-1β*, *Il-6*, *Mcp-1* and *Tnf-α* in liver (*n* = 8 for WT, *n* = 6 for KO). **b** The protein levels of IL-1β, IL-6, Mcp-1 and Tnf-α in liver determined by Elisa (*n* = 12 for WT, *n* = 10 for KO). **c** The mRNA expression of inflammation-related gene *Il-1β*, *Il-6*, *Mcp-1* and *Tnf-α* in adipose tissue (*n* = 7 per group). (**d**) The protein levels of IL-1β, IL-6, Mcp-1 and Tnf-α in adipose tissue determined by Elisa (*n* = 7 per group). **e**, **f** Immunofluorescence staining of F4/80 in the liver (**e**) and adipose tissue (**f**). Scale bar: 50 μm. **g** FACS analysis of M1 and M2 phenotype of macrophages in eWAT of WT and B3galt5 KO mice fed HFD for 12 weeks (*n* = 4 per group). WT wild type, KO B3galt5 whole-body knockout, M1 type 1 macrophages, M2 type 2 macrophages, eWAT epididymal white adipose tissue. Data are mean ± SEM. Significance was determined using unpaired two-tailed Student’s t test. Source data are provided as a Source Data file.

### B3galt5 deficiency increases the permeability of the intestinal barrier by disrupting mucus *O*-glycosylation

Studies have revealed that the compromised permeability of the intestinal barrier may be responsible to metabolic diseases^6^. As previous studies, we found that HFD feeding could reduce the intestinal mucus layer and increase intestinal permeability (Figure S7c-d). To understand the possible mechanism of B3galt5 deficiency-aggravated obesity, we examined the changes of intestinal permeability by FITC-dextran gavage in WT and *B3galt5*^*−/−*^ mice. On a CD diet, *B3galt5*^*−/−*^ mice showed mildly elevated FITC-dextran concentration in serum compared with WT mice. However, upon HFD challenge, *B3galt5*^*−/−*^ mice showed markedly increased serum concentration of FITC-dextran as compared with WT mice (Fig. 6a). The mucus layer represents the first defense line for intestinal barrier and closely relates to metabolic diseases^32^. Alcian blue staining of colonic sections showed a clear and strong mucus layer in WT mice; in contrast, the thickness of the inner mucus layer was significantly reduced in *B3galt5*^*−/−*^ mice (Fig. 6b). Consistently, immunofluorescence staining of Muc2 revealed a severely impaired colonic mucus layer in *B3galt5*^*−/−*^ mice (Fig. 6b). To examine whether the reduction of the mucus layer in *B3galt5*^*−/−*^ mice was due to the disruption of mucin, we scraped and extracted colonic luminal mucus, and analyzed Muc2 expression by a composite agarose-polyacrylamide gel electrophoresis (AgPAGE). As shown in Fig. 6c, Muc2 band was found significantly decreased in *B3galt5*^*−/−*^ mice than in WT mice. Proteases contribute to the degradation to mucus layer^33^. To determine the ability of mucin resisting to protease degradation, we treated mucin extracted from WT and *B3galt5*^*−/−*^ mice with different concentration of pronase. AgPAGE analysis followed by PAS staining showed that pronase had little effect on WT mucus (Fig. 6d). In contrast, pronase treatment resulted in a dramatic decrease in high MW PAS-stained bands compared with non-treated mucus in *B3galt5*^*−/−*^ mice (Fig. 6d). We further used another two protease, O-glycoprotease (OgpA) from *A. muciniphila* and the secreted protease of C1 esterase inhibitor (StcE) and found mucin from *B3galt5*^*−/−*^ mice was more sensitive to degradation (Fig. 6e)^34,35^. These results suggest that B3galt5 deficiency leads to mucin being a more susceptibility to bacterial-derived proteolytic degradation, further impairing intestinal permeability, which may contribute to the development of obesity.

**Fig. 6:**
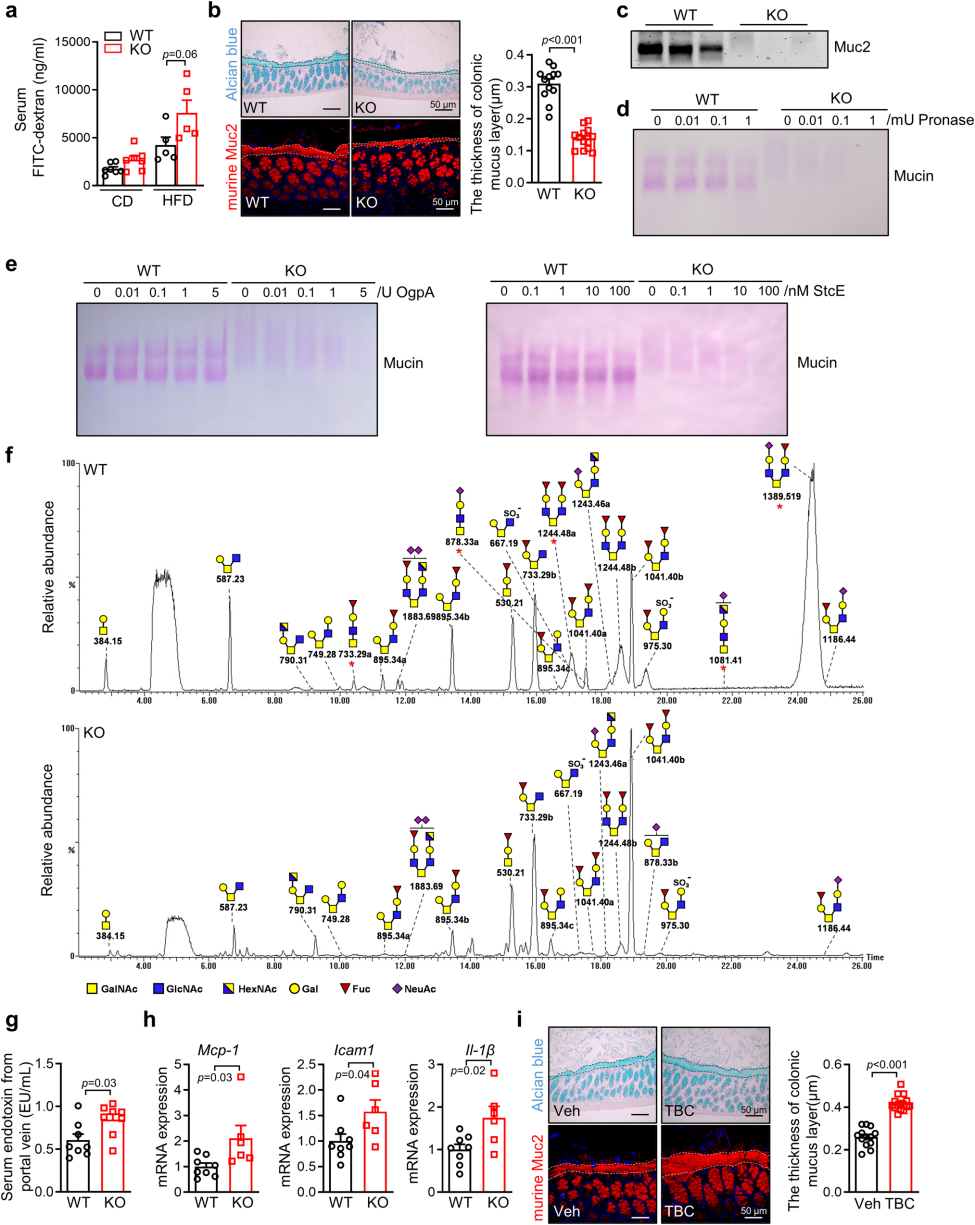
B3galt5 deficiency disrupts mucus *O*-glycosylation and increases permeability of the intestinal barrier. **a** The concentration of FITC-dextran in serum of WT and B3galt5 KO mice fed with CD or HFD for 12 weeks (*n* = 7 for CD, *n* = 5 for HFD). **b** Aician blue staining (top) and immunofluorescence staining of Muc2 (bottom) of colon in WT and B3galt5 KO mice fed with 12-week HFD. Quantification of mucus layer thickness (right; *n* = 12 for WT, *n* = 14 for KO). Scale bar: 50 μm. **c** Western blot analysis of Muc2 in intestinal mucus layer of WT and B3galt5 KO mice. **d** PAS staining of mucin treated with pronase in WT and B3galt5 KO mice. **e** PAS staining of mucin treated with OgpA and StcE in WT and B3galt5 KO mice. **f** Negative-ion mode capillary-LC/MS base peak chromatograms of O-glycan alditols of colonic mucin extracted from WT and B3galt5 KO mice. **g** The concentration of endotoxin in portal vein serum of WT and B3galt5 KO mice (*n* = 8 per group). **h** The mRNA expression of inflammation-related gene *Mcp-1*, *Tnf-α* and *Il-1β* in intestine of WT and B3galt5 KO mice fed with 12-week HFD (*n* = 8 for WT, *n* = 6 for KO). **i** Aician blue and Muc2 immunofluorescence staining of colon in WT mice fed with HFD supplemented with TBC 0.05% (w/w) for 12 weeks. Quantification of mucus layer thickness (right; *n* = 13 for Veh, *n* = 15 for TBC). Scale bar: 50 μm. CD chow diet, HFD high-fat diet, WT wild type, KO B3galt5 whole-body knockout, OgpA O-glycoprotease, StcE the secreted protease of C1 esterase inhibitor. Data are mean ± SEM. Significance was determined using unpaired two-tailed Student’s t test. Source data are provided as a Source Data file.

Previous studies have reported that B3galt5 is able to catalyze the synthesis of an extended chain of core 3 *O*-glycans, which is important for maintaining the stability and integrity of the colonic mucosal barrier^36,37^. Thus, we asked whether B3galt5 deficiency destabilizes the mucus layer because of inadequate *O*-glycosylation of mucin. The released O-glycans from WT and *B3galt5*^*−/−*^ mice was analyzed using LC-MS^38^. The observed *O*-glycans are summarized in Supplementary Table 1, revealing a significant decrease of core 3 and core 4 *O*-glycans in *B3galt5*^*−/−*^ mice as compared with WT mice (Table S1). The base peak chromatograms of mucus *O*-glycans from WT and *B3galt5*^*−/−*^ mice are shown in Fig. 6f. The major peaks in the LC/MS chromatogram of WT-derived glycans, especially core 3 and core 4 *O*-glycans, such as Fuc-Gal-GlcNAc-GalNAc (733.29a), NeuAc-Gal-GlcNAc-GalNAc (878.33a), NeuAc-(HexNAc-Gal-GlcNAc-GalNAc) (1081.41), GalNAc-(GlcNAc-Gal-Fuc)_2_ (1244.48a) and NeuAc-Gal-GlcNAc-GalNAc-GlcNAc-Gal-Fuc (1389.519), were almost reduced or even disappeared in *B3galt5*^*−/−*^ mice-derived glycans (Fig. 6f). Moreover, consistent with the disordered mucus *O*-glycosylation, HFD-fed *B3galt5*^*−/−*^ mice showed elevated serum endotoxin levels from portal vein and proinflammatory cytokines upregulation in the intestine (Fig. 6g, h). Furthermore, TBC treatment increased the thickness of mucus layer in HFD-induced mice (Fig. 6i) but failed to elevate the thickness of mucus layer in PXR^−/−^ mice (Figure S7e), which may help explain why TBC administration alleviates obesity and insulin resistance. Together, these results indicate that B3galt5 regulates obesity by influencing mucin *O*-glycosylation; B3galt5 deficiency disrupts mucin *O*-glycosylation, sensitizes mucus for proteolytic degradation, thus impairing the intestinal permeability.

B3galt5 is also responsible for the galactosylation of GlcNAc-based acceptors and glycosphingolipids (GSLs), which are known to be involved in the pathogenesis of insulin resistance in type 2 diabetes^39,40^. Particularly, B3galt5 catalyzes the galactosylation of glycosphingolipid globoside-4 (Gb4) to form globoside-5 (Gb5, also named SSEA3)^41,42^. Therefore, we also investigated whether B3galt5 deficiency influenced the levels of GSLs in mice. Surprisingly, lipidomics analysis targeted GSLs showed that WT and *B3galt5*^*−/−*^ mice had comparable levels of GSLs in the intestine and serum, including cerimide, glucosylceramides, lactosylceramides and Gb3 (Figure S7f-i). Flow cytometry analysis revealed that SSEA3 level in intestine showed no difference between WT and *B3galt5*^*−/−*^ mice (Figure S7j-k). These results suggested that B3galt5 may not regulate obesity by altering the levels of GSLs.

### Intestinal specific B3galt5 knockout aggravates HFD-induced obesity, insulin resistance and inflammation

Given that B3galt5 was highly expressed in colon, to further confirm the intestinal B3galt5 function influencing metabolic disorders, we generated intestinal epithelial cell-specific B3galt5 knockout mice (*B3galt5*^△IEC^) by intercrossing *B3galt5*^f/f^ mice with Villin-Cre-ERT mice (Figure S8a). The protein expression of B3galt5 was found substantially reduced in all sections of intestine in *B3galt5*^△IEC^ mice, comparing to *B3galt5*^f/f^ mice (Figure S8b).

On a 12-weeks chow diet, *B3galt5*^△IEC^ and *B3galt5*^f/f^ mice showed similar body weight, adipose tissue weight and insulin sensitivity (Figure S8c-e). After 12-weeks HFD feeding, *B3galt5*^△IEC^ mice were visibly bigger and gained more body weight than *B3galt5*^f/f^ mice (Fig. 7a, b). Consistent with *B3galt5*^*−/−*^ mice, the fat pats including eWAT, iWAT and BAT from *B3galt5*^△IEC^ mice were significantly larger and heavier than those from *B3galt5*^f/f^ mice (Fig. 7c, d; Figure S9a-b). H&E staining and adipocytes area quantity indicated that *B3galt5*^△IEC^ mice had larger adipocytes than *B3galt5*^f/f^ mice in eWAT, iWAT, BAT (Fig. 7e; Figure S9c-d). HFD-fed *B3galt5*^△IEC^ mice showed impaired glucose tolerance and insulin sensitivity (Fig. 7f, g). The deteriorated insulin resistance in *B3galt5*^△IEC^ mice was further evidenced by elevated serum levels of insulin and leptin (Fig. 7h). Besides, *B3galt5*^△IEC^ mice showed upregulated pro-inflammatory cytokines levels and enhanced macrophages infiltration in both the liver (Fig. 7i, j, Figure S9e) and adipose tissue (Fig. 7k, l, Figure S9f). Flow cytometry analysis of ATMs showed slightly increased proportion of M1 macrophages and greatly reduced percentage of M2 macrophages in HFD-fed *B3galt5*^△IEC^ mice (Figure S10a-b). As a result, the ratio of M1 to M2 macrophages was notably increased in eWAT of *B3galt5*^△IEC^ mice comparing to the *B3galt5*^f/f^ mice (Figure S10b). These results indicate that specific ablation of B3galt5 in intestine results in severe HFD-induced obesity, insulin resistance and inflammation as consistent with B3galt5 whole-body knockout.

**Fig. 7:**
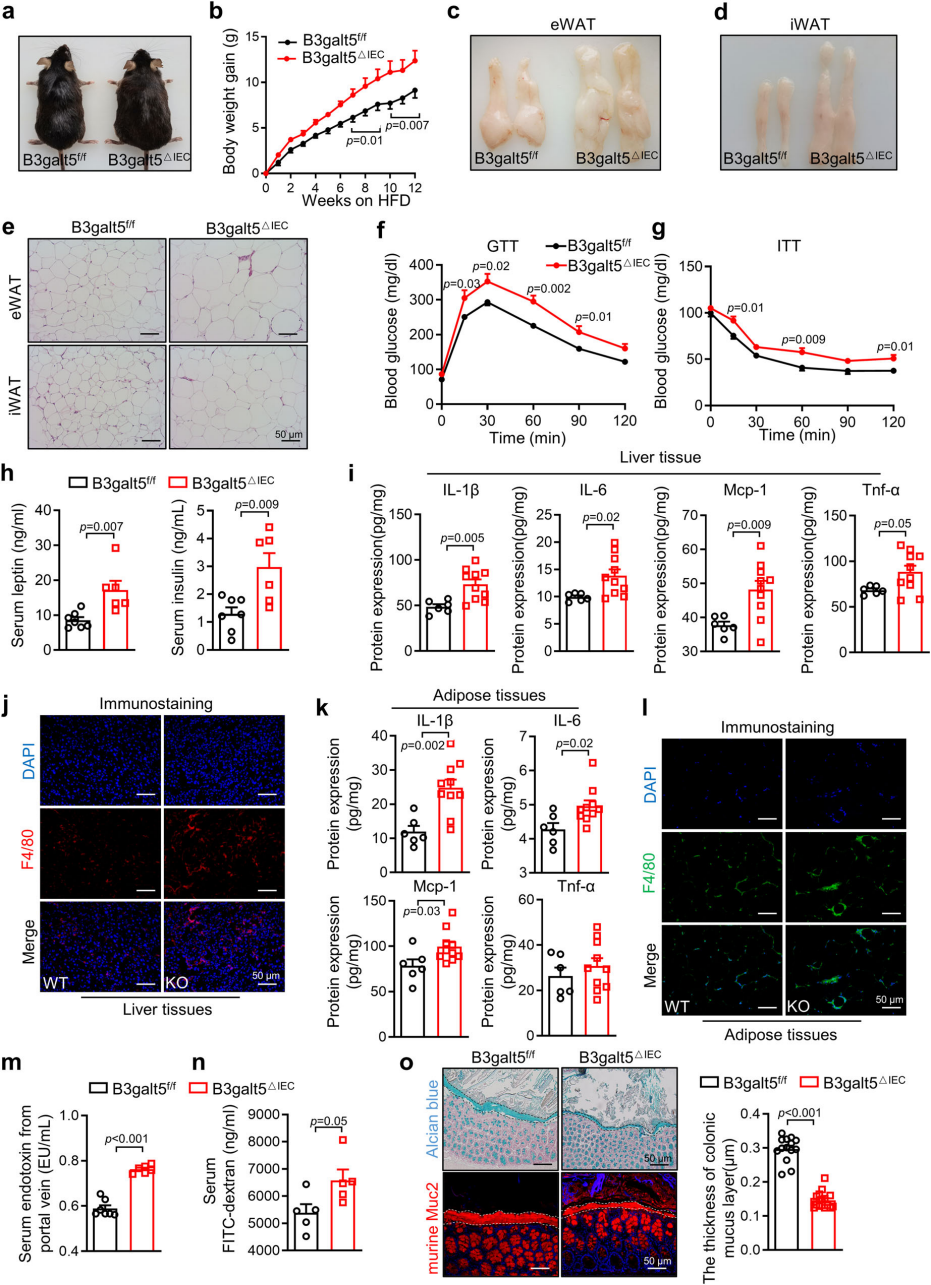
Intestinal specific B3galt5 knockout accelerates HFD-induced obesity and systemic inflammation. *B3galt5*^f/f^ and *B3galt5*^△IEC^ mice were fed with HFD for 12 weeks. **a**, **b** Appearance (**a**) and growth curve (**b**) of *B3galt5*^f/f^ and *B3galt5*^△IEC^ mice (*n* = 7 for *B3galt5*^f/f^, *n* = 6 for *B3galt5*^△IEC^). **c**, **d** Representative photographs of eWAT (**c**), iWAT (**d**). (**e**) H&E staining of eWAT and iWAT. Scale bar: 50 μm. **f**–**g** Blood glucose concentrations during GTT (1 g/kg; f) and ITT (1.5 U/kg; **g**) in *B3galt5*^f/f^ and *B3galt5*^△IEC^ mice (*n* = 7 for *B3galt5*^f/f^, *n* = 6 for *B3galt5*^△IEC^). **h** Serum insulin and leptin levels in *B3galt5*^f/f^ and *B3galt5*^△IEC^ mice (*n* = 7 for *B3galt5*^f/f^, *n* = 6 for *B3galt5*^△IEC^). **i** The protein levels of IL-1β, IL-6, Mcp-1 and Tnf-α in liver determined by Elisa (*n* = 6 for *B3galt5*^f/f^, *n* = 10 for *B3galt5*^△IEC^). **j** Immunofluorescence staining of F4/80 in liver. Scale bar: 50 μm. **k** The protein levels of IL-1β, IL-6, Mcp-1 and Tnf-α in adipose tissue determined by Elisa (*n* = 6 for *B3galt5*^f/f^, *n* = 10 for *B3galt5*^△IEC^). **l** Immunofluorescence staining of F4/80 in adipose tissue. Scale bar: 50 μm. **m** Portal vein serum endotoxin level (*n* = 7 for *B3galt5*^f/f^, *n*  = 6 for *B3galt5*^△IEC^). **n** The concentration of FITC-dextran in serum of *B3galt5*^f/f^ and *B3galt5*^△IEC^ mice fed with HFD for 12 weeks (*n* = 5 per group). **o** Aician blue staining and immunofluorescence staining of Muc2 in colon. Quantification of mucus layer thickness (right; *n* = 14 for *B3galt5*^f/f^, *n* = 16 for *B3galt5*^△IEC^). Scale bar: 50 μm. *B3galt5*^f/f^ B3galt5 floxed mice, *B3galt5*^△IEC^ intestine-specific B3galt5-deficient mice, eWAT epididymal white adipose tissue, iWAT inguinal white adipose tissue, GTT glucose tolerance test, ITT insulin tolerance test. Data are mean ± SEM. All the data were assessed form normal distribution before statistical analysis. Significance was analyzed using two-way analysis of variance (ANOVA) with Sidak’s multiple comparisons test (Fig. 7b, f and g). The remaining statistical differences were determined using unpaired two-tailed Student’s t test. Source data are provided as a Source Data file.

Moreover, HFD-fed *B3galt5*^△IEC^ mice showed elevated serum endotoxin levels from portal vein (Fig. 7m) and markedly increased serum concentration of FITC-dextran compared with *B3galt5*^f/f^ mice (Fig. 7n). Further alcian blue staining revealed that *B3galt5*^△IEC^ mice had a thinner colonic mucus layer than *B3galt5*^f/f^ mice (Fig. 7o). As expected, immunofluorescence staining also showed an impaired Muc2-stained inner mucus layer in *B3galt5*^△IEC^ mice (Fig. 7o). The liver injury and hepatic lipid accumulation were also significantly severe in *B3galt5*^△IEC^ mice (Figure S10c-d). These data suggest that the intestinal specific B3galt5 knockout results in undermined intestinal barrier, and thus may contribute to the deterioration of obesity, insulin resistance, and inflammation.

### B3galt5 mediates the beneficial effects of intestinal PXR activation on obese mice

Our results so far have supported that B3galt5 is a direct target gene of intestinal PXR and regulates the progression of obesity. To investigate whether B3galt5 is dispensable for the protective effect of intestinal PXR activation, we fed *B3galt5*^−/−^ mice with TBC supplemented in HFD for 12 weeks. As expected, the beneficial effect of TBC on obesity was abrogated in *B3galt5*^−/−^ mice. Treatment with TBC in *B3galt5*^−/−^ mice did not diminish HFD-induced body weight gain (Fig. 8a), ratio of fat pad weight to body weight, and adipocyte size (Fig. 8b-d). Little improvement of glucose tolerance and insulin sensitivity in TBC-treated *B3galt5*^−/−^ mice was observed compared to the vehicle-treated counterparts, as assessed by GTT, ITT, and serum levels of leptin and insulin (Fig. 8e-h). Taken together, these results suggest that the beneficial effects of TBC depend on B3galt5, confirming B3galt5 is the messager conducting intestinal PXR function and the PXR-B3galt5 axis is vital for intestinal barrier maintenance, thus preventing the occurrence of obesity and inflammation.

**Fig. 8:**
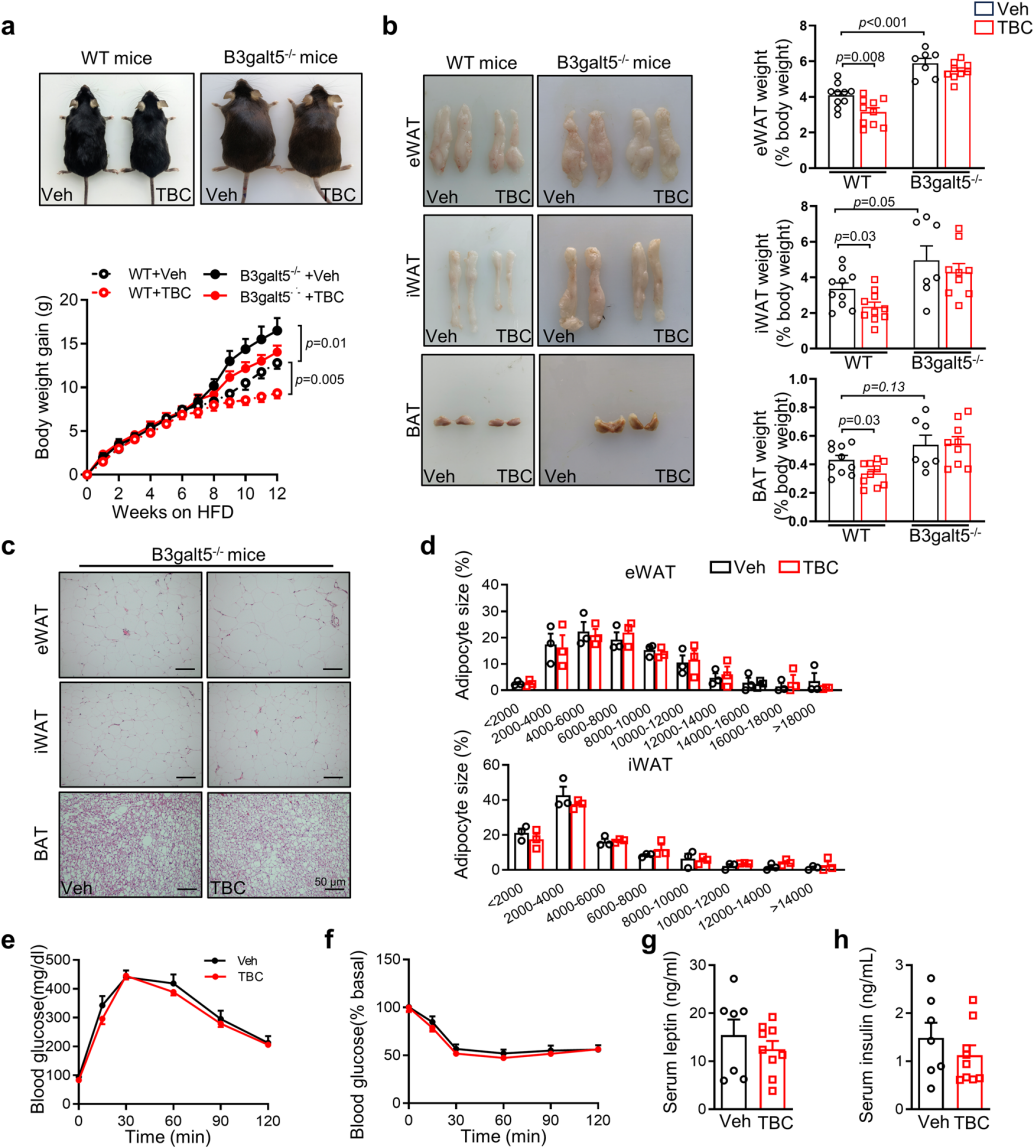
B3galt5 mediates the effects of intestinal of PXR activation on obese mice. WT and B3galt5 KO mice were fed with TBC supplemented in HFD at 0.05% (w/w) for 12 weeks. **a** Appearance (top) and growth curve (bottom) of vehicle (Veh) and TBC treated WT and B3galt5 KO mice (*n* = 10 for WT + Veh and WT + TBC, *n* = 7 for B3galt5-/- + Veh, *n* = 9 for B3galt5-/- + TBC). **b** Representative photographs of eWAT, iWAT and BAT (left) and the ratio of fat depots to body weight (right; *n* = 7–10 as (**a**)). **c, d** H&E staining of adipose tissues (**c**) and distribution of adipocyte size of eWAT and iWAT (**d**; *n* = 3 per group). Scale bar: 50 μm. **e, f** Blood glucose concentrations during GTT (2 g/kg; **e**) and ITT (1 U/kg; **f**) in Veh and TBC-treated B3galt5 KO mice (*n* = 7 for B3galt5-/- + Veh, *n* = 9 for B3galt5-/- + TBC). **g** Serum leptin levels in Veh and TBC treated B3galt5 KO mice (*n* = 7–9 as **(e-f)**). **h** Serum insulin levels in Veh and TBC treated B3galt5 KO mice (*n* = 7–9 as (**e–f**)). WT wild type; B3galt5-/-: B3galt5 whole-body knockout, TBC tributyl citrate, eWAT epididymal white adipose tissue, iWAT inguinal white adipose tissue, BAT brown adipose tissue. Data are mean ± SEM. All the data were assessed form normal distribution before statistical analysis. Significance was analyzed using two-way analysis of variance (ANOVA) with Sidak’s multiple comparisons test (Fig. 8a). The remaining statistical differences were determined using unpaired two-tailed Student’s t test. Source data are provided as a Source Data file.

## Discussion

In this study, we provide the first evidence that selective activation of intestinal PXR can alleviate diet-induced obesity and insulin resistance by upregulating intestinal B3galt5 expression. We identified B3galt5 is a direct transcriptional target of PXR. In whole-body B3galt5 knockout mice, we found aggravated obesity, insulin resistance and tissue inflammation upon HFD challenge. In addition, B3galt5 is highly expressed in colon, and intestinal-specific B3galt5 ablation mice also displayed worse metabolic disorders as well as intestinal barrier integrity with an HFD. Furthermore, we showed that B3galt5 is required for the beneficial effects of intestinal PXR activation on HFD-induced metabolic disorders. Based on these observations, we conclude that intestinal PXR may serve as an important role in metabolic diseases through providing a functional intestinal barrier and B3galt5 is the key executor.

The roles of PXR in glucose and lipid metabolism have been explored in the past two decades. However, the studies of PXR in metabolic disorders exhibited controversial results^43–46^. Treating mice with PCN (50 mg/kg, daily) for 4 days aggravated HFD-induced hepatic steatosis but improved glucose tolerance^47^. In contrast, Ma et al. found that 7 weeks treatment of PCN (50 mg/kg, twice weekly) improved HFD-induced obesity and fatty liver^24^. These conflicting results may be due to the different periods of treating time course. In genetic mouse models, whole-body PXR knockout ameliorated diet and genetic induced obesity and insulin resistance^22^. More importantly, hepatic activation of PXR resulted in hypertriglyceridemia, fatty liver and glucose tolerance in *ob/ob* mice^48^. Since PXR is mainly expressed in liver and intestine, these results suggest that PXR may function differently in these tissues. Yet, no study has been conducted to investigate the role of intestinal PXR in metabolic diseases. By using TBC, an intestinal-selective PXR activator, we first provide evidence that selective activation of PXR in the intestine ameliorated HFD-induced obesity and insulin resistance, suggesting a protective role of intestinal PXR in metabolic disorders, which is depart from the deleterious effect of hepatic PXR. The contrary effect of intestinal and liver PXR in obesity might explain the inconsistent results conducted in a whole-body fashion. Selective activation of PXR and its downstream target in the intestine to improve obesity and related metabolic disorders may have more clinical significance with minimal side effects.

Despite accumulating evidence has reported that PXR activation modulates inflammation in intestinal mucosa barrier^49^ or is able to ameliorate dextran sulfate sodium-induced inflammatory disease^50^, the targeted genes to execute the beneficial effect of PXR in intestine have not been fully identified. 

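By fold change, B3galt5 ranked the third of the 5 genes that rose by edgeR in the colon after PCN, behind Akr1b7 and 4931406C07Rik. By p it was the second of these 5, and by the gain in CPM the first. Among the 171 genes that rose by DESeq2 it ranked 19 by log2 fold change, 2 by p and 3 by gain in CPM. Most genes with larger fold changes were less abundant. Of the 49 that averaged at least 100 CPM, B3galt5 ranked 5 by log2 fold change. Cyp3a44, with the largest fold change of these 171 genes, averaged 5.05 CPM over the 6 libraries, against 913 CPM for B3galt5. The rank by fold change depends on which genes pass the test: it was 10 of 25 with edgeR and no filter on low counts, 11 of 22 without vehicle replicate 3 and 1 of 2 without vehicle replicate 5.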

Using RNA-seq data from the intestine of mice treated with PCN, we found B3galt5 was one of the leading candidates for further evaluation. We found that PXR knockout failed to elevate B3galt5 expression under TBC stimulation, and mutation of B3galt5 promoter disrupted the interaction with PXR. This confirms that B3galt5 is the direct and specific transcriptional target of intestinal PXR.

B3galt5 has been associated with cancer-related proteins’ glycosylation due to its ability to catalyzes the galactosylation of glycosphingolipid globoside-4 (Gb4) to form globoside-5 (Gb5), which also known as SSEA3, a common cancer-specific marker highly expressed in breast cancer stem cells^51^. B3galt5 can also catalyze the synthesis of tumor markers CA19-9, which plays an important role in the development of pancreatitis and pancreatic cancer in mice^52^. In our study, we found B3galt5 appeared to be downregulated in the metabolic disorder progression. And the down-regulation of B3galt5 could be a result of decreased expression of PXR. Previous study has showed HFD could impact the expression of PXR and its downstream target gene Cyp3all^53^. High fat diet feeding could significantly decrease the PXR expression in liver. We also found that HFD could also significantly decrease PXR level in colon (not show in this study). In this study, we have confirmed B3galt5 was a target gene of PXR and can be induced by PXR activation. During HFD, the downregulated PXR might decrease B3galt5 expression, which might be assumed in humans. To further test the role of B3galt5 in metabolic diseases, we generated whole-body B3galt5 knockout mice and found exacerbated obesity, insulin resistance, and inflammation when challenged with high-fat diet. Such phenotypes were also observed in the intestine-specific B3galt5 knockout (*B3galt5*^△IEC^) mice, in accordance with the highly B3galt5 expression in the colon.

In intestine, the mucin is the major structural and functional components in mucus^54^ and is often decorated by *O*-glycosylation as well as other complex modifications. Disruption of *O*-glycosylation may destabilize the mucus layer^8^, alter the interactions between glycans and lectins^55^, the host and intestinal flora^56^, and interrupt lymphocyte homing and inflammation^57^. Recent studies have reported that dysfunctional mucus leads to impaired intestinal barrier integrity, which contributes to obesity and other metabolic disorders^58^. To demonstrate why B3galt5 deficiency aggravates obesity and other metabolic disorders, we tested the integrity of the intestinal barrier in B3galt5 knockout mice. In our study, the intestinal permeability was compromised due to the thinner mucus layer shift in *B3galt5*^−/−^ mice, which was confirmed by a previous study showing the decreased mucus layer^59^. We also found B3galt5 deficiency was likely involved in the disruption of *O*-glycosylation from lack of core 3 and core 4 O-glycans. However, we have only focused on *O*-glycosylation, and future studies should explore whether other types of glycosylation are involved in obesity and metabolic disorders.

To test the hypothesis that enhanced activation of intestinal PXR playing a protective role in metabolic disorders is B3galt5-dependent, we administrated B3galt5 knockout mice with TBC. TBC treatment failed to alleviate body weight gain, insulin resistance, and inflammation in *B3galt5*^−/−^ mice, along with the unrecovered mucin layer. Here, we provide intestinal PXR and B3galt5 as promising therapeutic targets for clinical practice. Rifaximin is a human intestinal-selective PXR agonist with broad-spectrum antibacterial activity. Because rifaximin is not easily absorbed into systemic circulation, oral rifaximin can only reach a high drug concentration in the intestinal tract, and therefore possess a high safety with minimal systemic side effects. In clinic, rifaximin is mainly used for the treatment of bacterial intestinal infections, hepatic encephalopathy and inflammatory bowel disease^60^. Recently, rifaximin-α was found to alleviate liver cirrhosis and encephalopathy by reducing gut-derived inflammation and mucin degradation^61^. In our present study, we have confirmed PXR-B3galt5 axis as a therapeutic target in obesity and related metabolic disorders via regulating *O*-glycosylation of mucins. As a clinical medication, whether rifaximin can alleviate obesity and the underlying mechanism needs further investigation.

In summary, our data demonstrated that selectively activation of intestinal PXR alleviated diet induced obesity and insulin resistance by upregulating intestinal B3galt5. We also uncovered a role for B3galt5 as a downstream target gene of PXR in regulating obesity, insulin resistance and systemic inflammation by influencing *O*-glycosylation of colonic mucus. Thus, we have provided proof-of-concept evidence that modulation of intestinal mucus barrier by targeting intestinal PXR or B3galt5 is an attractive strategy for the prevention and therapy of obesity and related metabolic disorders.

## Methods

### Human samples

All patients were recruited from First Affiliated Hospital of Kunming Medical University (Kunming, China). Biopsy samples were harvested from the proximal colon of healthy individuals (18.5 kg/m^2^ ≤ BMI ≤ 24.9 kg/m^2^, *n* = 21) or obese patients (BMI ≥ 28 kg/m^2^, *n* = 28), as describe previously^62^. The baseline characteristics of all subjects are described in Table S2. This study was approved by The Clinical Research Ethics Committee of Kunming Medical University (No:2017L27). Ethical approval and written informed consent were also obtained from all subjects.

### Animals

All animal protocols were approved by Sichuan University Animal Care and Use Committee (No: 20210222030). Mice were housed at 25 °C in a 12-h light-dark cycle in the animal facility at West China Hospital, Sichuan University. Food and water were available ad libitum. *Ob/ob* mice and C57BL/6 J mice were provided by Beijing HFK Bioscience (Beijing, China). PXR knockout (PXR^−/−^) mice were obtained as a gift from Capital Medical University (Beijing, China). B3galt5 knockout mice (*B3galt5*^−/−^), B3galt5-floxed (*B3galt5*^f/f^) mice and VillinCre-ERT mice were purchased from Beijing Biocytogen Pharmaceuticals Co., Ltd (Beijing, China). The guide RNA sequence (5’-3’) of *B3galt5*^−/−^ mice were CCACTCGTTATATATGTGTTTGG, CCAAACACATATATAACGAGTGG, TTTGAACGAGTAAGTGACCCTGG, and TGCTGGCTCTTAACCTACCC AGG. *B3galt5*^f/f^ mice were interbred with VillinCre-ERT mice to generate intestine-specific B3galt5-deficient mice (*B3galt5*^△IEC^).

### Luciferase assay

HEK293 cells were seeded in 48-well plates and co-transfected with mouse B3galt5 luciferase reporter or B3galt5 mutant luciferase reporter and mouse PXR plasmid. After 24 hours of transfection, HEK293 cells were treated with mouse PXR selective agonist PCN (10 μM) for another 24 h, and cells were harvested to detect luciferase. β-galactosidase activity was used to normalize transfection efficiency.

### Chromatin immunoprecipitation (ChIP)

8-week-old C57BL6/J mice were administrated of a single dose of 200 mg/kg PCN or vehicle (DMAO/corn oil; v/v; 1/3) intraperitoneally. After 10 h treatment, the colon was harvested for ChIP according to the commercial manufacture’s guide (Millipore, Billerica, MA). Chromatin samples were incubated with PXR antibody (sc-48240, Santa, USA) at 4°C overnight. Purified DNA was subjected to RT-PCR. Primer sequences are listed in Table S2.

### Biochemical analysis

Serum triglyceride, glucose and cholesterol concentration were measured using commercial kits (Biosino, Beijing, China). Serum insulin or leptin concentrations were determined using a Rat/Mouse Insulin ELISA Kit (EZRMI-13K, Merck Millipore, Darmstadt, Germany), Mouse Leptin ELISA Kit (EZML-82K, Merck Millipore, Darmstadt, Germany), respectively.

### Glucose and insulin tolerance tests

For glucose tolerance test (GTT), mice were fasted for 16 h and intraperitoneally injected with an indicated dosage of glucose. For insulin tolerance test (ITT), the mice were fasted for 4 h and intraperitoneally injected with insulin at indicated dosage. The blood was collected from the tip of the tail vein at predetermined time points and detected by a glucose meter (Roche, Basel, Switzerland).

### Electrophoretic mobility shift assay (EMSA)

EMSA was performed using ^32^P-labeled oligonucleotides and receptor proteins prepared by the TNT method^63^. Briefly, ^32^P-labeled probes were mixed with the fusion proteins in a binding buffer for 30 min at 25°C. The Cyp3a23 ^32^P-labeled probes was used as a positive control.

### Intestinal permeability

FITC-labelled dextran was used to evaluate the in vivo permeability of intestinal barrier^64^. Mice were fasted for 4 h and then given with FITC-labelled dextran (FD4; Sigma-Aldrich) by gavage at a dose of 400 mg per 1 kg body weight. Serum was collected 4 h after administration, and detected for fluorescence intensity (excitation: 492 nm; emission: 525 nm).

### Mucin extraction and PAS analysis

The colonic mucus layer of mice was scraped and homogenized in extraction buffer (6 M GuCl; 5 mM EDTA.2Na; 10 mM NaH2PO4) and then rotated overnight at 4°C. The precipitate was collected by centrifugation at 14000 g for 30 min. Reduction buffer (6 M GuCl; 5 mM EDTA.2Na; 0.1 M Tris-HCl) containing 100 mM DTT was added to the precipitate and incubated for 5 h at 37°C. 250 mM IAA was then added and incubated overnight in the dark. The liquid obtained from the previous steps was dialyzed and lyophilized to obtain purified mucin. For mucin degradation, the purified mucin was dissolved in 50 mM ammonium bicarbonate and incubated with pronase (Millipore, 53702), StcE (Sigma, SAE0202), or OgpA (O-glycoprotease, New England Biolabs, P0761S) for 3 h at 37°C.

Mucin protein was loaded and separated by 0.8% TAE-SDS agarose, then transferred to nitrocellulose membranes. After 1 h of blocking with 0.5% casein, the membranes were incubated with Muc2 antibody. For PAS staining, mucin protein transferred to nitrocellulose membranes was stained with Periodic Acid-Schiff (PAS) according to the directions of PAS kit (Solarbo, G1281).

### Glycan analysis by LC-MS

The mucin glycan analysis by LC-MS was performed as previously described^65^. Mucin O-glycans were released by reductive β-elimination in 100 μL NaOH (50 mM) with 1 M NaBH_4_ and then neutralized by adding 10 μL 2 M acetic acid until the bubbling stopped. Samples were dried in vacuo and dissolved in ultrapure H_2_O and loaded onto the cartridges (Supelco; Bellefonte, PA, USA), followed by ultrapure H_2_O. Reduced O-glycans were eluted, dried in vacuo and lyophilized. Samples were dissolved in 30 μL ultrapure H_2_O prior to analysis.

HPLC was performed on an Agilent 1290 Infinity system. LC-MS was conducted in negative ion mode on an Agilent 6530 QToF-MS with an Agilent Jet Stream electrospray ionization source. LC-MS data acquisition and analysis were performed using MassHunter Workstation software (Agilent Technologies): Data Acquisition Workstation (v B.06.01, SP1) and Qualitative Analysis (v B.07.00, SP2).

### Quantitative real-time PCR

Total RNA extracted from tissues or cells and reverse-transcribed into complementary DNA (cDNA) using a PrimeScript^TM^ RT reagent kit (Takara, Kusatsu, Japan). The mRNA was quantified by CFX96 Real-time RT-PCR System with SYBR Green (Bio-Rad, CA, USA). The primer sequences were listed in Table S3. Relative mRNA levels were normalized to that of 18 s by comparison with the control groups using CFX Manager^TM^ software (Bio-Rad, CA, USA).

### Western blot analysis

The total proteins were extracted by loading buffer, applied to SDS-PAGE gels and probed with antibodies. The signal was detected by a LI-COR System (Lincoln, NE) and semi-quantified using Image J software (version 1.8.0, https://imagej.nih.gov/ij/) normalized by β-Tubulin bands. Antibodies were listed in table S4. The uncropped blots were provided in the Source Data file.

### Statistics

All results were presented as means ± SEM of at least three independent experiments. Statistical analysis was performed using GraphPad Prism version 8. All the data were assessed form normal distribution before statistical analysis. Significance was analyzed using two-way analysis of variance (ANOVA) with Sidak’s multiple comparisons test (Figs. 1e, k, l, 4a, f, 7b, f, g, 8a and SFig. 4c). In these cases, differences were considered significant at ^*#*^*P* < 0.05, ^*##*^*P* < 0.01. The *n* ≤ 3 data sets were analyzed using non-parametric approaches. The remaining statistical differences between groups were determined using unpaired two-tailed Student’s t test or one-way ANOVA with post-hoc Tukey test. Spearman’s correlation was used to cross correlate BMI and gene expression data using GraphPad Prism version 8. *P < 0.05 and **P < 0.01. *P* < 0.05 were considered statistically significant. At least three independent experiments were repeated with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq datasets generated in this study have been deposited in GEO database under accession code GSE266942 and GSE270696. The remaining data generated in this study are available in the main text or the supplementary materials. Source data are provided with this paper.

# Supplementary material for: B3galt5 functions as a PXR target gene and regulates obesity and insulin resistance by maintaining intestinal integrity
**Source:** Nat Commun. 2024 Jul 14;15:5919. doi: 10.1038/s41467-024-50198-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

B3galt5 functions as a PXR target gene and regulates obesity and insulin resistance by maintaining intestinal integrity

Jinhang Zhang^{1†}, Ya Huang^{1,2†}, Hong Li¹, Pengfei Xu³, Qinhui Liu¹, Yang Sun⁴, Zijing Zhang¹, Tong Wu¹, Qin Tang¹, Qingyi Jia¹, Yan Xia¹, Ying Xu¹, Xiandan Jing¹, Jiahui Li¹, Li Mo⁵, Wen Xie³, Aijuan Qu⁶, Jinhan He^{1*}, and Yanping Li^{1*}

†, These authors contributed equally to this paper.

¹ Department of Pharmacy, Institute of Metabolic Diseases and Pharmacotherapy, National Clinical Research Center for Geriatrics, West China Hospital, Sichuan University, Chengdu, Sichuan Province, China. ² Department of Pharmacy, GuiQian International General Hospital, Guiyang, China. ³ Center for Pharmacogenetics and Department of Pharmaceutical Sciences, University of Pittsburgh, Pittsburgh, Pennsylvania, USA. ⁴ Department of Gastroenterology, The First Affiliated Hospital of Kunming Medical University, Yunnan Institute of Digestive Disease, Kunming, Yunnan Province, China. ⁵ Center of Gerontology and Geriatrics, West China Hospital of Sichuan University, Chengdu, China. ⁶ Department of Physiology and Pathophysiology, School of Basic Medical Sciences, Capital Medical University, Beijing, P.R. China.

Jinhan He, Department of Pharmacy, Institute of Metabolic Diseases and Pharmacotherapy, West China Hospital, Sichuan University, Chengdu, Sichuan Province, China. , Email: ; or Yanping Li, Department of Pharmacy, Institute of Metabolic Diseases and Pharmacotherapy, West China Hospital, Sichuan University, Chengdu, Sichuan Province, China. , Email: .

Supplementary figures

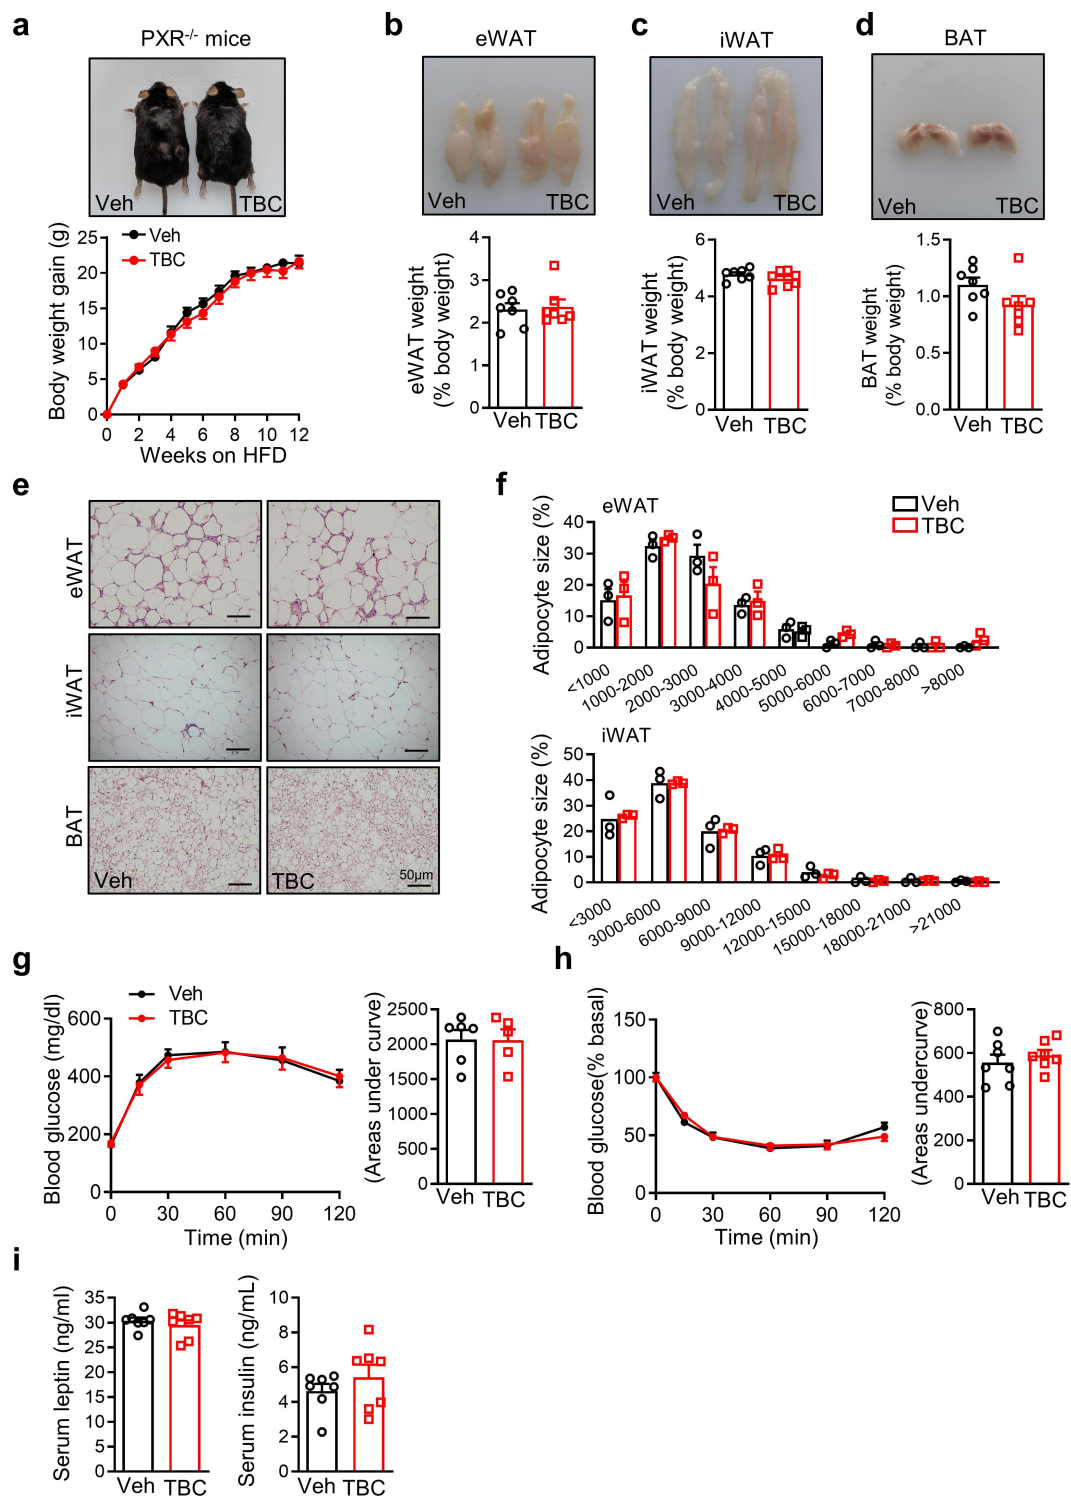

Figure S1. TBC is a PXR intestinal specific agonist. PXR KO mice were fed with TBC supplemented in HFD at 0.05% (w/w) for 12 weeks. (a) Appearance (top) and growth curve (bottom) of vehicle and TBC treated PXR KO mice ($n = 7$ per group). (b-d) Representative photographs and the ratio of fat depots to body weight of eWAT

(b), iWAT (c) and BAT (d) ($n = 7$ per group). (e-f) H&E staining of adipose tissues (e) and distribution of adipocyte size of eWAT and iWAT (f; $n = 3$ per group). Scale bar: 50 μm . (g-h) Blood glucose concentrations during GTT (1 g/kg; g; $n = 6$ for PXR^{-/-} + Veh, $n = 5$ for PXR^{-/-} + TBC) and ITT (1.5 U/kg; h; $n = 7$ per group) in vehicle and TBC-treated PXR KO mice. (i) Serum leptin and insulin levels in vehicle and TBC treated PXR KO mice ($n = 7$ per group). PXR^{-/-}: PXR whole-body knockout mice; eWAT: epididymal white adipose tissue; iWAT: inguinal white adipose tissue; BAT: brown adipose tissue. Data are mean $\pm$ SEM. At least three independent experiments were repeated with similar results. Source data are provided as a Source Data file.

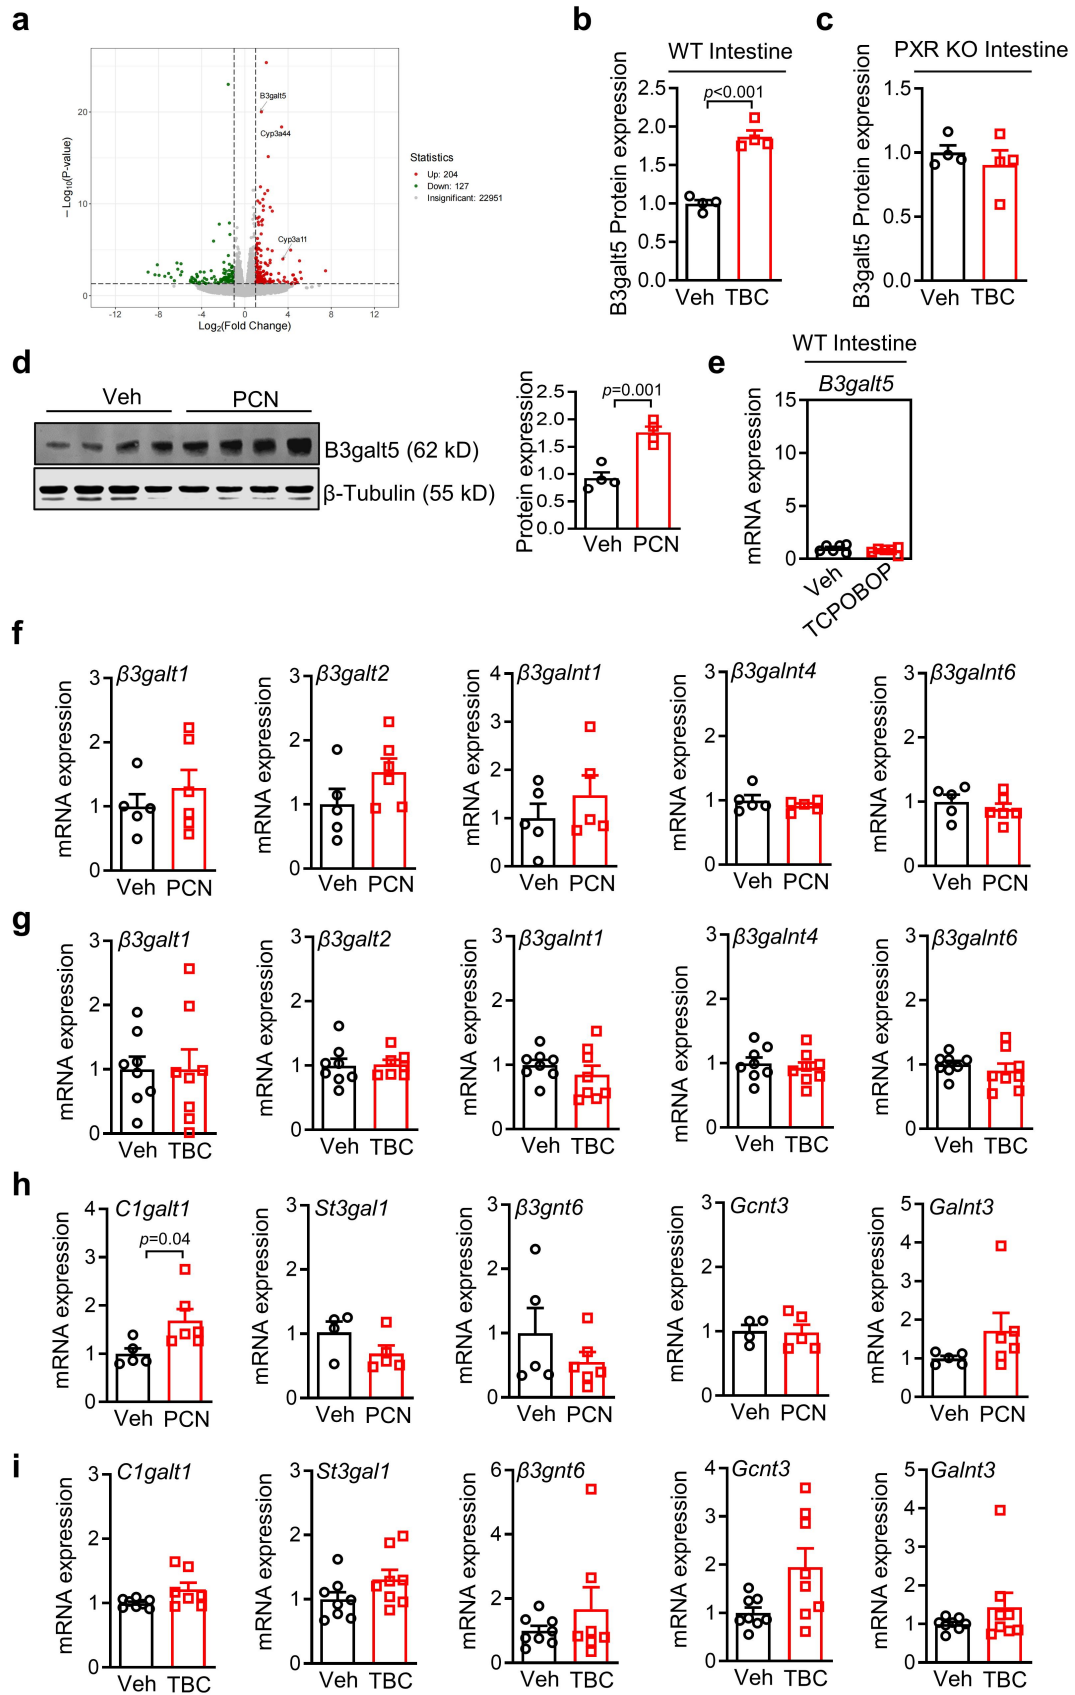

Figure S2. Activation of PXR does not influence other β 3galt families and *O*-

glycosyltransferase genes. (a) The volcano plot genes changed in the colon of 8-week-old mice treated with vehicle (Veh) and PCN. 

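Several genes of drug metabolism that PXR is known to control rose with PCN in the colon by DESeq2. Cyp3a44 rose from 0.873 ± 0.504 to 9.24 ± 2.35 CPM (SD, n = 3 per group), by DESeq2 (adjusted p = 2.02e-14). By edgeR its log2 fold change was 3.41 (standard error 0.41, adjusted p = 0.0627). Cyp2c55, a known PXR target of the intestine, rose from 1513 ± 712 to 4447 ± 723 CPM (SD, n = 3 per group) by DESeq2 (log2 fold change 1.54, adjusted p = 6.79e-06). EdgeR gave 1.56 (standard error 0.30, adjusted p = 0.188). Cyp3a11, the classical PXR target of mouse liver, had only 6, 2 and 0 counts in vehicle replicates 3, 5 and 6 and 14, 38 and 44 in PCN replicates 4, 5 and 6. Its log2 fold change was 3.49 (standard error 0.85, adjusted p = 0.295 from edgeR), and DESeq2 gave it no adjusted p. Genes of the Cyp3a cluster are alike in sequence and may share reads. Of 9 Cyp2b, Cyp2c and Cyp3a genes tested, none passed edgeR over all genes (4 higher and 1 lower at an unadjusted p under 0.05). Of the same genes, 4 rose and 1 fell when adjusted over the list alone, and DESeq2 called 3 higher and 1 lower. The gene that fell, Cyp3a13, had a log2 fold change of -0.87 (adjusted p = 3.04e-04 from DESeq2), and Cyp3a25 rose by 2.34 (adjusted p = 6.61e-07 from DESeq2). The list as a whole was higher than other genes, with a median of 0.40 (camera, adjusted p = 2.04e-05, and adjusted p = 0.478 with an estimated correlation). Of 46 conjugation and reduction enzymes, 1 rose by edgeR (Akr1b7), 9 rose when adjusted over the list alone and 7 rose by DESeq2, and none fell in these tests (2 lower at an unadjusted p under 0.05 from edgeR). DESeq2 gave log2 fold changes of 1.45 for Alas1, the first enzyme of heme synthesis (adjusted p = 3.44e-09), 1.72 for the glutathione transferase gene Gstm3 (adjusted p = 3.90e-07) and 1.71 for the carboxylesterase gene Ces2a (adjusted p = 7.77e-07). This list had a median log2 fold change of 0.16 (camera, adjusted p = 5.60e-07, and adjusted p = 0.484 with an estimated correlation). Of 19 xenobiotic and bile acid transporters, none passed edgeR (3 higher and 2 lower at an unadjusted p under 0.05). Of all 19, 2 rose and 2 fell when adjusted over the list alone, and DESeq2 called 1 higher and 2 lower. Their direction did not pass (limma's camera, adjusted p = 0.734). Abcb1a, which encodes the drug efflux pump P-glycoprotein, rose by 1.17 (adjusted p = 2.34e-06 from DESeq2). Slc51a, a subunit of the basolateral bile acid exporter, fell by 1.43 (adjusted p = 1.04e-05 from DESeq2), and Nr1i2, the gene of PXR itself, had a log2 fold change of -0.20 (adjusted p = 0.593 from edgeR). The source data of Fig. 2a matched no pair of these libraries, with at most 6 of 124 values within 5%. Of the 34 genes of Fig. 2a, chosen by the study as raised by PCN, 31 were tested, 13 had a positive and 18 a negative log2 fold change. Of these, 1 rose by edgeR, 6 rose when adjusted over the list alone and 4 rose by DESeq2. Their median was -0.02 and their mean 0.24, and the test called them higher, against the sign of the median (camera, adjusted p = 0.0458, and adjusted p = 0.520 with an estimated correlation). The median was -0.048 without vehicle replicate 6 and -0.038, -0.0088 and -0.053 without PCN replicates 4, 5 and 6. That call ended with DESeq2 (adjusted p = 0.0503), with limma at both pseudocounts (adjusted p = 0.747 and 0.666) and without vehicle replicate 6, PCN replicate 4 or PCN replicate 5 (adjusted p = 0.111, 0.0657 and 0.0662). With 1 library left out, the median of the Cyp genes was 0.61, 0.61 and 0.70 without PCN replicates 4, 5 and 6, and that of the conjugation and reduction enzymes was 0.27 without vehicle replicate 3 and 0.068 without vehicle replicate 5. Vehicle replicate 5 had the lowest centered median of the 6 libraries in both lists (-0.66 and -0.25). EdgeR called Cyp2c55 higher without vehicle replicate 3 (log2 fold change 2.01, adjusted p = 0.0103), and over the settings tried its adjusted p lay between 3.99e-06 and 0.467. Cyp3a11 lay between 0.29, on the log2(FPKM + 1) scale, and 5.26 over the settings tried.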

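Mcm3 and Mcm2, subunits of the helicase that opens DNA for replication, rose by DESeq2 in the colon after PCN, from 13.6 ± 1.35 to 31.3 ± 4.95 CPM and from 18.4 ± 1.52 to 33.5 ± 0.312 CPM (SD, n = 3 per group). Their log2 fold changes were 1.19 (adjusted p = 4.03e-08) and 0.84 (adjusted p = 2.84e-07), and edgeR gave both an adjusted p of 0.0693. Mcm6 and Mcm5, of the same helicase, rose by 0.91 and 0.97 on the log2 scale by DESeq2 (adjusted p = 9.91e-05 and 0.00580). Of 35 stem and proliferating cell genes, 34 had a positive log2 fold change. None passed edgeR over all genes (13 higher and 0 lower at an unadjusted p under 0.05), 9 rose when adjusted over the list alone and 6 rose by DESeq2. The list's median was 0.48 (camera, adjusted p = 3.94e-14, and adjusted p = 0.520 with an estimated correlation). Goblet cell and mucus genes had a median log2 fold change of 0.30, with 24 of 29 positive (camera, adjusted p = 3.59e-05, and adjusted p = 0.521 with an estimated correlation). None of them passed edgeR, over all genes or when adjusted over the list alone (8 higher and 1 lower at an unadjusted p under 0.05). By DESeq2, 2 rose: Muc2, the gel-forming mucin of the colon (0.49, adjusted p = 0.0305), and Agr2, a disulfide isomerase needed to make it (0.72, adjusted p = 0.0306). Of 18 galactosyltransferase genes other than B3galt5, none passed edgeR, over all genes or adjusted over the list alone, nor DESeq2 over all genes (1 higher and 1 lower at an unadjusted p under 0.05 from edgeR), and their median was 0.06 (camera, adjusted p = 0.533). Of 43 other enzymes of mucin O-glycosylation, none passed edgeR over all genes (14 higher and 0 lower at an unadjusted p under 0.05) and 1 rose when adjusted over the list alone and by DESeq2: Galnt3, which starts O-glycan chains (0.47, adjusted p = 0.00727 from DESeq2). The median of that list was 0.15 (camera, adjusted p = 9.77e-04, and adjusted p = 0.478 with an estimated correlation). Small intestine genes had a median of -0.64, with 13 of 16 negative (camera, adjusted p = 3.69e-07, and adjusted p = 0.478 with an estimated correlation). The list's centered medians were 0.63, -0.26 and 0.41 in vehicle replicates 3, 5 and 6 and -0.26, -0.33 and -0.25 in PCN replicates 4, 5 and 6, so that vehicle replicate 5 lay within the PCN range. Of these, 1 fell by edgeR (Enpep), and 2 fell when adjusted over the list alone and by DESeq2 (Enpep and Apoa1, an apolipoprotein of lipid absorption, -2.90, adjusted p = 9.51e-04 from DESeq2). Of 36 fatty acid synthesis and uptake genes, Elovl6 alone passed over all genes, with edgeR and with DESeq2, and alone passed edgeR adjusted over the list alone. The list's direction did not pass (limma's camera, adjusted p = 0.0550). Surface colonocyte genes (30 tested, median 0.02, adjusted p = 0.598) and tight junction genes (27 tested, median -0.03, adjusted p = 0.604) had no direction that passed limma's camera. No gene of either list passed edgeR, over all genes or adjusted over the list alone (2 and 1 higher, 3 and 2 lower at an unadjusted p under 0.05). DESeq2 called only Lypd8, which encodes a protein that keeps flagellated bacteria from the colonic surface (-0.68, adjusted p = 0.0161). Adjusted over the list alone, DESeq2 called 7 higher and 1 lower among goblet cell and mucus genes, 5 higher and 0 lower among the other enzymes of mucin O-glycosylation, 1 higher and 0 lower among galactosyltransferases and 0 higher and 5 lower among small intestine genes. It called 5 higher and 1 lower among fatty acid synthesis and uptake genes, 0 higher and 3 lower among surface colonocyte genes, 1 higher and 0 lower among tight junction genes and 10 higher and 0 lower among stem and proliferating cell genes. With 1 library left out, the median of the stem and proliferating cell genes was 0.77 without PCN replicate 5 and 0.30 without PCN replicate 6, and that of the goblet cell and mucus genes 0.49 without vehicle replicate 3 and 0.18 without PCN replicate 4. It was 0.27 for the other enzymes of mucin O-glycosylation without PCN replicate 6 and -0.37 for the small intestine genes without vehicle replicate 3. The centered medians of vehicle and PCN libraries overlapped for the stem and proliferating cell genes and the goblet cell and mucus genes, and did not for the other enzymes of mucin O-glycosylation.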

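The matrix genes Col6a2, Fn1, Col6a3 and Col3a1 rose by DESeq2, by 0.63, 0.73, 1.02 and 0.81 on the log2 scale (adjusted p = 0.00167, 0.00205, 0.0138 and 0.0376). Of 22 fibroblast and matrix genes, 20 had a positive log2 fold change. None passed edgeR over all genes (9 higher and 0 lower at an unadjusted p under 0.05) and 8 rose when adjusted over the list alone and 4 by DESeq2 (camera, adjusted p = 4.64e-10, and adjusted p = 0.484 with an estimated correlation). All 41 interferon response genes tested had a negative log2 fold change, with a median of -0.85 (camera, adjusted p = 2.24e-17, and adjusted p = 0.520 with an estimated correlation). None of them passed edgeR, over all genes or adjusted over the list alone (0 higher and 20 lower at an unadjusted p under 0.05). DESeq2 called 14 lower when adjusted over the list alone and 1 over all genes: Xaf1, an interferon-induced gene linked to cell death (-1.53, adjusted p = 0.0104). The list's median, centered on the mean of the 6 libraries, was 1.30, 0.31 and -0.47 in vehicle replicates 3, 5 and 6 and -0.31, -0.80 and -0.04 in PCN replicates 4, 5 and 6. Vehicle replicate 6 thus lay within the PCN range. Without vehicle replicate 3 the median log2 fold change of the list was -0.31. All 23 smooth muscle genes, 18 B and plasma cell genes and 17 T and NK cell genes tested had positive log2 fold changes, as did 23 of 24 macrophage and neutrophil genes. Their medians were 0.57, 1.08, 0.56 and 0.44 (camera, adjusted p = 5.19e-06, 2.04e-05, 0.00128 and 4.91e-04, and adjusted p = 0.521 for each of them with an estimated correlation). The call of the smooth muscle genes held with each library left out, with a median of 0.26 without PCN replicate 4, but PCN replicate 6 had the lowest centered median of the 6 libraries (0.16, -0.50 and -0.37 in vehicle replicates 3, 5 and 6 and 0.89, 0.43 and -0.57 in PCN replicates 4, 5 and 6). The centered medians of the groups overlapped in the other 3 lists as well. That of the B and plasma cell genes ended without PCN replicate 5 (median 0.10, adjusted p = 0.290), that of the T and NK cell genes without vehicle replicate 5 or PCN replicate 5 (medians 0.17 and 0.25, adjusted p = 0.186 and 0.0662), and that of the macrophage and neutrophil genes without vehicle replicate 5 or PCN replicate 6 (medians 0.25 and 0.12, adjusted p = 0.0715 and 0.257). Without vehicle replicate 3 the median of the last list was 0.74. None of the genes in these 4 lists passed edgeR, over all genes or adjusted over the list alone (2, 4, 2 and 2 higher and 0 lower in each at an unadjusted p under 0.05). Over all genes DESeq2 called 1 of them, Jchain, which encodes the chain that joins secreted antibodies (1.28, adjusted p = 0.00237), and adjusted over the list alone it called 3 higher and 0 lower among B and plasma cell genes and none in the other 3 lists. Vehicle replicate 5 had the lowest centered median of the 6 libraries in the fibroblast and matrix list (-0.50, against -0.06 and -0.08 in vehicle replicates 3 and 6), whose median log2 fold change was 0.47 and, without that library, 0.39. It was lowest as well in the B and plasma cell (-1.24), T and NK cell (-0.87) and macrophage and neutrophil lists (-0.75). It also stood apart on the first principal component of all genes, which held 34.7% of the variance. Inflammatory cytokine and antimicrobial genes (36 tested) had no direction that passed (median 0.05, limma's camera, adjusted p = 0.772). Among them none passed edgeR, over all genes or adjusted over the list alone (3 higher and 2 lower at an unadjusted p under 0.05). DESeq2 called 3 higher and 2 lower adjusted over the list alone and, over all genes, 1 higher: Duoxa2, a maturation factor of an epithelial peroxide-generating oxidase (1.03, adjusted p = 0.0277). With an estimated correlation no list had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05: the Cyp2b, Cyp2c and Cyp3a genes (0.0410), the other enzymes of mucin O-glycosylation (0.0251) and the small intestine genes (0.0406).

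**Figure D2:**
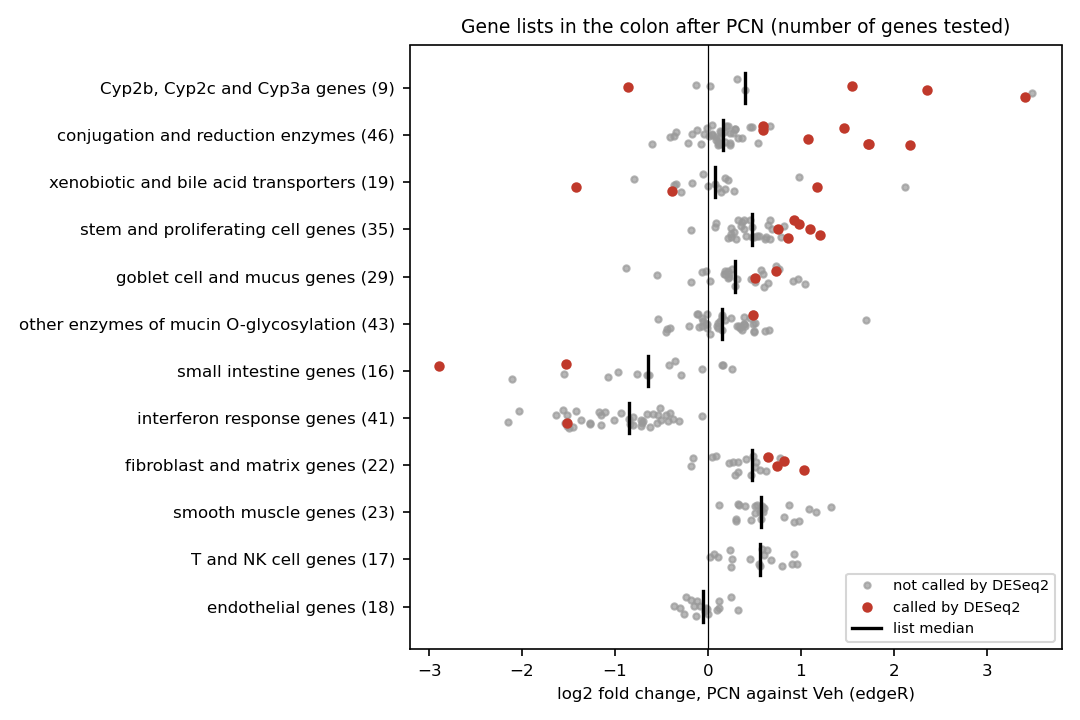
Log2 fold change of PCN against vehicle from edgeR (horizontal axis) for the genes of 12 lists, 1 point per gene; red points are genes called by DESeq2, grey points are not, black bars mark each list's median and the number of genes tested stands in parentheses. The interferon response genes all lie below 0 (median -0.85) and the smooth muscle genes all lie above 0 (median 0.57).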

Mice were treated with PCN (40 mg/kg) once every 8 hours for three times ($n = 7$ per group). (b-c) Semi-quantitative analysis of Figure 2d ($n = 4$ per group). (d) Protein levels of intestinal B3galt5 in mice treated with PCN ($n = 4$ per group). (e) The intestinal mRNA expression of B3galt5 in wild-type mice treated with CAR agonist TCPOBOP (10mg/kg) once every three days for two times ($n = 6$ per group). (f) The mRNA expression of β 3galt family genes in the intestine of vehicle and PCN treated mice ($n = 5$ for Veh, $n = 6$ for PCN). (g) The mRNA expression of β 3galt family genes in the intestine of vehicle and TBC treated mice ($n = 8$ per group). (h) The mRNA expression of *O*-glycosyltransferase genes in the intestine of vehicle and PCN treated mice ($n = 5$ for Veh, $n = 6$ for PCN). (i) The mRNA expression of *O*-glycosyltransferase genes in the intestine of vehicle and TBC treated mice ($n = 8$ per group). WT: wild type; PXR KO: PXR whole-body knockout mice. Data are mean $\pm$ SEM. Significance was determined using unpaired two-tailed Student's *t* test. At least three independent experiments were repeated with similar results. Source data are provided as a Source Data file.

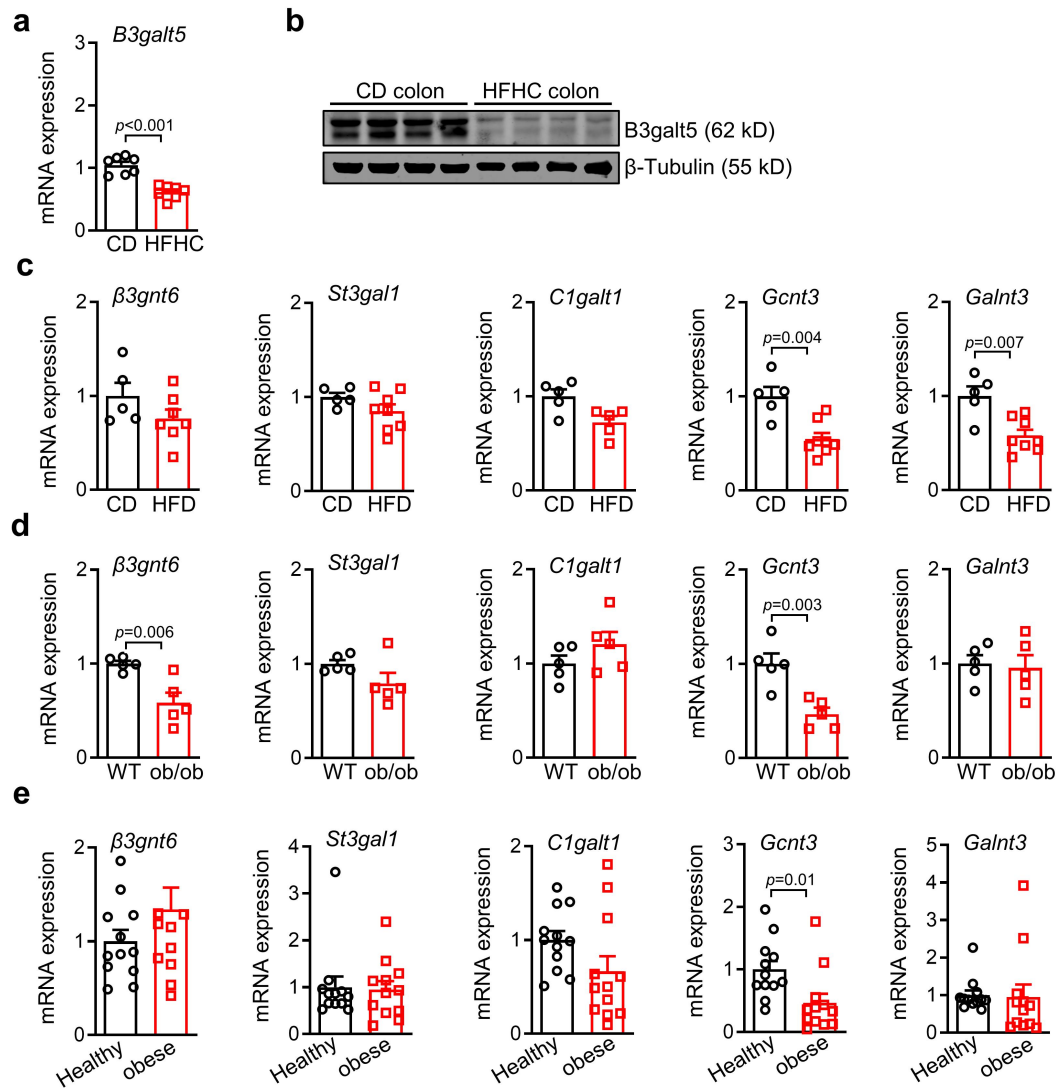

Figure S3. The expression of *O*-glycosyltransferase genes in intestine during obese. (a-b) The mRNA (a; $n = 7$ per group) and protein (b) expression of colonic B3galt5 in mice fed with 16-week CD or high fructose- and cholesterol (HFHC) diet. (c) Intestinal mRNA levels of *O*-glycosyltransferase genes in wild-type mice fed with chow diet or high-fat diet for 12 weeks ($n = 5$ for CD, $n = 7$ for HFD). (d) Intestinal mRNA levels of *O*-glycosyltransferase genes in wild-type mice (WT) and ob/ob mice ($n = 5$ per group). (e) Intestinal mRNA levels of *O*-glycosyltransferase genes in colon collected from healthy individuals and obese patients ($n = 12$ per group). Data are mean $\pm$ SEM. Significance was determined using unpaired two-tailed Student's *t* test. At least three independent experiments were repeated with similar results. Source data

are provided as a Source Data file.

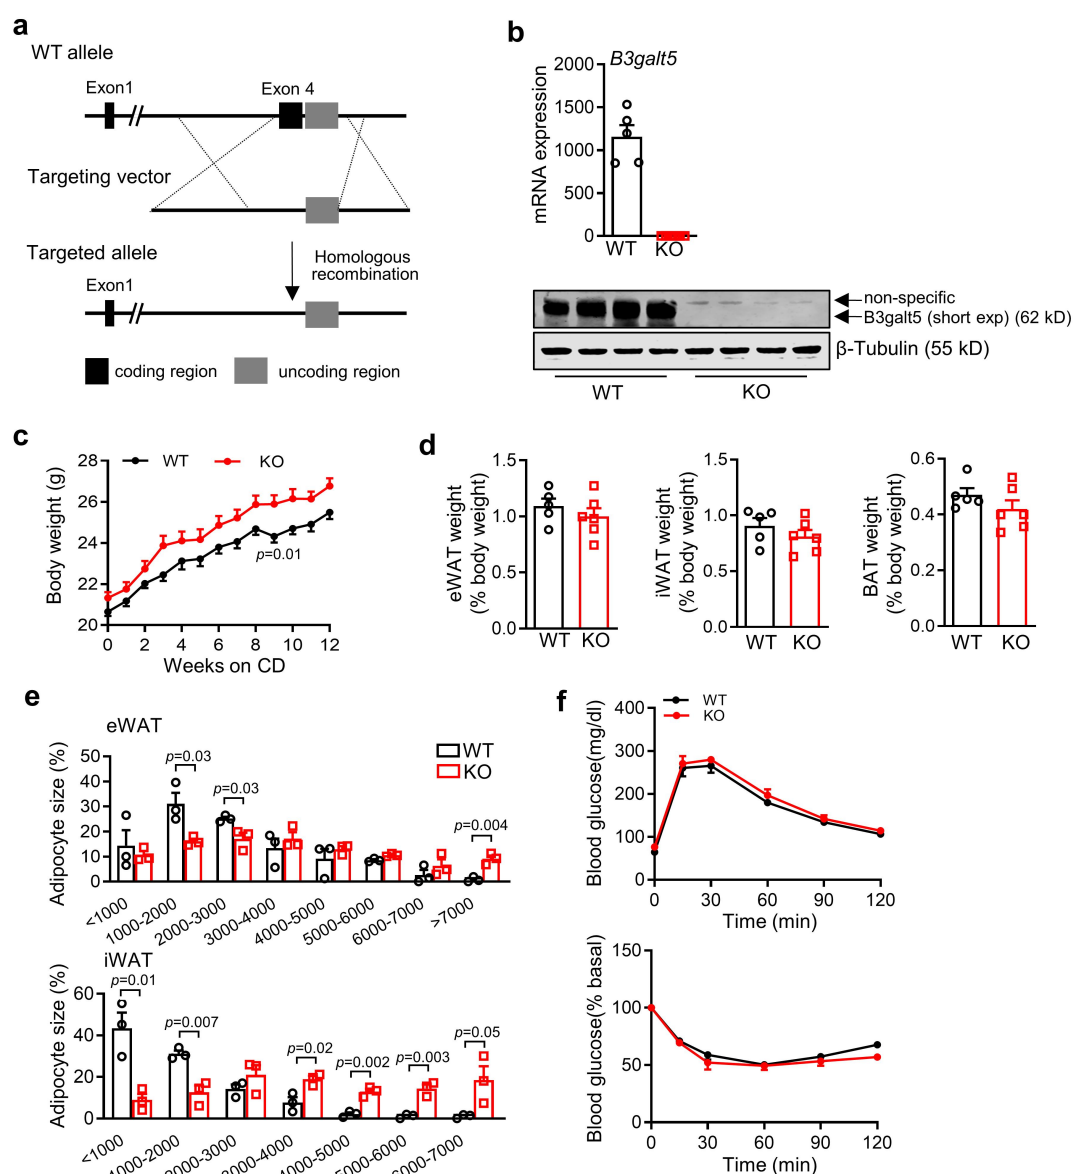

Figure S4. B3galt5 whole-body knockout has no influence on obesity and insulin resistance under chow diet. (a) Schematic showing the strategy for generating B3galt5 whole body knockout mice by homologous recombination. (b) The mRNA and protein levels of B3galt5 in intestine of WT and B3galt5 KO mice ($n = 5$ for WT, $n = 6$ for KO). (c) Growth curve of WT and B3galt5 KO mice fed with chow diet (CD) for 12 weeks ($n = 12$ per group). Significance was analyzed using two-way analysis of variance (ANOVA) with Sidak's multiple comparisons test. (d) The ratio of fat depots

to body weight in WT and B3galt5 KO mice fed with chow diet for 12 weeks ($n = 5$ for WT, $n = 6$ for KO). (e) Distribution of adipocyte size of eWAT and iWAT under HFD for 12 weeks ($n = 3$ per group). The statistical differences between groups were determined using one-way ANOVA with post-hoc Tukey test. (f) Blood glucose concentrations during GTT (2 g/kg) and ITT (0.5 U/kg) in WT and B3galt5 KO mice fed with chow diet for 12 weeks ($n = 5$ for WT, $n = 6$ for KO). WT: wild type; KO: B3galt5 whole-body knockout mice; eWAT: epididymal white adipose tissue; iWAT: inguinal white adipose tissue; BAT: brown adipose tissue; RER: respiratory exchange ratio. Data are mean $\pm$ SEM. At least three independent experiments were repeated with similar results. Source data are provided as a Source Data file.

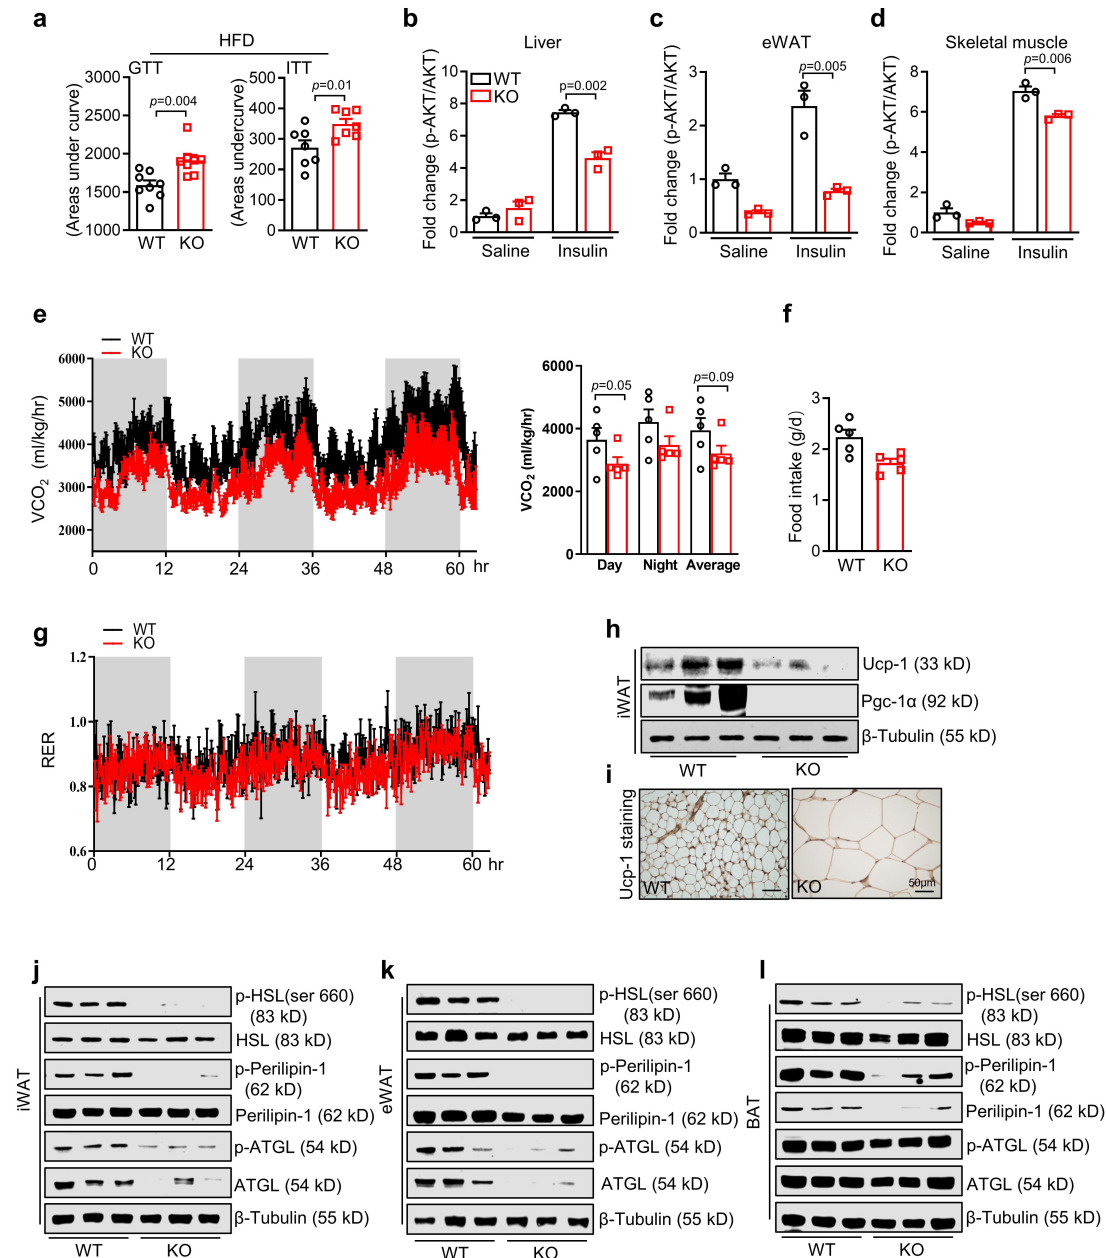

Figure S5. B3galt5 deficiency promotes high-fat diet induced insulin resistance and metabolic dysfunction. WT and B3galt5 KO mice were fed with HFD for 12 weeks. (a) The areas under curve (AUC) of GTT and ITT in WT and B3galt5 KO mice ($n = 8$ per group). (b-d) Semi-quantification analysis of p-Akt/Akt of WT and B3galt5 KO mice in liver (b), eWAT (c), Skeletal muscle (d) ($n = 3$ per group). (e) carbon dioxide consumption of WT and B3galt5 KO mice ($n = 5$ per group). (f) The food intake of WT and B3galt5 KO mice ($n = 5$ per group). (g) Respiration exchange

rate (RER) of WT and B3galt5 KO mice ($n = 5$ per group). (h) The protein levels of Ucp-1 and Pgc-1 α in iWAT of WT and B3galt5 KO mice. (i) Ucp-1 IHC staining of iWAT. Scale bar: 50 μ m. (j-l) Protein level of key lipolytic proteins in iWAT(j), eWAT(k), and BAT(l). HFD: high fat diet; GTT: glucose tolerance test; ITT: insulin tolerance test; eWAT: epididymal white adipose tissue; iWAT: inguinal white adipose tissue; BAT: brown adipose tissue; RER: respiratory exchange ratio; WT: wild type; KO: B3galt5 whole-body knockout mice. Data are mean $\pm$ SEM. The data sets (SFig. 5b-d) were analyzed using non-parametric approaches and the statistical differences between groups were determined using one-way ANOVA with post-hoc Tukey test. The remaining statistical differences were determined using unpaired two-tailed Student's t test. At least three independent experiments were repeated with similar results. Source data are provided as a Source Data file.

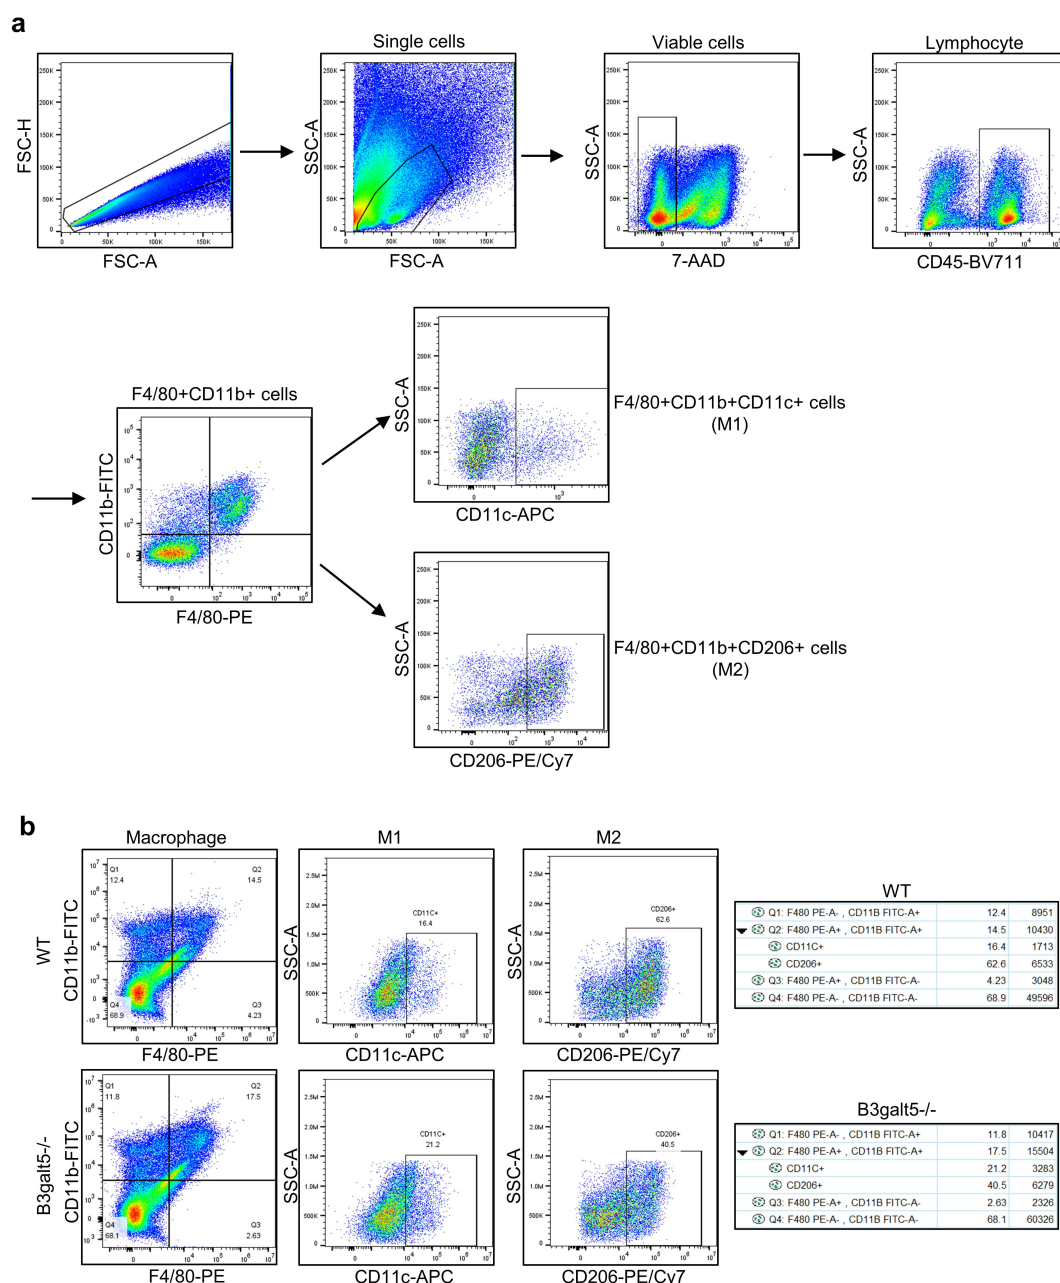

Figure S6. B3galt5 deficiency elevated the M1/M2 ratio of macrophages in adipose tissue. (a) Flow cytometry gating strategies for white adipose tissue. Different populations were identified based on a combination of marker expression a fluorescence minus one control. The isotype control for CD45, F4/80, CD11b, CD11c, and CD206 was utilized in the study. (b) FACS analysis of macrophages in eWAT of WT and B3galt5^{-/-} mice fed an HFD for 12 weeks. WT: wild type; B3galt5^{-/-}: B3galt5 whole-body knockout mice. Source data are provided as a Source Data file.

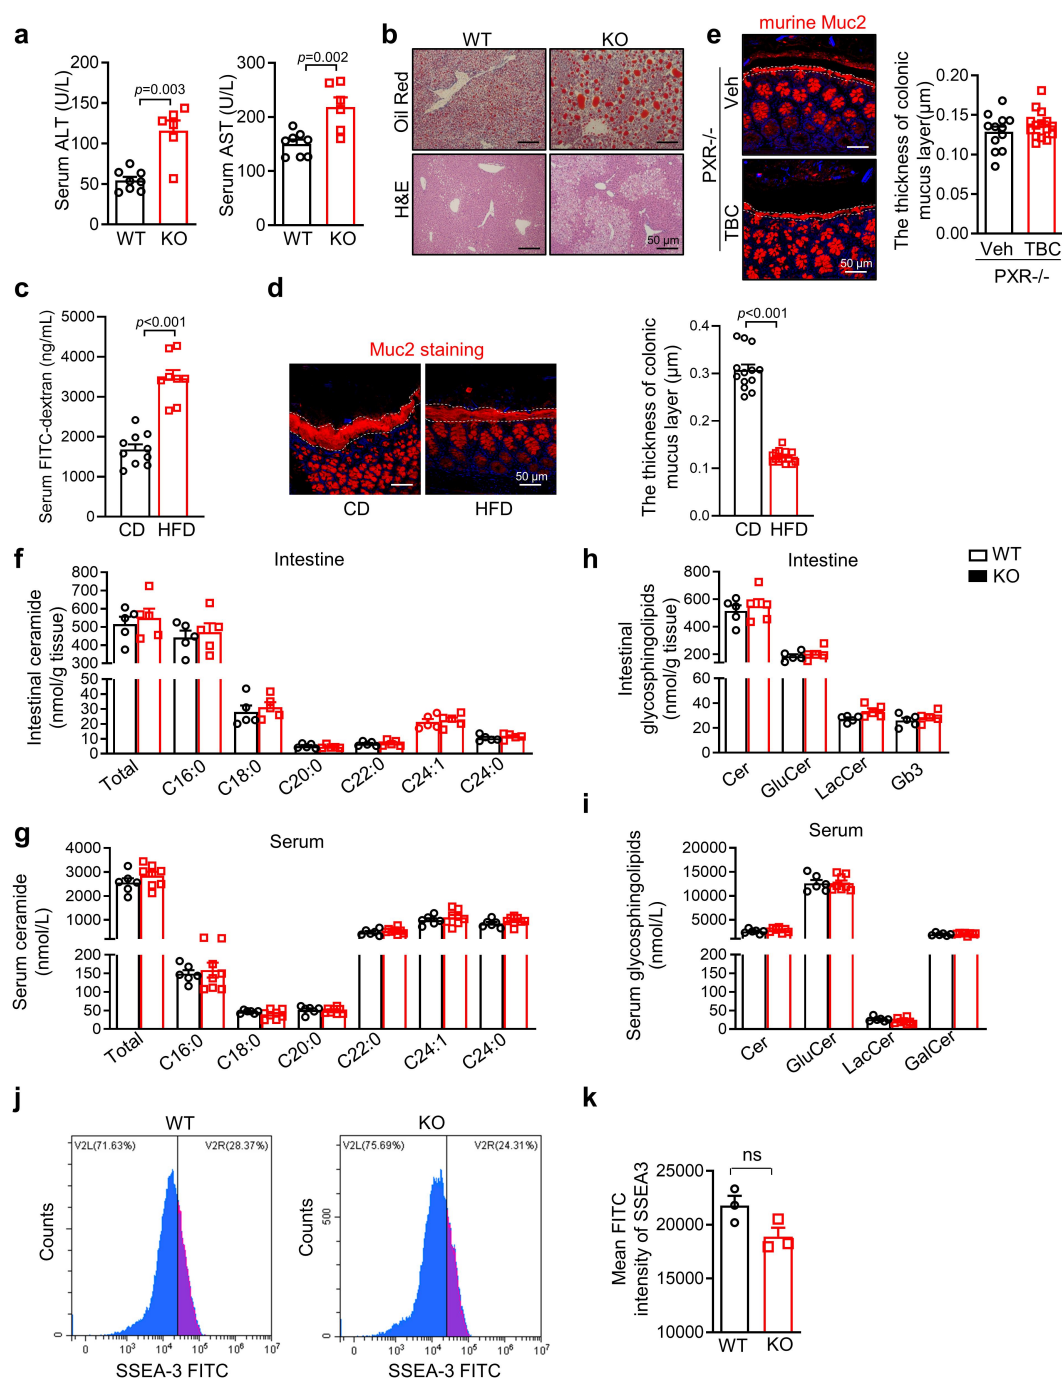

Figure S7. B3galt5 deficiency impaired hepatic steatosis, but has no influence on ceramides, GSLs and SSEA3 levels. (a) Serum ALT and AST level in WT and B3galt5 KO mice fed with high fat diet for 12 weeks ($n = 8$ for WT, $n = 6$ for KO). (b) H&E and Oil red O staining of liver tissue in WT and B3galt5 KO mice fed with high fat diet for 12 weeks. Scale bar: 50 μ m. (c) The concentration of FITC-dextran in

serum of WT mice fed with CD or HFD for 12 weeks ($n = 10$ for CD, $n = 8$ for HFD).

(d) Immunofluorescence staining of Muc2 of colon in WT mice fed with 12-week HFD ($n = 13$ for CD, $n = 14$ for HFD). Scale bar: 50 μm . (e) Muc2 staining of colon from PXR^{-/-} mice treated with TBC. Scale bar: 50 μm . Quantification of mucus layer thickness (right; $n = 12$ for PXR^{-/-} + Veh, $n = 15$ for PXR^{-/-} + TBC). (f-g) Metabolomics analysis of ceramide content in intestine (f; $n = 5$ per group) and serum (g; $n = 6$ for WT, $n = 8$ for KO) of WT and B3galt5 KO mice. (h-i) Metabolomics analysis of glycosphingolipids content in intestine (h; $n = 5$ per group) and serum (i; $n = 6-8$ as (g)) of WT and B3galt5 KO mice. (j-k) Flow cytometry analysis of mean FITC intensity of SSEA3 in intestine of WT and B3galt5 KO mice ($n = 3$ per group).

ALT: Alanine transaminase; AST: Aspartate transaminase; WT: wild type; KO: B3galt5 whole-body knockout mice; PXR^{-/-}: PXR whole-body knockout mice; GSLs: glycosphingolipids; SSEA-3: stage-specific embryonic antigen 3. Data are mean $\pm$ SEM. The statistical differences were determined using unpaired two-tailed Student's *t* test. At least three independent experiments were repeated with similar results. Source data are provided as a Source Data file.

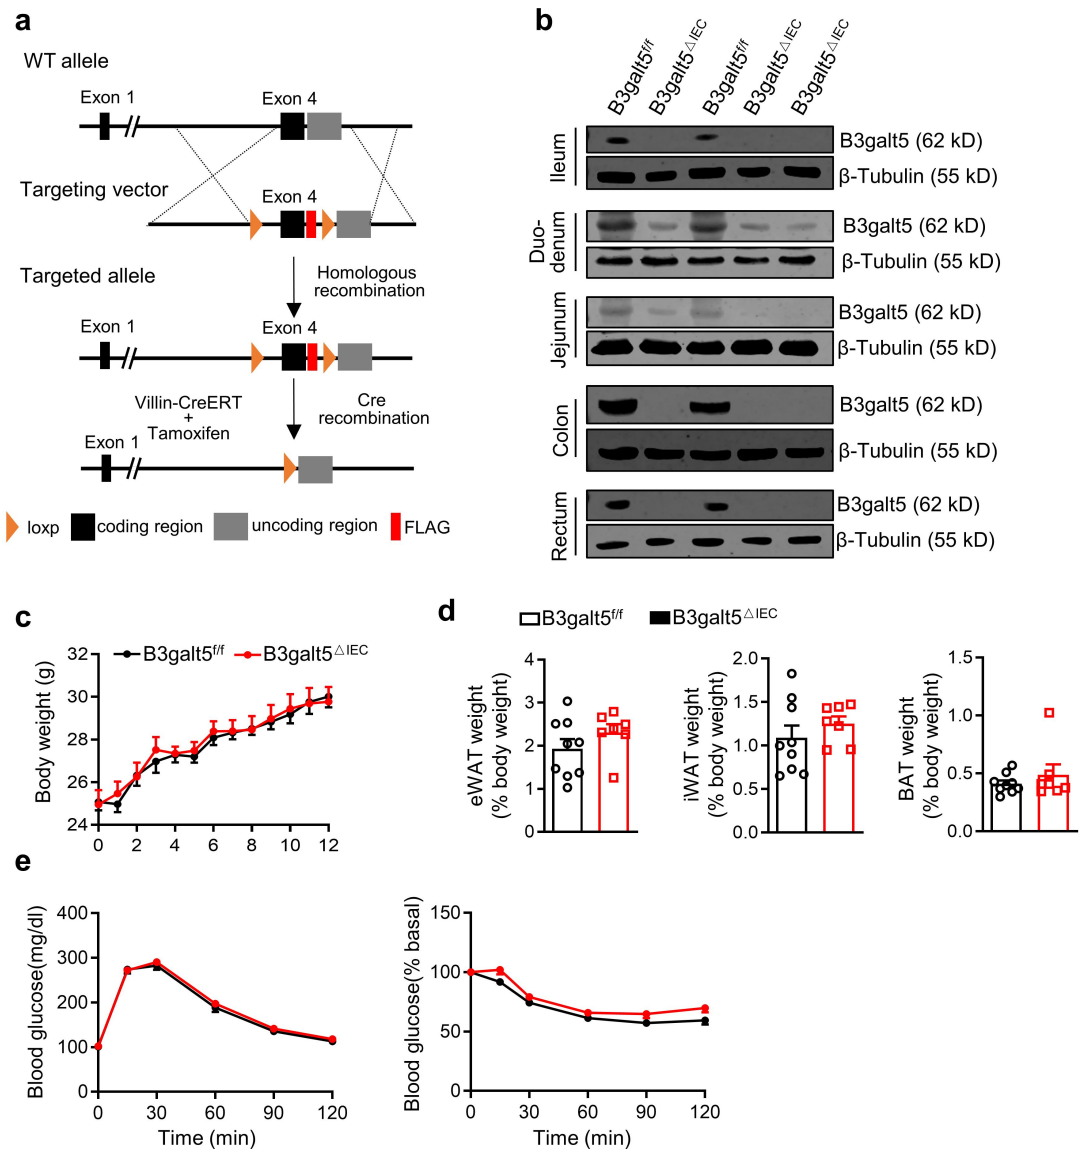

Figure S8. Intestinal specific B3galt5 knockout has no influence on obesity and insulin resistance under chow diet. (a) Schematic showing the strategy for generating intestinal specific B3galt5 knockout mice by homologous recombination (left). (b) Protein levels of B3galt5 in intestine of *B3galt5^{ff}* and *B3galt5^{ΔIEC}* mice. (c) Growth curve of *B3galt5^{ff}* and *B3galt5^{ΔIEC}* mice fed with chow diet for 12 weeks ($n = 9$ for *B3galt5^{ff}*, $n = 7$ for *B3galt5^{ΔIEC}*). (d) The ratio of fat depots to body weight ($n = 7-9$ as (c)). (e) Blood glucose concentrations during GTT (1 g/kg) and ITT (1.5 U/kg) in *B3galt5^{ff}* and *B3galt5^{ΔIEC}* mice fed with chow diet for 12 weeks ($n = 7-9$ as (c)). *B3galt5^{ff}*: B3galt5 floxed mice; *B3galt5^{ΔIEC}*: intestine-specific B3galt5-deficient mice;

eWAT: epididymal white adipose tissue; iWAT: inguinal white adipose tissue; BAT: brown adipose tissue. Data are mean $\pm$ SEM. At least three independent experiments were repeated with similar results. Source data are provided as a Source Data file.

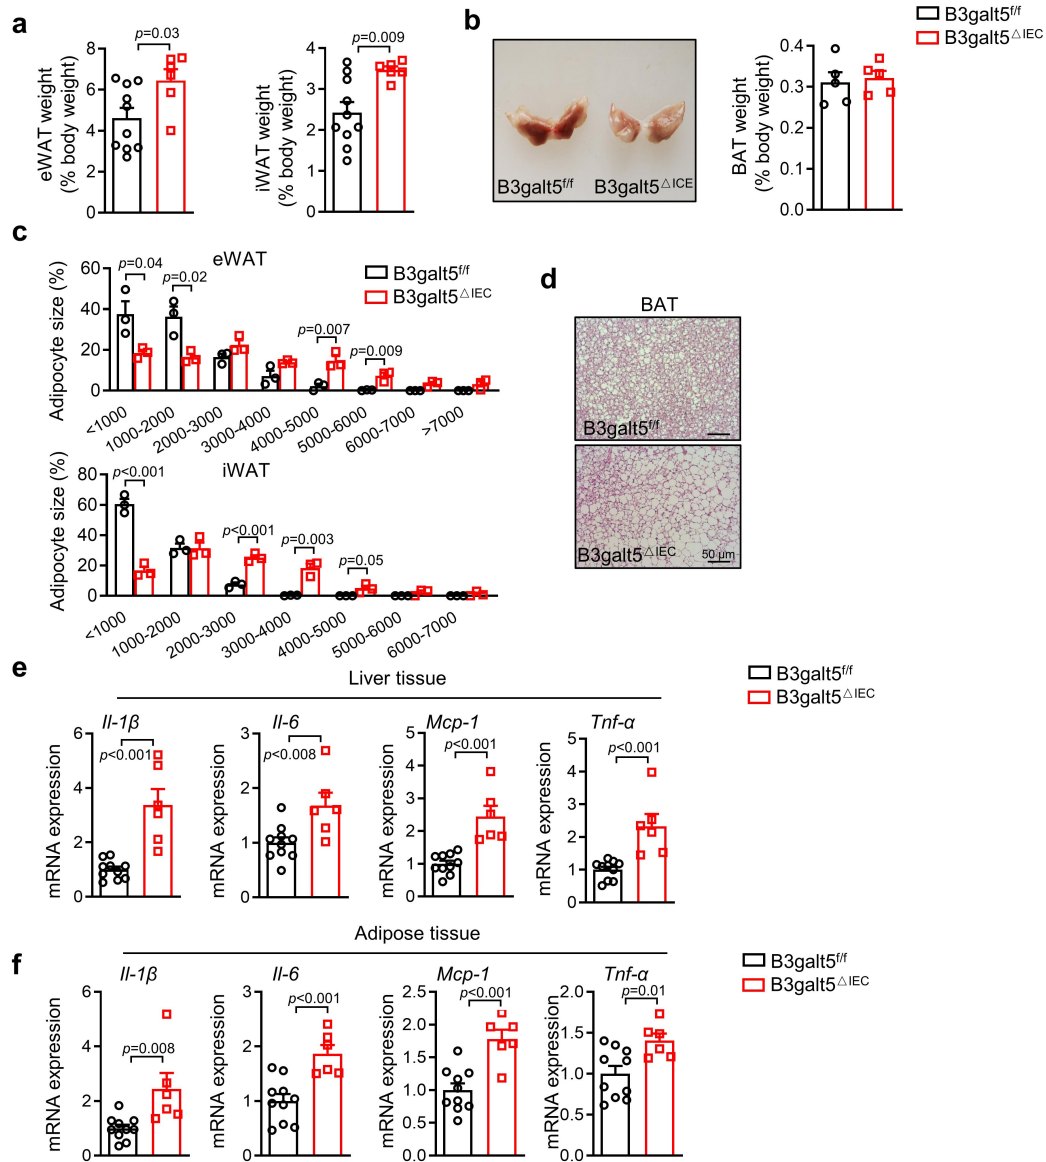

Figure S9. Intestinal specific B3galt5 knockout accelerates high-fat diet induced obesity. *B3galt5^{f/f}* and *B3galt5^{ΔIEC}* mice were fed with HFD for 12 weeks. (a) The ratio of eWAT and iWAT depots to body weight ($n = 10$ for *B3galt5^{f/f}*, $n = 6$ for *B3galt5^{ΔIEC}*). (b) Representative photographs of BAT (left) and the ratio of fat depots to body weight (right; $n = 5$ per group). (c) Distribution of adipocyte size of eWAT

and iWAT in *B3galt5^{fl}* and *B3galt5^{ΔIEC}* mice ($n = 3$ per group). The statistical differences between groups were determined using one-way ANOVA with post-hoc Tukey test. (d) H&E staining of BAT in *B3galt5^{fl}* and *B3galt5^{ΔIEC}* mice. Scale bar: 50 μ m. (e) The mRNA expression of inflammation related gene *Il-1 β* , *Il-6*, *Mcp-1* and *Tnf- α* expression in liver ($n = 6-10$ as (a)). (f) The mRNA expression of inflammation related gene *Il-1 β* , *Il-6*, *Mcp-1* and *Tnf- α* , expression in adipose tissue ($n = 6-10$ as (a)). *B3galt5^{fl}*: B3galt5 floxed mice; *B3galt5^{ΔIEC}*: intestine-specific B3galt5-deficient mice; eWAT: epididymal white adipose tissue; iWAT: inguinal white adipose tissue; BAT: brown adipose tissue. Data are mean $\pm$ SEM. The remaining statistical differences were determined using unpaired two-tailed Student's t test. At least three independent experiments were repeated with similar results. Source data are provided as a Source Data file.

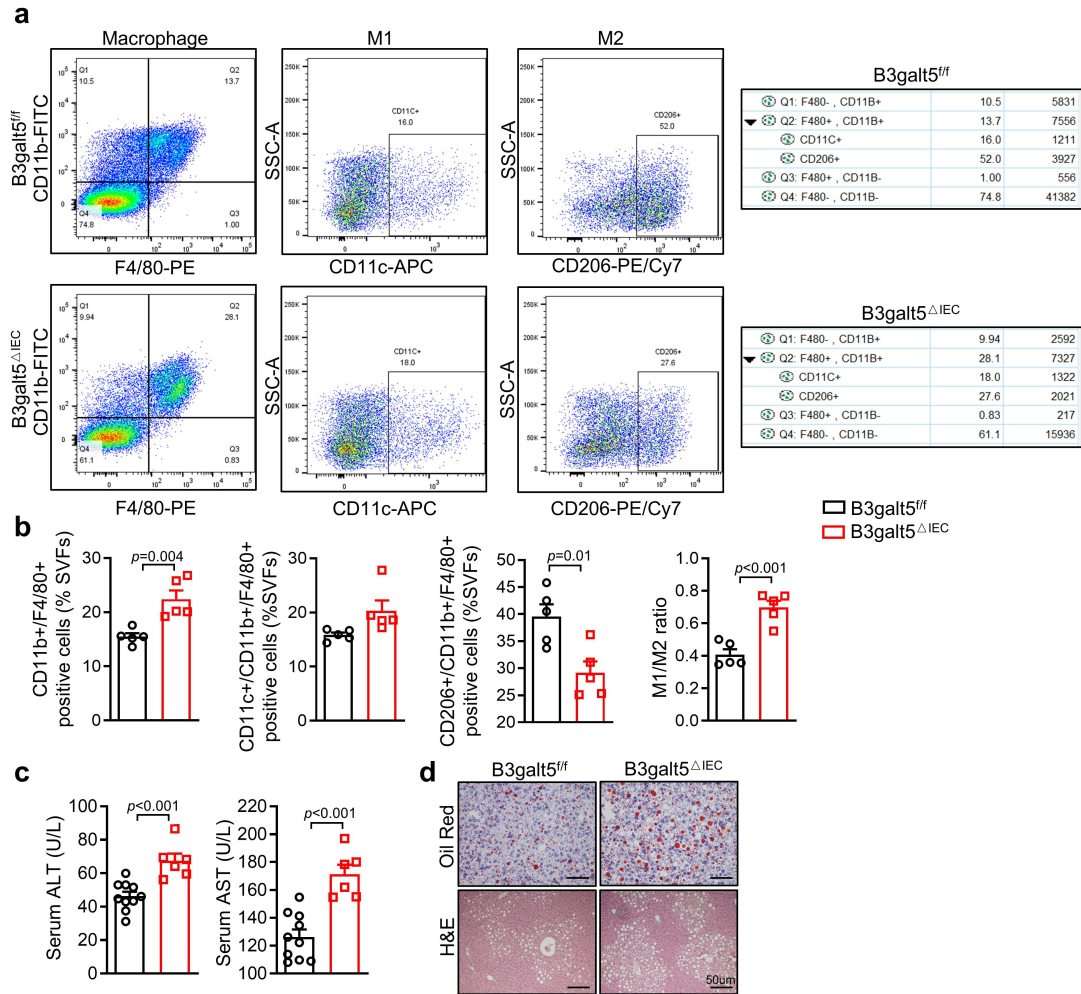

Figure S10. Intestinal specific B3galt5 knockout accelerates high-fat diet induced inflammation in adipose tissue and hepatic steatosis. *B3galt5^{fl/f}* and *B3galt5^{ΔIEC}* mice were fed with HFD for 12 weeks. (a) FACS analysis of macrophages in eWAT of *B3galt5^{fl/f}* and *B3galt5^{ΔIEC}* mice. (b) Percentage of macrophages, M1 and M2 macrophages, and ratio of M1 to M2 ($n = 5$ per group). (c) Serum ALT and AST level in *B3galt5^{fl/f}* and *B3galt5^{ΔIEC}* mice fed with high fat diet for 12 weeks ($n = 10$ for *B3galt5^{fl/f}*, $n = 6$ for *B3galt5^{ΔIEC}*). (d) H&E and Oil red O staining of liver tissue in *B3galt5^{fl/f}* and *B3galt5^{ΔIEC}* mice fed with high fat diet for 12 weeks. Scale bar: 50 μ m. *B3galt5^{fl/f}*: B3galt5 floxed mice; *B3galt5^{ΔIEC}*: intestine-specific B3galt5-deficient mice; ALT: Alanine transaminase; AST: Aspartate transaminase. Data are mean $\pm$ SEM. The statistical differences were determined using unpaired two-tailed Student's t test. At

least three independent experiments were repeated with similar results. Source data are provided as a Source Data file.

Supplementary Tables

Table S1. Structural characterization of reduced O-linked oligosaccharides from colonic Muc2 from WT and *B3galt5*^{-/-} mice.

Code	Glycan	m/z	Retention time(min)	Relative abundance(%):<br>Mean±SEM	
<i>Neutral</i>				WT	KO
384.15	Gal-GalNAcol	384.15	2.82	5.72±0.74	3.92±0.71
425.18	HexNAc-GalNAcol	425.18	3.04	0.22±0.09	1.72±0.11
425.18	HexNAc-GalNAcol	425.18	5.48	1.08±0.46	0.14±0.10
530.21	Fuc-Gal-GalNAcol	530.21	15.28	21.61±3.22	32.37±3.94
587.23	Gal-(HexNAc-6)GalNAcol	587.23	6.62	20.95±2.00	11.03±1.28
733.29a	Fuc-Gal-GlcNAc-GalNAcol	733.29	10.41	0.12±0.04	ND
733.29b	Fuc-Gal-(HexNAc-6)GalNAcol	733.29a	15.95	6.54±0.48	15.10±0.99
749.28	Gal-(Gal-4GlcNAc-6)GalNAcol	749.28	9.99	0.41±0.07	0.28±0.07
790.31	HexNAc-Gal-(HexNAc-6)GalNAcol	790.31	9.12	0.18±0.02	0.78±0.08
895.34a	Gal-(Fuc-Gal-GlcNAc-6)GalNAcol	895.34	11.3	0.70±0.18	0.11±0.02
895.34b	Gal-(Fuc-Gal-4GlcNAc-6)GalNAcol	895.34	13.43	1.18±0.35	0.73±0.19
895.34c	Fuc-Gal-(Gal-GlcNAc-6)GalNAcol	895.34	16.67	1.63±0.16	1.63±0.23
1041.4a	Fuc-Gal-(Fuc-Gal-GlcNAc-6)GalNAcol	1041.4	17.51	1.27±0.25	ND
1041.4b	Fuc-Gal-(Fuc-Gal-4GlcNAc-6)GalNAcol	1041.4	18.92	6.05±1.98	17.65±3.82
1098.42	HexNAc-Gal-(Fuc-Gal-4GlcNAc-6)GalNAcol	1098.42	15.22	0.18±0.04	0.4±0.12
1244.48a	Fuc-Gal-GlcNAc-(Fuc-Gal-GlcNAc-6)GalNAcol	1244.48	17.22	3.08±1.95	ND
1244.48b	Fuc-Gal-GlcNAc-(Fuc-Gal-4GlcNAc-)GalNAcol	1244.48	18.27	0.70±0.11	1.56±0.29
<i>One acidic residue</i>					
667.19	Gal-(SO ₃ ⁻ -GlcNAc-6)GalNAcol	667.19	17.06	3.28±0.36	1.99±0.30
675.25	[NeuAc] ₁ Hex-GalNAcol	675.25	7.37	0.31±0.13	0.29±0.02
829.24	Gal-(Gal-(SO ₃ ⁻)GlcNAc-)GalNAcol	829.24	15.94	0.29±0.07	0.05±0.01
829.24	Gal-(SO ₃ ⁻ -Gal-GlcNAc-)GalNAcol	829.24	20.69	0.36±0.06	0.19±0.04
878.33a	Gal-(NeuAc-)GlcNAc-GalNAcol	878.33	17.82	0.09±0.03	ND
878.33b	NeuAc-GlcNAc-Gal-GalNAcol	878.33	19.2	ND	0.25±0.01
975.3	Fuc-Gal-(SO ₃ ⁻ -Gal-GlcNAc-)GalNAcol	975.3	19.37	2.21±0.56	0.71±0.08
1040.38a	Gal-(Gal-(NeuAc-)GlcNAc-)GalNAcol	1040.38	16.77	0.27±0.12	0.54±0.11
1040.38b	Gal, Gal-(NeuAc-)GlcNAc-GalNAcol	1040.38	19.9	0.62±0.13	ND
1081.41	[NeuAc] ₁ HexNAc-Gal-GlcNAc-GalNAcol	1081.41	21.56	0.47±0.24	ND
1121.36	Fuc-Gal-3(Fuc-Gal-4(SO ₃ ⁻)GlcNAc-6)GalNAcol	1121.36	18.39	0.97±0.42	1.16±0.95
1186.44	Fuc-Gal-(Gal-(NeuAc-)GlcNAc-)GalNAcol	1186.44	24.42	1.27±0.23	0.27±0.05
1243.46a	[NeuAc] ₁ Gal-(HexNAc-Gal-4GlcNAc-6)GalNAcol	1243.46	18.26	2.04±0.21	3.00±0.54
1243.46b	[NeuAc] ₁ Gal-(GlcNAc-Gal-GlcNAc-)GalNAcol	1243.46	19.13	0.99±0.12	1.08±0.08
1389.52a	Fuc-Gal-(NeuAc,HexNAc-Gal-4GlcNAc-6)GalNAcol	1389.52	17.68	0.12±0.12	1.05±0.28
1389.52b	Gal-(NeuAc-GlcNAc(Fuc-Gal-GlcNAc-6)GalNAcol	1389.52	24.49	13.77±5.47	ND
<i>Multiple acidic residues</i>					

1120.34a	Gal-(SO ₃ ⁻ -Gal-(NeuAc-)GlcNAc-)GalNAcol	1120.34	13.93	ND	0.07±0. 02
1120.34b	SO ₃ ⁻ -Gal-(NeuAc-)GlcNAc-Gal-GalNAcol	1120.34	18.94	ND	0.09±0. 03
1266.39	[NeuAc] ₁ Fuc-Gal-(Gal-(SO ₃ ⁻)GlcNAc-)GalNAcol	1266.39	18.17	ND	0.11±0. 02
1331.47a	NeuAc-Gal-(Gal-(NeuAc-)GlcNAc-)GalNAcol	1331.47	17.79	ND	0.11±0. 02
1331.47b	NeuAc-Gal-(NeuAc-)GlcNAc-Gal-GalNAcol	1331.47	19.8	ND	0.06±0. 01
1372.5	HexNAc-(NeuAc-)Gal-(NeuAc-)GlcNAc-GalNAcol	1372.5	18.65	0.08±0. 03	0.08±0. 07
1469.47	[NeuAc] ₁ Fuc-Gal-(HexNAc-Gal-(SO ₃ ⁻)GlcNAc-)GalNAcol	1469.47	19.17	0.06±0. 02	0.07±0. 01
1526.49	[SO ₃ ⁻] ₁ [NeuAc] ₁ [HexNAc] ₃ [Gal] ₂ GalNAcol	1526.49	15.96	0.04±0. 01	0.11±0. 02
1565.42	[NeuAc] ₁ Gal-(SO ₃ ⁻ -Gal-GlcNAc-Gal-(SO ₃ ⁻ -6)GlcNAc-)GalNAcol	1565.42	15.95	0.24±0. 03	0.40±0. 03
1680.61a	Fuc-Gal-(HexNAc-(NeuAc-)Gal-(NeuAc-)GlcNAc-)GalNAcol	1680.61	17.07	0.11±0. 08	0.04±0. 02
1680.61b	NeuAc-Gal-(NeuAc-)GlcNAc-(Fuc-Gal-4GlcNAc-6)GalNAcol	1680.61	18.54	0.13±0. 08	ND
1737.63	[NeuAc] ₂ GlcNAc-Gal-(HexNAc-Gal-GlcNAc-)GalNAcol	1737.63	25.29	0.08±0. 02	0.14±0. 03
1768.5	[NeuAc] ₁ Gal-(HexNAc-(SO ₃ ⁻)-Gal-GlcNAc-Gal-(SO ₃ ⁻ -6)GlcNAc-)GalNAcol	1768.5	13.5	0.03±0. 01	0.06±0. 01
1834.6	[SO ₃ ⁻] ₁ [NeuAc] ₁ [Fuc] ₁ [HexNAc] ₃ [Gal] ₃ GalNAcol	1834.6	18.93	0.02±0. 01	0.07±0. 02
1842.66a	[NeuAc] ₂ Gal, Gal-GlcNAc-(Fuc-Gal-4GlcNAc-6)GalNAcol	1842.66	17.08	0.10±0. 04	ND
1842.66b	[NeuAc] ₂ [Fuc] ₁ [HexNAc] ₂ [Gal] ₃ GalNAcol	1842.66	18.63	0.07±0. 04	0.12±0. 04
1883.69	[NeuAc] ₁ NeuAc,HexNAc-Gal-GlcNAc-(Fuc-Gal-4GlcNAc-6)GalNAcol	1883.69	11.89	0.08±0. 03	0.05±0. 02
1940.71a	[NeuAc] ₂ HexNAc-Gal-GlcNAc-(HexNAc-Gal-GlcNAc-)GalNAcol	1940.71	17.07	0.07±0. 02	ND
1940.71b	[NeuAc] ₂ [HexNAc] ₄ [Gal] ₂ GalNAcol	1940.71	18.62	0.06±0. 03	0.09±0. 03
1979.64	[SO ₃ ⁻] ₁ [NeuAc] ₂ [HexNAc] ₃ [Gal] ₃ GalNAcol	1979.64	25.22	0.10±0. 02	0.23±0. 10
2028.73	[NeuAc] ₃ Gal-GlcNAc-(HexNAc-Gal-GlcNAc-)GalNAcol	2028.73	13.43	0.06±0. 02	0.07±0. 02
**Core 1 and Core 2**				79.57±4.53	98.05±0. 35
**Core 3 and Core 4**				20.43±4.53	1.95±0. 35

Table S2. Demographic and pathological characteristics of patients with obesity.

	Healthy<br>(BMI<24 kg/m ²)	Overweight<br>(BMI: 24.0-27.9 kg/m ²)	Obese<br>(BMI≥28.0 kg/m ²)
**Number of patients**	24	3	27
**Age (years)**	37.58±2.17	37.33±6.33	42.85±1.86
**Gender**			
Male	9	1	17
Female	15	2	10
**BMI**	20.32±0.32	25.33±1.04	29.07±0.21
**Etiology**	Healthy at the end of<br>ileum and colorectal<br>mucosa	Healthy at the end of ileum<br>and colorectal mucosa	Healthy at the end of<br>ileum and colorectal<br>mucosa

Table S3. Real-time PCR primers.

Genes	sense (5'- 3')	anti-sense (5'- 3')
m18s	TTGACTCAACACGGGAAACC	AGACAAATCGCTCCACCAAC
mB3galt5	TGATGGGTATGGAATGGG	AGCTTGATGAACGGAACG
mCyp3a11	CTCAATGGTGTGTATATCCCC	CCGATGTTCTTAGACACTGCC
mB3galt1	CCACAGTGGCACATCTACCGTTG	TGGCTCACCTTGTCTTGCTTCATC
mB3galt2	AAGCCAGACCTGCCTCCTAGAC	TCGCCAGTGATTGAACACGAACTC
mB3galnt1	TGATGCTGAGGAACACCACATGC	AGCCTGAGCCATCCAGACTGTC
mB3galnt4	CCTGGCGGTCTACTACTGGTG	AGGAGGAAGAGCGTCTGCACTC
mB3galnt6	CAGCCTGGTCTACAGAGTGAGTCC	CCAAGTGCCTTACAGTCCATACGC
mC1galt1	ATGGCCTCTAAATCTTGGCTGA	AGCCTCTTCTCGCAACAAAATA
mSt3galt1	TCCAACACGGGAGTACCCA	GCTGGTCGAACCAATATGATACC
mB3gnt6	AAGAGTCCCACGACACTGG	GTAGCGCAGGAAGTCTTGGA
mGcnt3	TAGCAAGCCGAGTAGAAG	CAACCAAACTAAGCTCCA
mGalnt3	TGCAAATAGGAGCGCCCATTA	GGCGATCAAAAACCGGCTTC
mMcp1	GCTGGAGAGCTACAAGAGGATC	GTCAACTTCACATTCAAAGTGC
mTnfa	GGCGGTGCCTATGTCTCA	AGGGTCTGGGCCATAGAA
mIl-1 β	TGCCACCTTTTGACAGTGATG	CAAAGGTTTGGAAGCAGCC
mPai-1	TTCAGCCCTTGCTTGCCTC	ACACTTTTACTCCGAAGTCGGT
mF4/80	TGTCTGAAGATTCTCAAACATGGA	GTGTTTCTCCTTGGTGCATA
mCd68	TCGCCTAGTCCAAGGTCCAA	GGTACCGTCACAACCTCCC
mCd11b	TTTTAGGAGCACCTCGGTAT	TGAGGATCAAGTTGGTATTG
mCd11c	AAAATCTCCAACCCATGCTG	CACCACCAGGGTCTTCAAGT
mIcam1	TGCCTCTGAAGCTCGGATATAC	TCTGTCTGAACCTCCTCAGTCAC
mGLP-1	TTACTTTGTGGCTGGATTGCTT	AGTGGCGTTTGTCTTCATTCA
mPYY	ACGGTCGCAATGCTGCTAAT	GACATCTCTTTTTCCATACCGCT
mCCK	CCCTGACATTGACACCTCCT	AGCCTTTCCTGGTGGAGATT
mB3galt5-Chip	CTGCCACCAGACTAAAGG	CATGGACAGGAGGTCATA
hGAPDH	ACAACCTTGGTATCGTGGAAGG	GCCATCACGCCACAGTTTC
h18s	ACACGGACAGGATTGACAGA	GGACATCTAAGGGCATCACAG
hMDR1	AAAAAGATCAACTCGTAGGAGTA	GCACAAAATACACCAACAA
hB3galt5	TCCTCTTGGCATTTACACT	AGTTCCCGTCTTTCTTGTA
hB3gnt6	GTGCGCCGCCTCTTTCTATT	CCAGCCAGTCGAGCAAGTG
hSt3galt1	AAGAGGACCCTGAAAGTGCTC	CTCCAGGACCATCTGCTTGG
hC1galt1	TCCTCTGTGGATCAGCAATAGG	TTAGGCTGGGTGTCAACCTTT
hGcnt3	TCAAAGAGGCGGTCAAAGCAA	GCATAAACCACCCGAACCAG
hGalnt3	CAGCAGAATTGAAGCCTGTCC	CTTCCCCACGTTCTTTTCTCT

Table S4. Antibodies used

Antibody	Catalog	Company	Application	Dilution
B3galt5	E9390	ABclonal Technology co.ltd, China	WB/IF	1:1000/1:200
B3galt5	SAB1302633	Sigma-Alrich, St. Louis, MO, USA	WB	1:1000
p-Akt (Ser473)	Sc-7985	Santa Cruz Biotechnology, Santa Cruz, CA	WB	1:1000
Akt	BM4400	Boster Biological Technology co.ltd, China	WB	1:1000
Muc2	30EE6A15	Invitrogen, Thermo Fisher Scientific, CA	WB/IF	1:1000/1:200
PXR	sc-48340	Santa Cruz Biotechnology, Santa Cruz, CA	ChIP	1:200
β -catenin	sc-7963	Santa Cruz Biotechnology, Santa Cruz, CA	IF	1:200
Ucp-1	Ab10983	Abcam, Cambridge, MA	WB	1:1000
Pgc-1 α	sc-517380	Santa Cruz Biotechnology, Santa Cruz, CA	WB	1:1000
p-HSL	4126	Cell Signaling Technology, USA,	WB	1:1000
HSL	sc-25843	Santa Cruz Biotechnology, Santa Cruz, CA	WB	1:1000
p-Perilipin	100G7E	Cell Signaling Technology, USA	WB	1:1000
Perilipin	9349	Cell Signaling Technology, USA	WB	1:1000
p-ATGL	Ab135093	Abcam, Cambridge, MA	WB	1:1000
ATGL	2138s	Cell Signaling Technology, USA	WB	1:1000
CD16/32	553141	BD Biosciences, Franklin, NJ	FC	1:500
CD45-BV711	407-0451-82	eBioscience, San Diego, CA	FC	1:200
Cd11b-FITC	561688	BD Biosciences, Franklin, NJ	FC	1:200
Cd206-PE/Cy7	141719	BioLegend, CA	FC	1:200
Cd11c-APC	561119	BD Biosciences, Franklin, NJ	FC	1:200
7-AminoactinoMycin D	559925	BD Biosciences, Franklin, NJ	FC	1:200
Rat IgG2b kappa	407-4031-81	eBioscience, San Diego, CA	FC	1:200
Isotype Control<br>(eB149/10H5)				
FITC Rat IgG2b, κ	553988	BD Biosciences, Franklin, NJ	FC	1:200
Isotype Control				
PE/Cyanine7 Rat	400521	BioLegend, CA	FC	1:200
IgG2a, κ Isotype Ctrl				
APC Hamster IgG1, λ 1	553956	BD Biosciences, Franklin, NJ	FC	1:200
Isotype Control				
Rat IgG2a kappa	12-4321-80	eBioscience, San Diego, CA	FC	1:200
Isotype Control<br>(eBR2a), PE				
SSEA-3-FITC	560236	BD Biosciences, Franklin, NJ	FC	1:200
F4/80	ab6640	Abcam, Cambridge, MA	IF	1:200
F4/80-PE	12-4801-80	eBioscience, San Diego, CA	FC	1:200
β -tubulin	200608	Zen Bio Science, China	WB	1:4000
Goat anti-Rabbit	966-32210	Licor	WB	1:20000
Goat anti-Mouse	966-32211	Licor	WB	1:20000

Supplementary Methods

Animal treatment

To induce the recombination, mice were injected with tamoxifen (100 mg/kg) every other day for five times. For obesity model, 8-week-old male mice were fed with high fat diet (60%kJ fat, research diet, D12492) for 12 weeks. For specific activation of intestinal PXR, tributyl citrate (TBC; J&K scientific company, cat 179568) was mixed with powdered high-fat diet at 0.05% (w/w). 8-week-old male mice were fed with high-fat diet with TBC or vehicle for 12 weeks. For PXR activation model, 8-week-old male mice were injected with 40 mg/kg prenenolone-16a-carbonitrile (PCN; in DMSO/corn oil 1:3, Cayman Chemical Company, cat 16343) intraperitoneally every 8 h for three times. For fructose-induced metabolic disease model, 8-week-old male mice were fed a 40% fat and 0.2% cholesterol diet and given access to fructose-supplemented water (23.9g/L).

Cell culture

The human colon cancer cell line LS174T (ATCC, Cat#CL-188, isolated from the colon of a White, 58-year-old, female adenocarcinoma patient with colorectal cancer) and human embryonic kidney 293 (HEK293; ATCC, Cat#CRL-1573, isolated from the kidney of a human embryo) cells were cultured in Dulbecco's modified Eagle's medium (DMEM; high glucose, 4.5 g/L) supplemented with 10% (v/v) fetal bovine serum (FBS; Hyclone, USA), 50 ug/mL streptomycin, and 50 U/mL penicillin, and incubated at 37°C with 5% CO₂.

RNA sequence

8-week-old mice were injected with 40 mg/kg prenenolone-16a-carbonitrile (PCN; in

DMSO/corn oil 1:3, Cayman Chemical Company, cat 16343) intraperitoneally every 8 h for three times. Mice were sacrificed 8 h after the last administration and the colon tissues were collected for total RNA isolation according to the manufacture's instruction. For the RNA-seq, libraries were constructed using 400 ng of total RNA and TruSeq RNA Sample Prep (Illumina) with Poly-A pull down rRNA depletion following manufacturer's recommendations. Samples were sequenced on the HiSeq2500 platform, using a read length of 100 bp paired-end reads. Before alignment, reads with a low quality and adapters were detected using FastQC and removed. Remaining reads were mapped to the SScrofa10.2.72 genome using default parameters in STAR aligner. This resulted in an average of 30,557,234 uniquely mapped reads per sample, of which on average 81.60 percent was mapped in the intragenic region (within introns or exons). On average 20,390 transcripts were detected among the mapped reads. Read counts were estimated at gene-level using HTSeq.

Flow cytometry

For macrophage infiltration analysis, stromal vascular fraction (SVF) from epididymal white adipose tissue (eWAT) was isolated with collagenase I (Sigma-Aldrich) for 20 min at 37°C. The suspension was filtered with 150 mesh filter and then centrifuged at 500g, for 5 min at 4°C to remove adipocyte from SVF. The SVF was then incubated with red blood cell lysis buffer (Beyotime, C3702) for 5 min at room temperature. SVF was resuspended in PBS containing 1mM EDTA, 25 mM HEPES, and 1%FBS after centrifugation. After incubating with Fc-block anti-CD16/32 for 10 min at 4°C, SVF was then stained with fluorescence-labeled primary antibodies for 30min on ice. Before analysis, SVF was incubated with 7-

AminoactinoMycin D for 10 min at room temperature to exclude the apoptosis cells. After excluding non-specific staining and adjusting fluorescence compensation by staining cells with single fluorescence-labeled primary antibodies, the SVF stained with mix antibodies was analyzed by CytoFlex (BD FACSAria™ Fusion, USA). The relative isotype control for CD45, F4/80, CD11b, CD11c and CD206 was utilized to identify positive cells. The gating strategy is shown in Fig S6A. For SSEA3 expression analysis, cells from the intestine from WT and B3galt5^{-/-} mice were isolated and stained fluorescence-labeled primary antibodies and analyzed by CytoFlex (Beckman, CA). All antibodies used are in Supporting Table S4.

Histological analysis and immunostaining

For histological analysis, liver or adipose tissues were fixed with 10% formalin, embedded in paraffin, sectioned at 4 µm and stained hematoxylin and eosin (H&E). Segments of the distal colon without washing from mice were fixed in Methanol-Carnoy's fixative (60% methanol, 30% chloroform and 10% acetic acid) for 36 h. Paraffin-embedded sections were dewaxed and hydrated. Sections were stained with Alcian blue. Images were captured under a microscope (Nikon, Tokyo).

For immunofluorescence staining, tissue sections were fixed with 4% paraformaldehyde for 8 minutes, then permeabilized with 0.1M phosphate-buffered saline containing 0.2% Triton X-100 for 15 minutes. Tissue samples were incubated with primary antibodies at 4°C overnight. All antibodies used are in Supporting Table S4.

Tissue inflammatory cytokines analysis

To analyze hepatic and adipose inflammatory cytokines, 50 mg liver tissue and

adipose tissue was homogenized in 0.5 mL PBS. The supernatants from tissue homogenates were measured by using Elisa Kit from Invitrogen (88-7013-22, 88-7064-88, 88-7391-22, 88-7324-22).

Serum endotoxin detection

Serum endotoxin level from portal vein was detected by using Chromogenic LAL Endotoxin Assay Kit (Beyotime, C0276S).

Hepatic triglyceride content analysis

Hepatic lipid was extracted from 50 mg liver tissue via chloroform/methanol (2:1, vol/vol) and dissolved in 1% Triton X-100 in ethanol. Hepatic triglycerides content was analyzed via using commercial kits (Biosino, Beijing, China) and normalized to liver weight.

# Supplementary material for: B3galt5 functions as a PXR target gene and regulates obesity and insulin resistance by maintaining intestinal integrity
**Source:** Nat Commun. 2024 Jul 14;15:5919. doi: 10.1038/s41467-024-50198-z
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection In RNA-seq profiling, Multiquant 3.0.3 software (Sciex) was used to quantify all metabolites.

Data analysis Image J software (version 1.8.0, <https://imagej.nih.gov/ij/>) was used to semi-quantify gray values of western blots. Statistical analyses were performed with GraphPad Prism 8.0 (GraphPad Software, La Jolla, CA, USA)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq datasets generated in this study have been deposited in GEO database under accession code GSE266942 and GSE270696. The remaining data generated in this study are available in the main text or the supplementary materials. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	We used human proximal colon randomly from males and females. So these findings applied to either sex. The specific informations of donors were provided in manuscript Supplementary Table 2.
Reporting on race, ethnicity, or other socially relevant groupings	All human participants were Chinese population recruited from First Affiliated Hospital of Kunming Medical University (Kunming, China).
Population characteristics	The specific informations of donors were provided in manuscript Supplementary Table 2.
Recruitment	We informed all related patients of the use of these specimens and got the written informed consent. Healthy biopsy samples were harvested from the proximal colon of healthy individuals or obese patients.
Ethics oversight	This study was approved by The Clinical Research Ethics Committee of Kunming Medical University (No:2017L27).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample-size calculation was performed. Based on community standards, n=6 or more mice per group was acceptable for animal studies (Nat Commun. 2019;10(1):4971)
Data exclusions	No data were excluded from the analyses
Replication	Generally, each experiment was repeated for three times expect for mice experiments and all attempts at replication were successful with similar results.
Randomization	All samples were randomly allocated among the groups before experiments.
Blinding	Complete blinding is not possible in animal study and cell culture due to different treatment to different groups. We tried to number the mice randomly when collecting tissues and in this way, investigators are blind to the group of one specific sample and can avoid some biases.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Rabbit anti-B3galt5 (Abclonal, custom-made, Cat#E9390, 1:1000); Rabbit anti-B3galt5 (Sigma-Aldrich, Cat#SAB1302633, 1:1000); Rabbit anti-p-Akt (Ser473) (Santa Cruz, Cat#Sc-7985, 1:1000); Rabbit anti-Akt (Boster Biological Technology, Cat#BM4400, 1:1000);

Rabbit anti-Muc2 (Invitrogen, Cat#30EE6A15, 1:1000); Mouse anti-PXR (Santa Cruz, Cat#sc-48340, 1:200); Mouse anti-beta-catenin (Santa Cruz, Cat#sc-7963, 1:200); Rabbit anti-Ucp-1 (Abcam, Cat#ab10983, 1:1000); Rabbit anti-Pgc-1alpha (Santa Cruz, Cat#sc-517380, 1:1000); Rabbit anti-p-HSL (Cell Signaling Technology, Cat#4126, 1:1000); Rabbit anti-HSL (Santa Cruz, Cat#sc-25843, 1:1000); Rabbit p-Perilipin (Cell Signaling Technology, Cat#100G7E, 1:1000); Rabbit anti-Perilipin (Cell Signaling Technology, Cat#9349, 1:1000); Rabbit Anti-p-ATGL (Abcam, Cat#ab135093, 1:1000); Rabbit anti-ATGL (Cell Signaling Technology, Cat#2138s, 1:1000); Anti-CD16/32 (BD Bioscience, Cat#553141, 1:500); Anti-CD45-BV711 (eBioscience, Cat#407-0451-82, 1:200); Anti-CD11b-FITC (BD Bioscience, Cat#561688, 1:200); Anti-CD206-PE/Cy7 (Biolegend, Cat#141719, 1:200); Anti-CD11c-APC (BD Bioscience, Cat#561119, 1:200); Rabbit IgG2b kappa Isotype Control (eB149/10H5) (eBioscience, Cat#407-4031-81, 1:200); FITC Rat IgG2b, κ Isotype Control (BD Bioscience, Cat#553988, 1:200); PE/Cyanine7 Rat IgG2a, κ Isotype Ctrl (Biolegend, Cat#400521, 1:200); APC Hamster IgG1, λ1 Isotype Control (BD Bioscience, Cat#553956, 1:200); Rat IgG2a kappa Isotype Control (eBR2a), PE (eBioscience, Cat#12-4321-80, 1:200); Anti-SSEA3-FITC (BD Bioscience, Cat#560236, 1:200); Anti-F4/80-PE (eBioscience, Cat#12-4801-80, 1:200); Rat anti-F4/80 (abcam, Cat#ab6640, 1:200); Mouse anti-beta-tubulin (Zen Bio Science, Cat#200608, 1:4000); Goat anti-Rabbit (Licor, Cat#966-32210, 1:20000); Goat anti-Mouse (Licor, Cat#966-32211, 1:20000)

Validation

Antibodies used were commercially available and were validated in multiple previous studies.

Rabbit anti-B3galt5(Abclonal) reacts with mouse species, and the applications include WB and ICC/IF;

Rabbit anti-B3galt5(Sigma) reacts with human species, and the applications include WB;

Rabbit anti-Akt and anti-p-Akt reacts with mouse, rat and human species, and the applications include WB, IHC, ICC/IF and IP;

Rabbit anti-Muc2 reacts with mouse and human species, and the applications include WB and ICC/IF;

Mouse anti-PXR reacts with mouse and human species, and the applications include WB and IHC;

Mouse anti-beta-catenin reacts with mouse, rat and human species, and the applications include WB, IHC, ICC/IF and Elisa;

Rabbit anti-Ucp-1 reacts with mouse and Rat species, and the applications include WB and IHC;

Rabbit anti-Pgc-1alpha reacts with human species but also reacts with mouse species by validation in the current study, and the antibodies were used for WB;

Rabbit anti-p-HSL reacts with mouse and Rat species, and the applications include WB;

Rabbit anti-HSL reacts with mouse and Human species, and the applications include WB, ICC/IF and IP;

Rabbit p-Perilipin react with mouse species, and was used for WB;

Rabbit anti-Perilipin reacts with mouse and Human species, and the applications include WB,IHC, ICC/IF and IP;

Rabbit Anti-p-ATGL reacts with mouse species, and the applications include WB and Elisa;

Rabbit Anti-ATGL reacts with mouse and Human species, and the applications include WB, ICC/IF and IP;

Rat Anti-CD45-BV711 reacts with mouse species, and the applications include Flow Cyt;

Rat Anti-CD11b-FITC reacts with mouse species, and the applications include Flow Cyt and ICFC;

Rat Anti-CD206-PE/Cy7 reacts with mouse and Human species, and the applications include Flow Cyt and ICC/IF;

Hamster Anti-CD11c-APC reacts with mouse species, and the applications include Flow Cyt;

Rat Anti-F4/80-PE reacts with mouse and Human species, and the applications include Flow Cyt, IHC and ICC/IF;

Rat anti-F4/80 reacts with mouse species, and the applications include Flow Cyt and ICC/IF;

Rat Anti-SSEA3-FITC reacts with mouse and Human species, and the applications include Flow Cyt;

Mouse anti-beta-tubulin reacts with mouse, Human, Monkey, Goat, Rat, and Hamster species, and the applications include WB and ICC/IF;

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	Human LS174T cells (ATCC, Cat#CL-188, isolated from the colon of a White, 58-year-old, female adenocarcinoma patient with colorectal cancer) and human embryonic kidney 293 (HEK293; ATCC, Cat#CRL-1573, isolated from the kidney of a human embryo)
Authentication	The cell line used was authenticated by STR profiling
Mycoplasma contamination	The cell line was tested negative for mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	No misidentified line was used in the study

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	8-week-old male Ob/ob mice and C57BL/6J mice were provided by Beijing HFK Bioscience (Beijing, China). 8-week-old male PXR knockout (PXR ^{-/-}) mice on C57BL/6J background were obtained as a gift from Capital Medical University (Beijing, China). 8-week-old male B3galt5 knockout mice (B3galt5 ^{-/-}), B3galt5-floxed (B3galt5f/f) mice and VillinCre-ERT mice on C57BL/6J background were purchased from Beijing Biocytogen Pharmaceuticals Co., Ltd (Beijing, China). B3galt5f/f mice were interbred with VillinCre-ERT mice to generate 8-week-old male intestine-specific B3galt5-deficient mice (B3galt5 ^Δ IEC). Mice were group-housed in individually ventilated cages under controlled temperature and humidity with a 12-h light–dark cycle.
Wild animals	The study did not involve wild animals.
Reporting on sex	Only male C57BL/6J mice were used because female mice are not susceptible to diet-induced obesity and metabolic disorders, such as insulin resistance and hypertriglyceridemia.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All animal protocols were approved by Sichuan University Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

The study did not involve plants.

Novel plant genotypes

not applicable

Authentication

not applicable

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Stromal vascular fraction (SVF) from epididymal white adipose tissue (eWAT) was isolated from 12-week HFD feeding male C57BL/6J, B3galt5 knockout and B3galt5 Δ IEC mice with collagenase I (Sigma-Aldrich) for 20 min at 37°C. The suspension was filtered with 150 mesh filter and then centrifuged at 500g, for 5 min at 4°C to remove adipocyte from SVF. The SVF was then incubated with red blood cell lysis buffer (Beyotime, C3702) for 5 min at room temperature. SVF was resuspended in PBS containing 1mM EDTA, 25 mM HEPES, and 1%FBS after centrifugation. After incubating with Fc-block anti-CD16/32 for 10 min at 4°C, SVF was then stained with fluorescence-labeled primary antibodies for 30min on ice. Before analysis, SVF was incubated with 7-Aminoactinomycin D for 10 min at room temperature to exclude the apoptosis cells. After excluding non-specific staining and adjusting fluorescence compensation by staining cells with single fluorescence-labeled primary antibodies

Instrument

The SVF stained with mix antibodies was collected and analyzed by CytoFlex (BD FACSAria™ Fusion, USA).

Software

FlowJo™ software (version 10, <https://www.bdbiosciences.com/zh-cn/products/software/flowjo-v10-software>) was used to analyze the flow cytometry data.

Cell population abundance

The purity of the post-sorted cells was more than 95% as verified by flow cytometry.

Gating strategy

The gating strategy was shown in Supplementary Figure 6a. Generally, single cell gates based on FSC-A and FSC-H, and SSC-A and SSC-H were used to exclude non-singlets. The relative isotype control was utilized to identify positive cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: B3galt5 functions as a PXR target gene and regulates obesity and insulin resistance by maintaining intestinal integrity
**Source:** Nat Commun. 2024 Jul 14;15:5919. doi: 10.1038/s41467-024-50198-z
**Supplement:** Supplementary file 4 — Source Data

## Slide 1

Figure 2d
WT Intestine
PXR KO Intestine
KO
WT
Veh
TBC
Veh
TBC
65 kDa
WT Intestine
PXR KO Intestine
B3galt5
Veh
TBC
Veh
TBC
45 kDa
B3galt5 (short exp) (62 kD)
35 kDa
B3galt5 (long exp) (62 kD)
65 kDa
B3galt5
β-Tubulin (55 kD)
45 kDa
35 kDa
65 kDa
β-Tubulin
45 kDa
35 kDa
Figure 2e
-1793
-1793
DR4
DR4
gccAGGTCAggaaAGATCAgcc
gccAGGTCAggaaAGATCAgcc
-1793
-1793
mutant DR4
mutant DR4
gccAAACCAggaaAAGCCAgcc
gccAAACCAggaaAAGCCAgcc
-
-
+
+
+
+
+
+
+
PXR
-
-
+
+
+
+
+
+
+
RXR
mu
self
-
-
-
self
-
-
-
Competitor
32P-probe
 B3galt5 DR4
Cyp3a23
(positive control)
-
-
+
+
+
+
+
+
+
PXR
-
-
+
+
+
+
+
+
+
RXR
mu
self
-
-
-
self
-
-
-
Competitor
32P-probe
 B3galt5 DR4
Cyp3a23
(positive control)
PXR-RXR bound
PXR-RXR bound
(98 kD)
Figure 2j
TBC
RIF
Veh
65 kDa
B3galt5
45 kDa
TBC
RIF
Veh
35 kDa
B3galt5 (62 kD)
65 kDa
β-Tubulin
β-Tubulin
(55 kD)
45 kDa
35 kDa

## Slide 2

Figure 3b
65 kDa
45 kDa
35 kDa
non-specific
25 kDa
B3galt5 (short exp) (62 kD)
Figure 3b
non-specific
65 kDa
B3galt5 (long exp)
β-Tubulin (55kD)
45 kDa
WT
BAT
Jej
Hypo
Duo
Lung
Liver
KO
iWAT
35 kDa
colon
Ileum
Kidney
Heart
Spleen
25 kDa
65 kDa
45 kDa
WT
BAT
Jej
Hypo
Duo
Lung
Liver
KO
iWAT
colon
Ileum
Heart
Kidney
Spleen
35 kDa
25 kDa
CD
HFD
WT
KO
Figure 3e
65 kDa
B3galt5
45 kDa
CD
HFD
B3galt5 (62kD)
β-Tubulin
(55 kD)
35 kDa
65 kDa
β-Tubulin
45 kDa
35 kDa
25 kDa
WT
ob/ob
WT
KO
Figure 3g
65 kDa
B3galt5
45 kDa
WT
ob/ob
B3galt5 (62 kD)
β-Tubulin
(55 kD)
35 kDa
25 kDa
65 kDa
β-Tubulin
45 kDa
35 kDa
25 kDa
Human
Figure 3i
Healthy
obese
Human
65 kDa
B3galt5
Healthy
obese
45 kDa
B3galt5 (62 kD)
35 kDa
β-Tubulin
(55 kD)
25 kDa
65 kDa
β-Tubulin
45 kDa
35 kDa
25 kDa

## Slide 3

Figure 4g
WT
WT
KO
KO
p-AKT
65 kDa
45 kDa
WT
WT
KO
KO
35 kDa
p-AKT (65 kD)
100 kDa
Liver
AKT (65 kD)
65 kDa
AKT
β-Tubulin (55 kD)
45 kDa
100 kDa
65 kDa
β-Tubulin
45 kDa
p-AKT
65 kDa
45 kDa
35 kDa
25 kDa
p-AKT (65 kD)
100 kDa
Adipose tissue
AKT (65 kD)
AKT
65 kDa
β-Tubulin (55 kD)
45 kDa
65 kDa
β-Tubulin
45 kDa
100 kDa
p-AKT
65 kDa
45 kDa
AKT
65 kDa
p-AKT (65 kD)
45 kDa
AKT (65 kD)
Skeletal muscle
35 kDa
β-Tubulin (55 kD)
25 kDa
Saline
Insulin
100 kDa
65 kDa
β-Tubulin
45 kDa

## Slide 4

WT
KO
Figure 6c
WT
KO
Muc2
Muc2
Figure 6d
KO
WT
/mU Pronase
0
0.01
0.1
1
0
0.01
0.1
1
KO
WT
/mU Pronase
0
0.01
0.1
1
0
0.01
0.1
1
Mucin
Mucin
Figure 6e
WT
KO
/U OgpA
0
0.01
0.1
1
5
0
0.01
0.1
1
5
WT
KO
/U OgpA
0
0.01
0.1
1
5
0
0.01
0.1
1
5
Mucin
Mucin
WT
KO
/nM StcE
100
10
100
1
0
0.1
1
10
0
0.1
WT
KO
/nM StcE
100
10
100
1
0
0.1
1
10
0
0.1
Mucin
Mucin

## Slide 5

Supplementary Figure 2d
Veh
PCN
65 kDa
B3galt5
Veh
PCN
B3galt5 (62 kD)
β-Tubulin (55 kD)
45 kDa
35 kDa
25 kDa
65 kDa
β-Tubulin
45 kDa
35 kDa
25 kDa
Supplementary Figure 3b
CD colon
HFHC colon
65 kDa
B3galt5
45 kDa
CD colon
HFHC colon
35 kDa
B3galt5 (62 kD)
25 kDa
β-Tubulin (55 kD)
65 kDa
β-Tubulin
45 kDa
35 kDa
25 kDa
Supplementary Figure 4b
65 kDa
B3galt5
45 kDa
non-specific
35 kDa
B3galt5 (short exp) (62 kD)
25 kDa
β-Tubulin (55 kD)
65 kDa
β-Tubulin
KO
WT
45 kDa
35 kDa
25 kDa
KO
WT
Supplementary Figure 5h
Ucp-1
35 kDa
25 kDa
135 kDa
Ucp-1 (33 kD)
iWAT
Pgc-1α (92 kD)
β-Tubulin (55 kD)
KO
WT
Pgc-1α
100 kDa
75 kDa
65 kDa
β-Tubulin
45 kDa
KO
WT

## Slide 6

135 kDa
100 kDa
p-HSL(ser 660)
Supplementary Figure 5j
65 kDa
100 kDa
 HSL
p-HSL(ser 660) (83 kD)
 HSL (83 kD)
 p-Perilipin-1 (62 kD)
iWAT
Perilipin-1 (62 kD)
p-ATGL (54 kD)
ATGL (54 kD)
β-Tubulin
(55 kD)
WT
KO
65 kDa
 p-Perilipin-1
65 kDa
45 kDa
35 kDa
Perilipin-1
65 kDa
45 kDa
35 kDa
65 kDa
p-ATGL
45 kDa
35 kDa
65 kDa
ATGL
45 kDa
35 kDa
65 kDa
β-Tubulin
45 kDa
WT
KO
100 kDa
p-HSL(ser 660)
65 kDa
Supplementary Figure 5k
 HSL
65 kDa
45 kDa
p-HSL(ser 660)
(83 kD)
 HSL (83 kD)
 p-Perilipin-1 (62 kD)
eWAT
Perilipin-1 (62 kD)
p-ATGL (54 kD)
ATGL (54 kD)
β-Tubulin
(55 kD)
WT
KO
 p-Perilipin-1
65 kDa
45 kDa
35 kDa
Perilipin-1
65 kDa
45 kDa
65 kDa
p-ATGL
45 kDa
65 kDa
ATGL
45 kDa
65 kDa
β-Tubulin
45 kDa
WT
KO

## Slide 7

135 kDa
100 kDa
p-HSL(ser 660)
135 kDa
Supplementary Figure 5l
100 kDa
 HSL
75 kDa
 p-Perilipin-1
65 kDa
p-HSL(ser 660)
(83 kD)
 HSL (83 kD)
 p-Perilipin-1 (62 kD)
Perilipin-1 (62 kD)
BAT
p-ATGL (54 kD)
ATGL (54 kD)
β-Tubulin (55 kD)
WT
KO
45 kDa
100 kDa
Perilipin-1
65 kDa
45 kDa
100 kDa
65 kDa
p-ATGL
45 kDa
65 kDa
ATGL
45 kDa
65 kDa
β-Tubulin
45 kDa
WT
KO
55 kDa
Supplementary Figure 8b
B3galt5
37 kDa
β-Tubulin
55 kDa
37 kDa
B3galt5△IEC
B3galt5△IEC
B3galt5△IEC
B3galt5f/f
B3galt5f/f
65 kDa
B3galt5
B3galt5 (62 kD)
45 kDa
Ileum
β-Tubulin (55 kD)
65 kDa
β-Tubulin
45 kDa
B3galt5 (62 kD)
Duo-
denum
B3galt5
55 kDa
β-Tubulin (55 kD)
37 kDa
65 kDa
β-Tubulin
B3galt5 (62 kD)
Jejunum
45 kDa
β-Tubulin (55 kD)
65 kDa
B3galt5
45 kDa
B3galt5 (62 kD)
Colon
65 kDa
β-Tubulin (55 kD)
β-Tubulin
45 kDa
55 kDa
B3galt5
B3galt5 (62 kD)
Rectum
β-Tubulin (55 kD)
37 kDa
65 kDa
β-Tubulin
45 kDa

How the deposited data were processed for this re-analysis (not part of the article)

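RNA from the colon of 8-week-old mice given vehicle (3 libraries, replicates 3, 5 and 6) or PCN (3 libraries, replicates 4, 5 and 6) was compared. The deposited counts are read counts per gene that the authors made, according to the Supplementary Methods, by removing adapters and low-quality reads, mapping with STAR and counting with HTSeq. The Supplementary Methods name a pig assembly and the labels name mm10; the gene identifiers are Ensembl mouse identifiers. The authors' FPKM values are counts per length of gene and size of library, and how they were computed is not stated in the paper's text. The log2 fold changes deposited by the authors compare PCN with vehicle, and the p-values deposited by the authors come from a test that the paper's text does not name. On all 23282 genes the deposited log2 fold changes equalled those of DESeq2 run on the deposited counts, within 0.0001, and on 23274 genes the deposited p-values did so within 0.0001 on the log10 scale. The deposited mark of regulated genes covers 204 genes higher and 127 lower, which are those with an unadjusted p under 0.05 and a log2 fold change beyond 1 in either direction.

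The main test was edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the 16586 genes tested, with a threshold of 0.05. The common biological coefficient of variation was 0.199. DESeq2 1.42.0 (size factors and Wald test) and limma 3.58.1 (trend, on log2(FPKM + 1) and log2(FPKM + 0.1)) were run on the same genes. Total counts were 21924026 to 25422856 per library, with 20538 to 20963 genes detected, so that genes with few counts, such as Cyp3a11, are measured imprecisely. The groups were also compared gene by gene for overlap: 1441 genes were higher and 1225 lower in every PCN library than in every vehicle library, 16.1% of genes, where chance gives 10%. The direction of 35 lists of genes was tested with limma's camera on the edgeR data, with a preset correlation of 0.01 and with an estimated correlation. The lists cover drug metabolism, glycosylation, epithelial and other cell types, immunity, lipid metabolism, stress responses, clock genes and nuclear receptors, and the genes of Fig. 2a.

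The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. Alternatives were DESeq2, no filter on low counts, each library left out in turn, a replicate block, limma at both pseudocounts, and the volcano lines of an unadjusted or adjusted p under 0.05 with a log2 fold change beyond 1. Added after seeing the data were DESeq2 on all genes, edgeR with adjusted deviances, a covariate from the posterior Hox genes Hoxa13, Hoxb13 and Hoxd13, and the deposited p-values adjusted over the genes tested. The rule names B3galt5, Cyp2c55, Cyp3a11, Cyp3a44 and Nr1i2, and the 10 genes with the largest change in each direction among those that pass, average at least 1 CPM and do not overlap between groups. It also names up to 4 members per list with the smallest adjusted p among those that pass, glycosyltransferases that the paper measures by qPCR, Muc2, and the genes of Fig. 2a, whose values in the paper had been seen. Since edgeR called only 6 genes, the rule was applied to DESeq2 calls as well, a choice made after seeing the data. Coordinates were looked up by Ensembl identifier in GENCODE M21 (GRCm38), which holds 22256 of the 23282 identifiers; the deposited start and end were the same for 441 of these and were not used. The pipeline was tested on simulated counts with 200 changed genes. There edgeR recovered 70% of genes changed by 1 and 83% of those changed by 2 on the log2 scale, with 14 false calls of 167. DESeq2 recovered 82% and 90% with 47 false calls of 219, and limma 68% and 85% with 14 of 167. Each gene was drawn on its own, without variation shared between genes. Only genes above 1 CPM were changed, so these rates need not hold for the real libraries. Whether Fig. 2a was drawn from these libraries was checked on its source data. Over 9 pairs of libraries per unit, at most 6 of 124 values lay within 5% of the paper's. Other samples or another processing could give such a mismatch. The values given here for the genes of Fig. 2a are therefore no check of that panel. Libraries of the study's other experiments were not analysed here. The result of 1 gene is not reported here.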

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

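The calls of genes and lists in this part were planned, and the tests of explanations, the splits of the libraries and the random draws were chosen after the results were seen. The following signals go beyond what the paper reports. Akr1b7 (2.18), 4931406C07Rik (2.00), Trim40 (0.96), Elovl6 (0.77) and Enpep (-1.53) passed edgeR (log2 fold changes, 3 libraries against 3), and the paper names none of these genes. Lists with an unadjusted p under 0.05 under an estimated correlation were the Cyp2b, Cyp2c and Cyp3a genes (median 0.40), the other enzymes of mucin O-glycosylation (0.15) and the small intestine genes (-0.64), in the last of which the centered median of vehicle replicate 5 (-0.26) lay within the PCN range (-0.33 to -0.25). Each of them had an adjusted p of 0.478 from camera with that correlation, over 35 lists, so they may be chance. The paper does discuss Cyp2c55 and Cyp3a11 of the first list and measures Galnt3, Gcnt3, B3gnt6 and St3gal1 of the next by qPCR. It concludes from its qPCR that PXR activation hardly changed other galactosyltransferases, and the title of Figure S2 states no influence on O-glycosyltransferase genes. The positive median of the O-glycosylation list goes the other way, but is too weakly backed to count against that conclusion. The paper reports on neither list as a whole. The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. As large a result came from 1 of the 10 splits, the real one, in each of 3 counts: edgeR called 6 genes (highest other split 0), DESeq2 214 (highest other 160) and camera 19 lists (highest other 17). The split with 160 genes sets vehicle replicate 3 with PCN replicates 4 and 5 against the rest.

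All 41 interferon response genes had negative log2 fold changes, with a median of -0.85, or -0.31 without Veh replicate 3. Fewer immune cells in the PCN libraries would lower the immune cell lists too, whose 59 genes had a median log2 fold change of 0.60. The group difference of their library medians was 0.50 (standard error 0.39), against -0.76 (standard error 0.56) for the interferon response genes. The direction argues against fewer immune cells, but only weakly given these errors. The calls of the immune cell lists also end without Veh replicate 5, PCN replicate 5 or PCN replicate 6 (camera, adjusted p up to 0.290, medians still positive). A candidate explanation is a high interferon response in vehicle replicates 3 and 5 alone: the list median of vehicle replicate 6 minus the PCN mean was -0.084 (SD of the PCN medians 0.38). An effect of PCN stays open and was not tested apart from it.

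The 6 Mcm genes tested had a median log2 fold change of 0.89. The covariate from posterior Hox genes, meant to stand for position along the colon, had means of 2.36 in vehicle and 2.21 in PCN (log2 CPM, difference -0.15, standard error 0.83), so adding it could not move a group difference by much (22 of 16586 genes moved by over 0.5). With it the median was 0.90 (standard error 0.16), which decides nothing on position, and position stays open. A larger share of dividing cells would raise mitosis genes as well: the group difference of their library medians was 0.38 (standard error 0.47, 18 genes), against 0.85 (0.17) for the Mcm genes. The spread between libraries leaves this open, so that more dividing cells and higher Mcm levels per cell cannot be told apart. An effect of PCN on the Mcm genes stays open.

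Enpep fell after PCN, and with the posterior Hox covariate its log2 fold change was -1.53 (standard error 0.13, adjusted p = 0.0439 from edgeR). It had 57.9, 54.9 and 68.7 CPM in vehicle replicates 3, 5 and 6 and 23.7, 19.6 and 19.7 CPM in PCN replicates 4, 5 and 6. Within each group these levels stayed close while the covariate varied widely. For Enpep this argues against position along the colon as far as the Hox genes track it. Small intestine tissue in the vehicle libraries would bring Lct and Sis, whose summed CPM was higher in vehicle by 1.01 (standard error 1.52), against 39.5 (4.39) for Enpep. Of the 16 small intestine genes tested, 13 had a negative log2 fold change, and adjusted over the list alone edgeR called 2 lower and DESeq2 5 lower, Enpep among them in both. The means in vehicle and PCN were 44.6 and 49.9 CPM for Alpi, 6.89 and 8.28 for Rbp2 and 155 and 148 for Fabp2, while Apoa1 went from 6.61 to 0.891. At 2 standard errors the excess of Lct and Sis reaches 4.06 CPM, just above the bound set first, the excess of Enpep divided by 10 (3.95 CPM), so the explanation stays open. A looser bound, tried after that miss, would have excluded it and is not used. Position that the Hox genes do not track and an effect of PCN stay open as well.

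Enpep and Elovl6, which moved in opposite directions, lie 199635 bp apart on chromosome 3, and 70 of 10000 random draws of 6 tested genes held a pair as close.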

How the results depend on the processing

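The settings posterior Hox covariate, DESeq2 on all genes, edgeR with adjusted deviances and deposited p-values were chosen after seeing the data, and the others were planned. The main test called 5 genes higher and 1 lower. The counts higher and lower were 171 and 43 with DESeq2, 172 and 44 with DESeq2 on all genes, 162 and 41 with the deposited p-values over the genes tested, 25 and 2 with no filter on low counts, 64 and 10 with a replicate block, 3 and 2 with the posterior Hox covariate, and 6 and 1 with adjusted deviances. Limma called 4 and 1 on log2(FPKM + 1) and 3 and 1 on log2(FPKM + 0.1). At an unadjusted p under 0.05 and a log2 fold change beyond 1 they were 177 and 86, and 3 and 1 with an adjusted p. Leaving out 1 library gave 0 to 22 higher and 0 to 2 lower: 22 and 2 without Veh replicate 3, 2 and 2 without Veh replicate 5, and no gene without Veh replicate 6 or PCN replicate 4, 5 or 6 (1091, 1183, 1279 and 1790 at an unadjusted p under 0.05 from edgeR; DESeq2 was not run on these subsets). All 6 genes of the main test kept their sign under every setting. Their groups do not overlap, so leaving out 1 library could hardly turn a sign. Only B3galt5 and Enpep passed without Veh replicate 5, and Trim40 and Elovl6 failed limma at both pseudocounts. Elovl6 failed with a replicate block, and Akr1b7 and Elovl6 failed with the posterior Hox covariate. The B3galt5 log2 fold change lay between 1.42 and 1.71 with 1 library left out, and was past the threshold in each setting that left none out. The Cyp2c55 log2 fold change passed with DESeq2 (1.54), DESeq2 on all genes (1.54) and a replicate block (1.95), and lay between 1.36 and 2.01 with 1 library left out, passing without Veh replicate 3. B3galt5's rank by fold change, 3 in the main test, was 19 with DESeq2 and with DESeq2 on all genes, 10 with no filter, 23 with a replicate block, 4 with limma on log2(FPKM + 1) and with adjusted deviances, 2 with the posterior Hox covariate, 22 with the deposited p-values, and 1 to 11 with 1 library left out. The rank counts only genes that pass, so it moves with their number. The replicate block rests on numbers that do not pair the libraries: deviations from the group means correlated at -0.150 between the libraries numbered 5 and at -0.0887 between those numbered 6. Numbers 3 and 4 each occur in 1 group alone, so with the block the group difference rests on the libraries numbered 5 and 6. The glucocorticoid-responsive list, with a median of -0.12, turned positive without Veh replicate 5 (0.094) and without PCN replicate 4 (0.06), and reached -0.39 without Veh replicate 3. Between 17 and 22 lists had a direction under each setting with the preset correlation (19 in the main test). With an estimated correlation none did in the main test. The 49 named genes were mostly chosen from calls in these same libraries. Over them, 535 values kept their side of the threshold, 120 passed only under the alternative, 31 passed only in the main test and 0 changed sign. Apart from fewer libraries or genes tested, the cause was not tested.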

Differences from the paper's values

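The source data of Fig. 2a (n = 2 per group) matched no pair of the libraries analysed here, with at most 6 of 124 values within 5%. Other samples and another processing of the same libraries cannot be told apart by this. The paper's source data for Fig. 2a give B3galt5 a fold of 10.6 (the paper's value, n = 2), and the 6 libraries give 2.92. All 11 alternatives set before the data were examined differ as well, with folds of 2.68 to 3.27, and none comes within the paper's value. For Cyp2c55 the paper's fold is 11.9 and the value here 2.94, and all 11 alternatives differ, with folds of 2.56 to 4.03. Values read from the plot of Figure S2a lie close to the main test. On the log2 scale they are about 1.5 against 1.55 for B3galt5, 3.4 against 3.41 for Cyp3a44 and 3.5 against 3.49 for Cyp3a11.

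Of the 34 genes in the paper's source data for Fig. 2a, all have a fold above 1, the lowest 5.47. Of the 31 of them tested here, 13 had a positive and 18 a negative log2 fold change, and 1, Cyp3a11, had a fold within 1.5 times of the paper's, in libraries that the source data do not match.

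The paper states that B3galt5 came second among the genes raised by PCN in Fig. 2a, which shows 34 genes. The ranks here are among the genes called in the 6 libraries, so the sets of genes differ and the samples may differ too. By fold change it ranked 3 of 5 genes with edgeR and 19 of 171 with DESeq2, and by p it ranked 2 with both. With the posterior Hox covariate, chosen after seeing the values, it ranked 2 by fold change, and Akr1b7 and Elovl6 were no longer called.

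The paper names Cyp2c55 and Cyp3a11 as raised. By edgeR neither passed (adjusted p = 0.188 and 0.295). For Cyp3a11 the paper also has mRNA measurements in other groups of mice: PCN raised it in the intestine, and mice without PXR lost the TBC effect. Cyp3a11 had 6, 2 and 0 counts in vehicle replicates 3, 5 and 6, so the RNA-seq value is imprecise and no check of those measurements. Cyp2c55 passed with DESeq2 (adjusted p = 6.79e-06), with a replicate block (adjusted p = 0.00170), without Veh replicate 3 (adjusted p = 0.0103) and with DESeq2 on all genes (adjusted p = 3.99e-06), the last chosen after seeing the values. With the replicate block, its group difference rests on the libraries numbered 5 and 6 alone. Over all settings the adjusted p of Cyp2c55 log2 fold change lay between 3.99e-06 and 0.467. For Cyp3a11 log2 fold change it lay between 0.0500 and 0.576, and its unadjusted p from edgeR was 0.00333. Figure S2a marks genes by an unadjusted p and a fold line: 204 genes higher and 127 lower in the deposited table match its key, where edgeR at the same lines, on filtered genes, gives 177 and 86.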

Other observations

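Genes called by DESeq2 with the largest changes, named by the rule as applied to DESeq2 after seeing the data, include members of the gasdermin C cluster. Gsdmcl2 and Gsdmc4 rose by 2.53 and 2.34 on the log2 scale (adjusted p = 0.00250 and 0.0160 from DESeq2), as did the pseudogene Gsdmcl-ps (2.54, adjusted p = 1.57e-06), and the copies are alike in sequence. Muc6, a gel-forming mucin, rose by 2.11 (adjusted p = 0.00303 from DESeq2), from a mean of 0.880 CPM in vehicle to only 3.86 in PCN. Over the settings tried its log2 fold change lay between 0.23 and 2.48. Ggt1, which breaks down glutathione, rose by 2.11 (adjusted p = 2.24e-08 from DESeq2) and Cmah, which makes the sialic acid Neu5Gc, by 1.94 (adjusted p = 0.0281). Slc6a19, a neutral amino acid transporter, had a log2 fold change of -2.37 (adjusted p = 2.10e-05 from DESeq2) and Cyp26b1, which degrades retinoic acid, of -1.44 (adjusted p = 0.0433). By edgeR these genes did not pass (adjusted p from 0.104 to 0.378).

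In lipid metabolism, 28 of 34 fatty acid oxidation and ketogenesis genes had negative log2 fold changes (median -0.20, adjusted p = 5.44e-05, and adjusted p = 0.521 with an estimated correlation). The median was -0.13 without PCN replicate 6, and DESeq2 adjusted over the list alone called 2 higher and 6 lower. Cholesterol synthesis genes (30 tested, median 0.04, adjusted p = 0.424) had no direction that passed, while the sterol exporters Abcg5 and Abcg8 on that list rose by 1.50 and 1.00 by DESeq2 (adjusted p = 0.00371 and 0.0226). Of the adipocyte genes (15 tested, median -0.19, adjusted p = 0.333), Pparg rose by 0.59 and Acvr1c fell by 0.66 by DESeq2 (adjusted p = 0.0182 and 0.00872). When adjusted over the list alone, edgeR called 2 cholesterol and 1 adipocyte genes higher, 1 adipocyte gene lower and 0 fatty acid oxidation genes, and over all genes edgeR called none in these lists (3 and 8, 2 and 1, 1 and 1 higher and lower at an unadjusted p under 0.05).

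Several stress and immune lists had a direction with a preset correlation only. These were the NRF2 targets (20 tested, median 0.20, adjusted p = 0.00161, and adjusted p = 0.521 with an estimated correlation), the unfolded protein and amino acid response genes (30 tested, median 0.24, adjusted p = 3.71e-04, and adjusted p = 0.520 with an estimated correlation), the MHC class II genes (11 tested, median 0.59, adjusted p = 0.00155, and adjusted p = 0.521 with an estimated correlation), the red blood cell genes (5 tested, median 0.57, adjusted p = 0.0416, and adjusted p = 0.521 with an estimated correlation) and, downward, the glucocorticoid-responsive genes (21 tested, median -0.12, adjusted p = 0.0338, and adjusted p = 0.700 with an estimated correlation). By limma's camera the call ended for NRF2 targets without Veh replicate 6 or PCN replicate 6 (adjusted p = 0.0726 and 0.257), for unfolded protein response genes without PCN replicate 6 (adjusted p = 0.110), for MHC class II genes without Veh replicate 5 or PCN replicate 5 (adjusted p = 0.0716 and 0.152) and for red blood cell genes without Veh replicate 5 or PCN replicate 6 (adjusted p = 0.134 and 0.357). The glucocorticoid-responsive genes lost their call with DESeq2 and limma (adjusted p = 0.0692, 0.236 and 0.244) and turned positive without Veh replicate 5 or PCN replicate 4 (0.094 and 0.06). No member of these 5 lists passed edgeR, over all genes or adjusted over the list alone, or DESeq2 over all genes (3 and 0, 10 and 0, 1 and 0, 1 and 0, 0 and 2 higher and lower at an unadjusted p under 0.05 from edgeR). Adjusted over the list alone, DESeq2 called 4 higher and 0 lower among unfolded protein and amino acid response genes and none in the other 4 lists. The medians of these lists moved when 1 library was left out: to 0.11 for NRF2 targets and 0.13 for unfolded protein response genes without PCN replicate 6. MHC class II genes had a median of 1.18 without Veh replicate 3, 0.32 without Veh replicate 5 and 0.22 without PCN replicate 5, and red blood cell genes 0.33 without Veh replicate 5 and 0.17 without PCN replicate 6. Glucocorticoid-responsive genes had -0.39, -0.18, -0.22 and -0.36 without Veh replicates 3 and 6 and PCN replicates 5 and 6.

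No direction passed for aryl hydrocarbon receptor targets (7 tested, median 0.20, adjusted p = 0.674), clock genes (18 tested, median -0.16, adjusted p = 0.0550), immediate early genes (24 tested, median -0.07, adjusted p = 0.598), nuclear receptors and partners (21 tested, median -0.11, adjusted p = 0.125), posterior Hox genes (14 tested, median 0.02, adjusted p = 0.383), enteroendocrine genes (20 tested, median -0.08, adjusted p = 0.195), endothelial genes (18 tested, median -0.05, adjusted p = 0.337) and enteric neuron and glia genes (20 tested, median -0.05, adjusted p = 0.261), all by limma's camera. No member of these lists passed edgeR over all genes (0 and 0, 1 and 5, 3 and 0, 1 and 2, 0 and 1, 0 and 1, 0 and 0, 1 and 0 higher and lower at an unadjusted p under 0.05). Adjusted over the list alone, edgeR called 1 nuclear receptor gene higher and 1 lower and none in the others, and DESeq2 called 1 over all genes, Pparg. DESeq2 adjusted over the list alone called 1 higher and 2 lower among nuclear receptors and partners, 0 higher and 2 lower among clock genes and none in the other 6 lists.

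For other glycosyltransferases the paper measures by qPCR (5 vehicle and 6 PCN mice), the fold of PCN over vehicle from RNA-seq can be set beside the paper's qPCR fold. For C1galt1 it was 1.23 (the paper's qPCR 1.69), for Galnt3 1.40 (1.72), for B3galt1 1.37 (1.29), for B3galnt1 1.04 (1.39), for Gcnt3 0.997 (0.992), for B3galt2 0.786 (1.50) and for B3gnt6 1.53 (0.550). None of these RNA-seq folds passed edgeR (adjusted p from 0.178 to 0.995), and DESeq2 called Galnt3. For B3galt5 the RNA-seq fold was 2.92 and the paper's qPCR fold 9.82 (8 vehicle and 10 PCN mice).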
